# GSK-3 Inhibitor Elraglusib Enhances Tumor-Infiltrating Immune Cell Activation in Tumor Biopsies and Synergizes with Anti-PD-L1 in a Murine Model of Colorectal Cancer

**DOI:** 10.3390/ijms241310870

**Published:** 2023-06-29

**Authors:** Kelsey E. Huntington, Anna D. Louie, Praveen R. Srinivasan, Christoph Schorl, Shaolei Lu, David Silverberg, Daniel Newhouse, Zhijin Wu, Lanlan Zhou, Brittany A. Borden, Francis J. Giles, Mark Dooner, Benedito A. Carneiro, Wafik S. El-Deiry

**Keywords:** GSK-3, 9-ING-41, elraglusib, immunotherapy, immune checkpoint blockade

## Abstract

Glycogen synthase kinase-3 (GSK-3) is a serine/threonine kinase that has been implicated in numerous oncogenic processes. GSK-3 inhibitor elraglusib (9-ING-41) has shown promising preclinical and clinical antitumor activity across multiple tumor types. Despite promising early-phase clinical trial results, there have been limited efforts to characterize the potential immunomodulatory properties of elraglusib. We report that elraglusib promotes immune cell-mediated tumor cell killing of microsatellite stable colorectal cancer (CRC) cells. Mechanistically, elraglusib sensitized CRC cells to immune-mediated cytotoxicity and enhanced immune cell effector function. Using western blots, we found that elraglusib decreased CRC cell expression of NF-κB p65 and several survival proteins. Using microarrays, we discovered that elraglusib upregulated the expression of proapoptotic and antiproliferative genes and downregulated the expression of cell proliferation, cell cycle progression, metastasis, TGFβ signaling, and anti-apoptotic genes in CRC cells. Elraglusib reduced CRC cell production of immunosuppressive molecules such as VEGF, GDF-15, and sPD-L1. Elraglusib increased immune cell IFN-γ secretion, which upregulated CRC cell gasdermin B expression to potentially enhance pyroptosis. Elraglusib enhanced immune effector function resulting in augmented granzyme B, IFN-γ, TNF-α, and TRAIL production. Using a syngeneic, immunocompetent murine model of microsatellite stable CRC, we evaluated elraglusib as a single agent or combined with immune checkpoint blockade (anti-PD-1/L1) and observed improved survival in the elraglusib and anti-PD-L1 group. Murine responders had increased tumor-infiltrating T cells, augmented granzyme B expression, and fewer regulatory T cells. Murine responders had reduced immunosuppressive (VEGF, VEGFR2) and elevated immunostimulatory (GM-CSF, IL-12p70) cytokine plasma concentrations. To determine the clinical significance, we then utilized elraglusib-treated patient plasma samples and found that reduced VEGF and BAFF and elevated IL-1 beta, CCL22, and CCL4 concentrations correlated with improved survival. Using paired tumor biopsies, we found that tumor-infiltrating immune cells had a reduced expression of inhibitory immune checkpoints (VISTA, PD-1, PD-L2) and an elevated expression of T-cell activation markers (CTLA-4, OX40L) after elraglusib treatment. These results address a significant gap in knowledge concerning the immunomodulatory mechanisms of GSK-3 inhibitor elraglusib, provide a rationale for the clinical evaluation of elraglusib in combination with immune checkpoint blockade, and are expected to have an impact on additional tumor types, besides CRC.

## 1. Introduction

Glycogen synthase kinase 3 (GSK-3) is a serine/threonine kinase with key roles in myriad biological processes, such as tumor progression, and inhibition of GSK-3 using novel small-molecule elraglusib has shown promising preclinical antitumor activity in multiple tumor types [1]. GSK-3 has two isoforms encoded in distinct genes in vertebrates, alpha (α) and beta (β), which share a 97% amino acid sequence identity within their catalytic domains. While the GSK-3 beta isoform has historically received more attention, several redundant activities exist between the two, including regulating Wnt/β-catenin signaling [2]. Although differential activity exists between the two isoforms, in regulating NF-κB activity for example, many GSK-3 inhibitors are non-specific and inhibit both isoforms [3]. A growing body of literature characterizes the immunomodulatory roles of GSK-3 in the context of anti-tumor immunity [4]. There are several known immunostimulatory functions of GSK-3 inhibition. In T cells, GSK-3, active in resting cells and inactivated upon T cell activation, controls T cell motility and T cell interactions with other cell types such as antigen-presenting cells (APCs) [5]. GSK-3 is also known to inhibit immune cell cytokine production [6,7]. 

Moreover, GSK-3 is a central regulator of immune checkpoint protein expression in both tumor and immune cells. In the immune cell, inhibition of GSK-3 has been shown to downregulate programmed cell death protein 1 (PD-1) expression in CD8+ T cells to enhance CD8+ cytotoxic function in a murine model, resulting in reduced tumor growth [7]. Mechanistically, GSK-3 inactivation resulted in Tbx21 transcription, upregulating T-bet expression and the subsequent suppression of transcription of Pdcd1, which encodes PD-1. Additionally, several groups have shown that the inhibition of GSK-3 increases tumor cell PD-L1 expression [8]. Mechanistically, GSK-3 beta interacts with PD-L1 to induce phosphorylation-dependent proteasomal degradation of PD-L1 by β-transducin repeats-containing protein (β-TrCP), which serves as a substrate recognition site for E3 ubiquitin ligases [8,9]. Finally, aberrant overexpression of GSK-3 has been shown to promote tumor growth and epithelial-to-mesenchymal transition (EMT) through various mechanisms including via modulation of pro-survival NF-κB signaling pathways [10]. Thus, GSK-3 is a promising target in the treatment of human malignancies, and GSK-3 inhibitors have immunomodulatory potential.

Globally, colorectal cancer (CRC) ranks third in terms of incidence and second in terms of mortality. Treatment options include surgery, chemotherapy, radiation therapy, targeted therapy, and immunotherapy. Immune checkpoint blockade (ICB) has now entered into clinical care for CRC with the recent U.S. Food and Drug Administration approvals of checkpoint inhibitors nivolumab and pembrolizumab for microsatellite instability-high (MSI-H) CRC cases after chemotherapy [11]. Thus far, ICB clinical trials have demonstrated efficacy in MSI-H CRC, however, the impressive durability of tumor regression stands in stark contrast with the lack of response observed in microsatellite stable (MSS) CRC [11]. Thus, there remains a substantial unmet need in the ~85% of patients with MSS CRC in whom ICB is less effective [12]. Moreover, the percentage of patients with MSS CRC dramatically increases to ~96% in Stage IV disease [12].

We sought to evaluate elraglusib (9-ING-41), a small molecule that targets GSK-3, which has the potential to increase the efficacy of ICB. We chose to evaluate elraglusib, which inhibits both alpha and beta isoforms, because it is a clinically-relevant small molecule with superior pharmacokinetic properties and is significantly more potent than other GSK-3 inhibitors [13,14]. Although there are ongoing efforts to characterize the immunomodulatory impact of GSK-3 inhibitors, few utilize small-molecule elraglusib [15,16,17]. Here, we characterize the effects of elraglusib in vitro on tumor and immune cells, in vivo in combination with ICB in a syngeneic murine colon carcinoma BALB/c model using MSS cell line CT-26, and in human tumor biopsies and plasma samples from patients with refractory solid tumors of multiple tissue origins enrolled in a Phase 1 clinical trial investigating elraglusib (NCT03678883).

## 2. Results

### 2.1. Elraglusib Sensitizes Tumor Cells to Immune-Mediated Cytotoxicity

A co-culture of fluorescently labeled SW480 MSS CRC cells and TALL-104 CD8+ T cells treated with elraglusib led to an increase in tumor cell death after 24 h (Supplementary Figure S1A). Treatment doses were significantly less than the 24- and 72-h IC-50s calculated for all cell lines evaluated in the co-culture to ensure the majority of tumor cell death was immune-cell-mediated (Supplementary Figure S2A,B). We observed limited tumor cell death in SW480 monocultures treated with drug only (Supplementary Figure S1B). In the co-culture with tumor and immune cells only, in the absence of the drug, we noted that the baseline percentage of dead cells out of total cells was approximately 45%, after normalization. Co-cultures of tumor cells and TALL-104 T cells treated with 5 µM elraglusib had an average of 60% dead cells, while co-cultures treated with 10 µM of elraglusib had an average of 65% dead cells (Supplementary Figure S1C).

Because TALL-104 cells are a human leukemic T cell line, we next wanted to determine the relevancy of these results using normal T cells. Donor-derived CD8+ T cells were isolated from a donor blood sample in accordance with an IRB-approved protocol. A co-culture of fluorescently labeled SW480 tumor cells and CD8+ donor-derived CD8+ T cells was then treated with elraglusib and the percentage of dead cells out of total cells was quantified after 24 h (Supplementary Figure S1D). We again observed limited tumor cell death in SW480 monocultures treated with drug only (Supplementary Figure S1E). The data was then normalized, as previously described, and we noted even more robust immune cell-mediated tumor cell death in the co-cultures treated with elraglusib (Supplementary Figure S1F). Co-cultures of tumor cells and donor-derived CD8+ T cells treated with 5 µM elraglusib had an average of 65% dead cells, while co-cultures treated with 10 µM of elraglusib had an average of 75% dead cells.

To determine if the increased amount of immune cell-mediated tumor cell killing was due to the drug’s impact on the tumor cells or the immune cells, we next pre-treated tumor cells with elraglusib for 24 h before the co-culture with immune cells began. We observed that pre-treatment with elraglusib sensitized SW480 tumor cells to TALL-104 cell-mediated tumor cell killing (Figure 1A). We again used the raw percentages of cell death to normalize the data and observed minimal amounts of drug cytotoxicity at the concentration and duration of treatment used (Figure 1B). Tumor cells pre-treated with 5 µM elraglusib for 24 h and then co-cultured with TALL-104 T cells had an average of 65% dead cells (Figure 1C). Once again, we sought to confirm these co-culture results using donor-derived CD8+ T cells instead of TALL-104 cells (Figure 1D). We observed similar results with the CD8+ T cells where elraglusib pre-treatment of tumor cells led to a statistically significant increase in tumor cell death after 24 h of co-culture (Figure 1E). Tumor cells pre-treated with 5 µM elraglusib for 24 h and then co-cultured with donor-derived CD8+ T cells had an average of 65% dead cells, while co-cultures treated with 10 µM of elraglusib for 24 h and then co-cultured with donor-derived CD8+ T cells had an average of 70% dead cells (Figure 1F).

To confirm these results, we repeated these experiments using a high-throughput GFP+ co-culture system with additional CRC cell lines HCT-116 and HT-29 (Supplementary Figure S1G). We chose to evaluate both HCT-116 and HT-29 CRC cells in this co-culture model to determine if the elraglusib-mediated increase in immune cell-mediated SW480 cell killing could be reproduced in additional CRC cell lines. These cell lines were selected based on their varied mutational profiles, with both MSI-H and MSS statuses reflected (Supplementary Figure S2C). When HCT-116 GFP+ cells were co-cultured with TALL-104 cells in the presence or absence of 5 µM elraglusib we noted a significant decrease in GFP+ cells per low-powered field in the 5 µM elraglusib only, TALL-104 only, and combination therapy groups, as compared to the DMSO only control group (Figure 1G). We noted a significant decrease in the number of GFP+ cells per field in the combination therapy group of TALL-104 and 5 µM elraglusib co-culture condition as compared to TALL-104, which recapitulated the results observed in the first co-culture system. We observed a similar trend in the HT-29 cell line, where the combination therapy group showed increased tumor cell death as compared to the drug-only or T cell-only groups (Figure 1H). To determine if these results applied to other cytotoxic immune cell lines, we repeated the co-culture experiments with a natural killer cell line, NK-92. We observed similar trends in the co-culture of NK-92 cells with HCT-116 cells, where the combination of 5 µM elraglusib and NK-92 cells showed increased tumor cell death as compared to the drug-only treatment or immune-cell-only treatment (Figure 1I). In the HT-29 cells, we noted increased tumor cell death in the combination therapy group as compared to immune cells only and as compared to DMSO only; however, the combination therapy group did not show statistical significance when compared with elraglusib only (Figure 1J).

### 2.2. Elraglusib Enhances Tumor Cell Pyroptosis in a Co-Culture of Colorectal Cancer Cells and Immune Cells

To determine if pyroptosis-mediated immune cell activity played a role in the co-culture results, we examined higher-power co-culture images for evidence of pyroptosis. Indeed, we observed some pyroptotic events in the co-cultures involving tumor cells and TALL-104 cells only (Figure 1K). We did not observe any pyroptotic events in the DMSO or drug-only conditions, suggesting that tumor cell pyroptosis was mediated by an immune cell-secreted molecule as it was only observed in the co-culture wells with immune cells (Figure 1K and Figure S1H). Interestingly, in the co-culture of CRC (HCT-116, HT-29) and TALL-104 cells in the presence of 5 μM elraglusib treatment, we noted a significant increase in pyroptotic events (Figure 1K and Figure S1I,J). To determine what immune-cell-secreted molecules were most likely contributing to tumor cell pyroptosis, we probed for a downstream mediator of pyroptotic death gasdermin B expression in tumor cells treated with a vehicle-only control (DMSO), 1 μM elraglusib, 100 ng/mL IFN-γ, 250 ng/mL IFN-γ, 1 ng/mL TNF-α, and 1 ng/mL TRAIL (Figure 1L). We observed an increase in gasdermin B expression with both concentrations of IFN-γ, used in both the HCT-116 cells and the HT-29 cells, suggesting that IFN-γ secreted by immune cells was a major contributor to the observed pyroptotic events (Figure 1M). To test whether immune cells secrete more IFN-γ post-treatment with elraglusib, we treated immune cell lines (TALL-104, NK-92) with elraglusib for 24 h and indeed noted a significant increase in IFN-γ post-treatment in cell culture supernatants, although this effect was significantly greater in the TALL-104 cell line as compared to the NK-92 cell line (Figure 1N–O).

### 2.3. Elraglusib Upregulates Tumor Cell PD-L1 and Proapoptotic Pathway Expression as Well as Downregulates Immunosuppressive/Angiogenic Protein Expression and Pro-Survival Pathways

To help elucidate the mechanism behind the CRC cell sensitization to immune cell killing that we observed in the co-culture assays, we performed western blot analyses on CRC cells (HCT-116, HT-29) treated with elraglusib over a 72-h timecourse. Using the same low dose of elraglusib utilized in the co-culture assays, we observed little to no cleaved PARP (cPARP) in both cell lines analyzed until the 48-h timepoint, confirming that the tumor cell death observed in the co-culture assays was not a product of drug cytotoxicity (Figure 2A). Because GSK-3 is a known regulator of NF-κB signaling pathways, we also probed for NF-κB p65 and noted a decreased expression as the timecourse progressed. However, we observed increases in PD-L1 expression as the treatment duration increased. To further elucidate the elraglusib-mediated effects on tumor cell survival we probed for survival factors Bcl-2 and Survivin and noted decreases in protein expression in both cell lines, especially at the later timepoints (48, 72 h). In HCT-116 cells, we also probed for survival factor Mcl-1 and again noted marked decreases in protein expression by the 24-h timepoint (Figure 2B). Although GSK-3 plays a role in the regulation of β-catenin, we did not focus on elraglusib-mediated effects on β-catenin because colon cancers often harbor mutations in β-catenin or adenomatous polyposis coli (APC), thus nullifying any impact GSK-3 inhibition would have on β-catenin expression. HCT116 cells are heterozygous for β-catenin, harboring one wild-type allele and one mutant allele with inactivation of one of the residues phosphorylated by GSK3β that is frequently mutated in tumors [18]. Moreover, HT-29, KM12C, and SW480 cells harbor APC mutations [19] (Supplementary Figure S2C).

We then utilized microarray analysis to gain insights into gene expression changes in CRC cell lines post-GSK-3 inhibition with elraglusib. Several CRC cell lines (HCT-116, HT-29, KM12C) were treated with elraglusib at IC-50 concentrations or DMSO as vehicle control for 24 h, and treated versus untreated samples were compared in triplicate using microarray analysis (Supplementary Figure S3A–F). 

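HCT-116, HT-29 and KM12C are established lines of human colorectal carcinoma cells, and elraglusib is a small molecule that blocks the kinase GSK-3. RNA taken after 24 h with elraglusib or the vehicle DMSO was hybridized to Human Transcriptome Arrays, 1-colour Affymetrix chips that read coding and non-coding transcripts. Each line had 3 arrays of treated and 3 of vehicle-treated cells, 18 arrays in all. The sample labels and the legend of Figure 2 give the dose as 1 µM, while the text names IC-50 concentrations. The deposited values are log2 signals of 67528 probe sets, which the authors made with the Transcriptomic Analysis Console. The version of that software, the normalization and the batch of each array are not given in the sources used here. The values were used as deposited, with no filter on dim probe sets. Treated and vehicle arrays were compared within each line with limma, and p-values were adjusted over all 67528 probe sets by the method of Benjamini and Hochberg. A gene is called, or is said to have risen or fallen, at an adjusted p under 0.05. The paper's thresholds, a fold change beyond 1.5 either way with an unadjusted p under 0.05, are counted beside it.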

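A probe set carries a gene's name here only where the platform's annotation gives it a single symbol, as it does for 23781 probe sets of 22465 genes. Differences are log2 values, elraglusib minus DMSO, with their standard error, and ± is the SD over the 3 arrays of a group. Beyond the genes the paper names, 38 lists of pathway members and cell markers were written, like the tests, before the data were examined. Several of these lists, those of p53 targets, the cell cycle and TGFβ among them, also hold genes that the paper names from these arrays. Their counts are therefore not wholly independent of the paper's choice. Each list was also set against all other genes with camera, a test within limma, at a preset correlation between genes of 0.01. No list in any of the 5 cell lines passed camera when that correlation was estimated from the arrays. The number of arrays limits the precision of every value. Each array was also left out in turn. Such a fit has fewer samples, so a call lost in it need not rest on the array left out. No probe set called in a colorectal line changed sign in these fits. The sample labels call the replicates biological without saying whether they came from separate cultures, and the p-values measure only the spread between these samples.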

Results were calculated using a fold change (FC) cutoff of >1.5, <−1.5, and a minimum *p*-value of <0.05. 

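In HCT-116 cells, the largest rise among the called genes was that of *GDF15*, which encodes a stress-induced cytokine, by 2.92 on the log2 scale (standard error 0.14, limma adjusted p = 0.000489). *ARRDC4*, an arrestin-domain gene, rose by 2.69 (standard error 0.13), and *CYP1A1*, a cytochrome induced through the aryl hydrocarbon receptor, rose by 2.44 (standard error 0.11). *NR4A2*, a nuclear receptor gene, rose by 2.38 (standard error 0.14) and *PLK2*, a kinase gene, by 2.33 (standard error 0.09). *ALDOC*, which encodes an enzyme of glycolysis, fell by 1.50 (standard error 0.19, limma adjusted p = 0.0192). The mitotic genes *CENPE* and *ASPM* fell by 1.38 (standard error 0.24) and 1.37 (standard error 0.15). *SCARA3* fell by 1.30 (standard error 0.21) and *KLF2* by 1.30 (standard error 0.22). The rises of these 5 genes were called whichever array was left out, whereas *ALDOC* and *ASPM* were called in 2 of the 6 such fits, *CENPE* in 1, and *SCARA3* and *KLF2* in 0. With a block for the replicate number, no fall named here was called, and in a fit over all 30 arrays *ALDOC* and *CENPE* were not. Of 10 targets of the aryl hydrocarbon receptor measured, 3 rose, none fell and 7 did not pass, and 6 rose when adjusted over the list alone. Besides *CYP1A1* these were *TIPARP*, at 0.98 (standard error 0.10), and *CYP1B1*, at 1.10 (standard error 0.13), and neither was called with the block or in the fit over all 30 arrays. Without DMSO replicate 3 the list held 1 rise. The list's camera adjusted p was 1.23e-05, and adjusted p = 0.107 with an estimated correlation.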

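The limma test called 779 probe sets in HCT-116 cells, 552 up and 227 down, of which 396 carry a single gene symbol. At the paper's thresholds, 1692 probe sets passed, 1113 up and 579 down. An unadjusted p under 0.05 was found for 8612 probe sets, where chance alone gives 3376. Scaling the arrays to the same distribution (quantile scaling) gave 1441 calls, 730 up and 711 down. Without elraglusib replicate 1, 2 or 3 the number of calls was 146, 148 or 93, and without DMSO replicate 1, 2 or 3 it was 134, 121 or 87. It ranged from 0, in a plain paired test without moderation, to 1618 with a single probe set per gene fitted alone.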

HCT-116 cells had 340 differentially expressed genes post-treatment (Figure 2C). The top differentially expressed genes of interest that were upregulated in HCT-116 cells included many anti-proliferative (*BTG2*, *TP53INP1*, *LYZ*, *GADD45A*, *CDKN1A*, *ATF3*, *SESN1*, *SUSD6*) and proapoptotic (*DRAM1*, *FAS*, *BLOC1S2*, *TNFRSF10B*, *KLLN*, *PLK3*, *MXD1*, *GADD45B*, *TRIM31*, *TP53I3*, *TNFRSF10A*, *BAK1*) genes (Supplementary Table S1). 

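*TP53INP1*, whose protein is induced by p53, rose by 1.98 (standard error 0.12, limma adjusted p = 0.00147), and *CDKN1A*, which encodes the cell cycle inhibitor p21, rose by 1.61 (standard error 0.12, limma adjusted p = 0.00257). *GADD45A* rose by 1.60, *ATF3* by 1.45 and *SESN1* by 1.29, and each of these 5 genes was called whichever array was left out. *SUSD6* rose by 0.83 (standard error 0.10, limma adjusted p = 0.0181) and was called in none of the fits with an array left out. *LYZ*, which encodes lysozyme, had a log2 difference of 2.90 that did not pass (standard error 1.16, limma adjusted p = 0.352), since the SD of its vehicle arrays was 2.68. Of the 7 anti-proliferative genes measured, 6 were called, all 7 passed the paper's thresholds and 7 passed adjusted over the list alone. In the fit over all 30 arrays *LYZ* was called and *TP53INP1*, *GADD45A* and *SESN1* were not, and with the block *SUSD6* was not. *BTG2* was not analysed here.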

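Among the proapoptotic genes, *DRAM1*, a gene of autophagy, rose by 1.63 (standard error 0.19, limma adjusted p = 0.0165). *FAS* and *TNFRSF10B*, which encode death receptors, rose by 1.29 (standard error 0.11) and 1.20 (standard error 0.10), and *BLOC1S2* by 1.38 (standard error 0.12). *PLK3* rose by 1.02, *GADD45B* by 0.93, *TP53I3* by 0.87 and *TNFRSF10A* by 0.72. *KLLN* had a difference of 0.94 (limma adjusted p = 0.0675), *MXD1* of 0.72 (0.073), *TRIM31* of 0.69 (0.204) and *BAK1* of 0.45 (0.181), none of which passed. Thus 8 of the 12 proapoptotic genes were called and 11 passed the paper's thresholds, with 12 past adjusted over the list alone. The study chose both groups on these samples, so the counts are not independent evidence. With an array left out, 3 or 4 of the 12 were called (4 without elraglusib replicate 2, DMSO replicate 1 or DMSO replicate 2), and *MXD1* passed under quantile scaling (limma adjusted p = 0.0394). With the block *DRAM1*, *PLK3*, *GADD45B*, *TP53I3* and *TNFRSF10A* were not called. In the fit over all 30 arrays *KLLN* and *TRIM31* were, and *TNFRSF10B* and *TNFRSF10A* were not. Of 30 proapoptotic genes listed beforehand, 5 rose, none fell and 25 did not pass, against 10 up and 2 down adjusted over the list alone, with a camera adjusted p of 0.00898, and adjusted p = 0.807 with an estimated correlation. Leaving out any 1 array gave 2 rises, and without DMSO replicate 1, 1 fell. Of 17 listed antiapoptotic genes, 1 rose (*TNFAIP3*), none fell and 16 did not pass, with 4 up and 2 down adjusted over the list alone, and with any 1 array left out 0 rose.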

Of note, several of the upregulated genes are known p53 targets (*BTG2, MDM2, TP53INP1, DRAM1, GADD45A, CDKN1A, PMAIP1, ATF3, FAS, SESN1, TNFRSF10D, TNFRSF10B, AEN, PLK3, TP53I3, SUSD*6, *GDF15*) [20]. 

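*MDM2*, which encodes the ubiquitin ligase that limits p53, had a log2 signal of 15.02 ± 0.08 (SD, n = 3) with elraglusib and 12.94 ± 0.10 (SD, n = 3) with DMSO. Its rise was 2.08 (standard error 0.10, limma adjusted p = 0.000475). *TNFRSF10D*, a decoy receptor gene, rose by 1.22 (standard error 0.10, limma adjusted p = 0.00513), *AEN*, a nuclease gene, by 1.00 (standard error 0.10) and *PMAIP1*, a BH3-only gene, by 1.20 (standard error 0.17, limma adjusted p = 0.03). *PMAIP1* was called in none of the fits with an array left out and *AEN* in 4 of 6, and neither was called with the block. All 16 named p53 targets with a probe set of their own rose and passed the paper's thresholds, with a median of 1.29, and 10 to 12 of them were called with an array left out (10 without elraglusib replicate 3 or DMSO replicate 3). The study chose these genes on these samples, so this count, 16 also adjusted over the list alone, is not independent evidence. Of 44 p53 targets listed beforehand, which include genes of the paper's list, 33 rose, none fell and 11 did not pass, with 38 up and 1 down adjusted over the list alone. Outside the paper's list, *PPM1D*, a phosphatase gene that p53 induces, rose by 1.74 (standard error 0.09, limma adjusted p = 0.000739). The list's median was 1.04, its camera adjusted p was 4.28e-43, and adjusted p = 0.107 with an estimated correlation. In the fits that leave out an array, 19 to 24 of the 44 rose (19 without elraglusib replicate 3 or DMSO replicate 3, 21 without elraglusib replicate 1 or DMSO replicate 1).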

Meanwhile, many of the downregulated genes included those that promote cell cycle progression (*CDC25C*, *PRC1*, *ANLN*, *BARD1*, *PDK1*, *DHX32*, *CCNF*, *PRR11*, *TTK*, *FANCD2*, *AURKB*, *UHRF1*), EMT (*ENO2*, *MST1R*) or cellular proliferation (*FASN*, *ARHGEF39*, *FOXC1*, *CDCA3*, *MKI67*). 

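*AURKB*, which encodes a mitotic kinase, fell by 0.99 (standard error 0.09, limma adjusted p = 0.0084), and *UHRF1*, a gene of DNA methylation upkeep, fell by 0.88 (standard error 0.12). *BARD1*, *TTK* and *PRR11* each fell by 0.76, *DHX32* by 0.70, *ANLN* by 0.69 and *CCNF* by 0.63. *CDC25C*, *PRC1* and *PDK1* had differences of −0.51, −0.54 and −0.59 and did not pass (limma adjusted p = 0.0531, 0.0576 and 0.0638), but each did under quantile scaling (0.0234, 0.0242 and 0.0265). Of 11 cell cycle genes measured, 8 were thus called, 9 passed the paper's thresholds and 11 passed adjusted over the list alone. Of the EMT genes, *ENO2*, which encodes an enolase, fell by 0.71 (standard error 0.09), and *MST1R* was at −0.47 (limma adjusted p = 0.0765, and 0.0437 under quantile scaling). Among the proliferation genes, *FASN*, which encodes fatty acid synthase, fell by 0.77, *ARHGEF39* by 0.78 and *CDCA3* by 0.82, while *MKI67* was at −1.21 with a standard error of 0.24 (limma adjusted p = 0.066, and 0.0402 under quantile scaling). The study chose these genes on these samples, so the counts are not independent evidence. Few of the falls were called with an array left out: *AURKB* was called in 4 of 6 such fits, *UHRF1* and *MKI67* in 1, and the other genes in 0. With any 1 array left out, 0 to 2 of the cell cycle, 0 of the EMT and 0 or 1 of the proliferation genes were called. The block left none of the falls, and the fit over all 30 arrays those of *AURKB*, *ANLN* and *CDCA3*, besides a call of *PDK1*. *FANCD2* and *FOXC1* were not analysed here.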

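Of 67 genes of G2/M and mitosis listed beforehand, none rose, 22 fell and 45 did not pass in HCT-116 cells, and 57 fell adjusted over the list alone. *ESPL1*, which encodes separase, fell by 0.85 (standard error 0.08, limma adjusted p = 0.00943). The list's median was −0.54 and its camera adjusted p 4.77e-42, and adjusted p = 0.266 with an estimated correlation. With an array left out, 7 falls were called without elraglusib replicate 1, 5 without elraglusib replicate 2, 2 without DMSO replicate 1 or 2, and 0 without elraglusib replicate 3 or DMSO replicate 3. Of 52 S phase and E2F targets, none rose, 3 fell and 49 did not pass, against 3 up and 22 down adjusted over the list alone. Leaving out any 1 array gave 0 or 1 fall. Their median was −0.23, with a camera adjusted p of 3.81e-13, and adjusted p = 0.443 with an estimated correlation. Of 28 EMT and mesenchymal genes, 2 rose, none fell and 26 did not pass, with 2 up adjusted over the list alone. These were *ACTA2*, a smooth muscle actin gene, at 0.69, and *NRP1*, a co-receptor gene, at 0.56 (limma adjusted p = 0.0283 and 0.0448). *ESPL1*, *ACTA2* and *NRP1* were called neither with the block nor in the fit over all 30 arrays. With any 1 array left out, 0 of the EMT list rose, and the list did not pass camera (adjusted p = 0.306).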

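*PPP1R1C* encodes an inhibitor subunit of a protein phosphatase. Its log2 signal in HCT-116 cells was 7.31 ± 0.06 (SD, n = 3) with elraglusib and 6.67 ± 0.28 (SD, n = 3) with DMSO, a difference of 0.64 (standard error 0.15). On the linear scale this was a 1.56-fold higher signal, past the paper's thresholds. The limma unadjusted p was 0.00277, and the adjusted p of 0.102 did not pass. With an array left out in turn, the fold change lay between 1.40 and 1.69 and the limma adjusted p between 0.0997 and 0.261. A fit over all 30 arrays called it (limma adjusted p = 0.00354).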

Another upregulated (1.78-FC) gene of interest was *PPP1R1C,* and increased expression may increase tumor cell susceptibility to TNF-induced apoptosis [21]. Interestingly, *CMTM4* expression was downregulated (−1.84-FC) post-treatment and is known to protect PD-L1 from being polyubiquitinated and targeted for degradation [22]. Furthermore, *NEK2* was downregulated (−2.21-FC) post-treatment and NEK2 protein inhibition is known to sensitize PD-L1 blockade [23].

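*CMTM4* encodes a membrane protein of the CKLF-like family. Its log2 signal was 9.22 ± 0.14 (SD, n = 3) with elraglusib and 10.05 ± 0.16 (SD, n = 3) with DMSO. It fell by 0.83 (standard error 0.12, limma adjusted p = 0.0305), a signed fold change of −1.77. The gene was called in none of the 6 fits with an array left out, where the limma adjusted p lay between 0.0750 and 0.141, nor with a block for the replicate number (0.148).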

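*NEK2*, which encodes a kinase of centrosome separation, had a log2 signal of 8.60 ± 0.20 (SD, n = 3) with elraglusib and 9.77 ± 0.09 (SD, n = 3) with DMSO. It fell by 1.17 (standard error 0.12, limma adjusted p = 0.0122), a signed fold change of −2.25. With an array left out, the difference lay between −1.28 and −1.08 and the limma adjusted p between 0.0262 and 0.0750, and the gene was called in 2 of the 6 fits. With a block for the replicate number the limma adjusted p was 0.0646.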

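In HT-29 cells, the genes with the largest falls included 5 that encode replication-dependent histones. *H2BC10* (*HIST1H2BI* in Figure 2) fell by 4.70 (standard error 0.42, limma adjusted p = 0.000242), *H2BC14* (*HIST1H2BM*) by 4.41 (standard error 0.35) and *H1-4* (*HIST1H1E*) by 4.24 (standard error 0.25). *H2AC21* fell by 4.05 (standard error 0.22) and *H2BC17* by 3.73 (standard error 0.27). *LYPLA2*, which encodes an enzyme that removes fatty acids from proteins, fell by 3.62 (standard error 0.18, limma adjusted p = 3.46e-05). The largest rises were those of small or non-coding RNA genes: *RNU6-26P* by 3.81 (standard error 0.23), *SNORD11B* by 3.73 (standard error 0.28), *MIR644A* by 3.44 (standard error 0.18), *EHMT1-IT1* by 3.34 (standard error 0.15), *SNORA55* by 2.91 (standard error 0.28) and *LOC100288069* by 2.86 (standard error 0.15). These 12 genes were called whichever array was left out. For small RNA genes, here and in the other lines, recovery in the RNA isolation was not assessed. A change in their signal therefore cannot be told apart from a change in recovery. Of 32 replication-dependent histone genes measured, none rose, 24 fell and 8 did not pass, and 26 fell adjusted over the list alone. Their median was −1.89 and the camera adjusted p 2.69e-23, and adjusted p = 0.272 with an estimated correlation. Of 258 snoRNA and scaRNA genes, 32 rose, 20 fell and 206 did not pass, with 38 up and 29 down adjusted over the list alone. Without DMSO replicate 2, 12 of them fell. Their median was −0.05, their mean 0.02 and the direction of the camera test up (adjusted p = 0.661).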

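The limma test called 5408 probe sets in HT-29 cells, 3120 up and 2288 down, of which 2212 carry a single gene symbol. Past the paper's thresholds were 5654, 3370 up and 2284 down, and 12508 had an unadjusted p under 0.05. The number of calls was 3571 without elraglusib replicate 2 and 3442 without DMSO replicate 1, and with any other array left out it stayed within 1.5 times of 5408. Weights for the arrays gave 8612 calls, a single probe set per gene fitted alone 3116, a plain unpaired test without moderation 1378 and a plain paired one 0.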

In HT-29 cells, we observed 2307 differentially expressed genes post-treatment (Figure 2D). 

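In HT-29 cells, *AEN* rose by 1.27 (standard error 0.18, limma adjusted p = 0.0027). *TNFRSF12A*, a receptor gene of the TNF family, had a difference of 0.78 (standard error 0.37, limma adjusted p = 0.313) and *SFN*, which encodes 14-3-3 sigma, of 0.50 (standard error 0.24, limma adjusted p = 0.341), and neither passed. *SMAD3*, a transducer of TGFβ signals, rose by 0.81 (standard error 0.11, limma adjusted p = 0.00262), *SOCS7* by 0.77, *BCCIP* by 0.74, *CRLF3* by 0.69 and *CDKN1A* by 0.65. Among the promoters of cell cycle progression, *CCNE2*, which encodes cyclin E2, fell by 2.50 (standard error 0.21, limma adjusted p = 0.000196) and *BARD1*, the partner of BRCA1, fell by 2.25 (standard error 0.15, limma adjusted p = 7.76e-05). *CDK1* fell by 1.44, *CCNE1* by 1.40, *CDC25C* by 1.37, *CDK2* by 1.13, *UHRF1* by 0.90, *CDC45* by 0.82 and *DYNC1H1* by 0.76. The repressors of E2F targets *E2F7* and *E2F8* fell by 1.72 (standard error 0.16) and 1.40 (standard error 0.19), *MTA3* by 0.90 and *AGGF1* by 0.88 (limma adjusted p = 0.0357, and 0.0508 under quantile scaling). *TRIB1*, a pseudokinase gene, fell by 3.15 (standard error 0.20, limma adjusted p = 6.02e-05), *BCL6* by 1.77, *PIM1* by 0.95 and *SGK1* by 0.91. Of the proliferation genes, *EAPP* fell by 0.79, *JAK1* by 0.69 and *TNIK* by 0.63, while *CDCA3* at −0.64 and *PDS5B* at −0.44 did not pass (limma adjusted p = 0.0575 and 0.137).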

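Counted by these functions, the genes called in the direction the paper gives were 1 of 3 proapoptotic, 5 of 5 anti-proliferative, 3 of 5 proliferation, 9 of 9 cell cycle, 4 of 4 EMT and 5 of 5 antiapoptotic genes. Adjusted over the list alone, 1, 5, 5, 9, 4 and 5 passed. The study chose these genes on these samples, so the counts are not independent evidence. *CRLF3* and *TNIK* were called in 1 of the 6 fits that leave out an array, *UHRF1* and *AGGF1* in 2, *CDKN1A* in 3 and *CDC45* in 4. *PDS5B* was called without elraglusib replicate 3 (limma adjusted p = 0.0416) and *CDCA3* without DMSO replicate 3 (0.0168). The fit over all 30 arrays called *CDCA3* and not *BCCIP*, *CRLF3*, *CDKN1A*, *JAK1*, *TNIK*, *CDC45* or *UHRF1*, and the block called *TNFRSF12A* and *CDCA3* and not *CRLF3*. The anti-proliferative count was 3 without elraglusib replicate 1 or DMSO replicate 1, and the proliferation count was 2 without any array but elraglusib replicate 3 or DMSO replicate 3. *CCAR1*, *BRAF* and *MCIDAS* were not analysed here. Of 52 S phase and E2F targets listed beforehand, none rose, 34 fell and 18 did not pass, against 1 up and 47 down adjusted over the list alone. *WDR76*, *MCM6* and *UNG*, genes of DNA replication and repair, fell by 1.98, 1.95 and 1.91. The list's median was −0.86, with a camera adjusted p of 2.26e-26, and adjusted p = 0.272 with an estimated correlation. Of 67 genes of G2/M and mitosis, 21 rose, 11 fell and 35 did not pass, against 32 up and 14 down adjusted over the list alone. *UBE2C*, *NUSAP1* and *TOP2A*, which act in mitosis, fell by 2.60, 2.46 and 2.27, although the list's median was 0.38 and its camera test pointed up (adjusted p = 0.00068), and adjusted p = 0.704 with an estimated correlation. That list's rises numbered 14 without elraglusib replicate 2.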

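Of 44 p53 targets, 6 rose, 1 fell and 37 did not pass in HT-29 cells, with 7 up and 2 down adjusted over the list alone and no camera call (adjusted p = 0.384). Without DMSO replicate 1, 2 of them rose, and without elraglusib replicate 3, 4 rose and 3 fell. *CCNG1*, a cyclin gene that fell by 0.67, and *TRIAP1*, which rose by 0.82, were 2 of the 7 and ran opposite ways. Of 28 EMT and mesenchymal genes, 4 rose, none fell and 24 did not pass, with 4 up and 1 down adjusted over the list alone (camera adjusted p = 0.514). *SNAI1*, which encodes the repressor Snail, rose by 1.41 (standard error 0.14, limma adjusted p = 0.000473), and *TGFB2*, *MMP7* and *AXL* rose by 0.94, 0.74 and 0.67 (*MMP7* at 0.0669 under quantile scaling). The count of rises was 2 without elraglusib replicate 1 or 2 or DMSO replicate 3, and 1 fell without DMSO replicate 3. Of 30 proapoptotic genes, 1 rose, 7 fell and 22 did not pass, with 2 up and 8 down adjusted over the list alone (camera adjusted p = 0.12). *APAF1*, the scaffold of the apoptosome, fell by 1.05, *CASP2*, a caspase gene, by 0.85 and *BCL2L11*, which encodes Bim, by 0.62, although another probe set of *BCL2L11*, TC02000696.hg.1, had a difference of 0.54. Without elraglusib replicate 2 or DMSO replicate 1, 4 fell and 0 rose. Of 17 antiapoptotic genes, 2 rose, 4 fell and 11 did not pass, with 3 up and 4 down adjusted over the list alone. Their median was 0.05, their mean −0.11 and the direction of the test down (camera adjusted p = 0.933), and 0 rose without elraglusib replicate 1 or 2 or DMSO replicate 1, and 1 without DMSO replicate 2 or 3.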

We also observed that many of the upregulated genes post-treatment were proapoptotic (*AEN*, *TNFRSF12A*, *CCAR1*, *SFN*) or anti-proliferative (*SOCS7*, *CDKN1A*, *SMAD3*, *BCCIP*, *CRLF3*) and many of the downregulated genes were involved with the promotion of cellular proliferation (*TNIK*, *BRAF*, *EAPP*, *JAK1*, *PDS5B*, *CDCA3*), cell cycle progression (*MCIDAS*, *DYNC1H1*, *CDC45*, *UHRF1*, *CDK2*, *CDC25C*, *CCNE1*, *CDK1, BARD1*, *CCNE2*), EMT (*MTA3*, *AGGF1*, *E2F8*, *E2F7*), or have antiapoptotic functions (*PIM1*, *SGK1*, *BCL6*, *E2F7*, *TRIB1*) (Supplementary Table S2). 

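*NCR3LG1* encodes B7-H6, a surface protein of tumor cells. In HT-29 cells its log2 signal was 8.03 ± 0.23 (SD, n = 3) with elraglusib and 6.77 ± 0.31 (SD, n = 3) with DMSO. It rose by 1.26 (standard error 0.18, limma adjusted p = 0.00336), a 2.39-fold higher signal, and was called whichever array was left out. Of 27 genes for ligands of NK and T cell receptors on tumor cells, 2 rose, 3 fell and 22 did not pass, with 3 up and 4 down adjusted over the list alone. *HLA-E*, a ligand of an inhibitory receptor, fell by 0.74, *LGALS9*, which encodes galectin-9, by 0.70 and *CD58*, an adhesion gene, by 0.47, and the fit over all 30 arrays called neither *LGALS9* nor *CD58*. The other rise was that of *PVR*, which was chosen after its values were seen. The list's median was 0.04, with a camera adjusted p of 0.875. Apart from *NCR3LG1*, its calls varied with the array left out. There was 1 fall without elraglusib replicate 1 or 2 or DMSO replicate 1 or 2, and 2 without elraglusib replicate 3. There was 1 rise without elraglusib replicate 1 or 2 or DMSO replicate 2 or 3.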

Interestingly, *NCR3LG1* (B7-H6) was upregulated (1.78-FC) post-treatment and is known to trigger NCR3-dependent NK cell activation and cytotoxicity [24].

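In KM12C cells, *LGR5*, a stem cell receptor gene of the WNT pathway, fell by 2.69 (standard error 0.17, limma adjusted p = 0.00182), and *SOX9*, a transcription factor gene of the same pathway, fell by 2.49 (standard error 0.18). The histone gene *H2BC10* fell by 2.66 (standard error 0.22), and *H2BC14* fell by 2.62 (standard error 0.25). *SLC38A2*, an amino acid transporter gene, fell by 2.50 (standard error 0.12, limma adjusted p = 0.000927), and *SNORA80E* by 2.37 (standard error 0.43, limma adjusted p = 0.041). The largest rises were those of *SNORD41*, by 2.75 (standard error 0.31, limma adjusted p = 0.00696), *MIR4521*, by 2.17 (standard error 0.25), *SCARNA7*, by 1.94 (standard error 0.36), *EBLN2*, by 1.94 (standard error 0.15), *MIR4441*, by 1.68 (standard error 0.21), and *SCARNA17*, by 1.61 (standard error 0.16). *SCARNA7* was called in 1 of the 6 fits that leave out an array, *SNORA80E* in 3 and *MIR4441* in 5, and the other 9 genes in all 6. Quantile scaling left *SCARNA7* and *SNORA80E* without a call. Of 32 replication-dependent histone genes, none rose, 19 fell and 13 did not pass, and 25 fell adjusted over the list alone. Their median was −1.0 and the camera adjusted p 1.82e-22, and adjusted p = 0.364 with an estimated correlation. Without elraglusib replicate 1 or 3 or DMSO replicate 1, 12 of them fell, and without DMSO replicate 3, 22 did. Of 258 snoRNA and scaRNA genes, 9 rose, 7 fell and 242 did not pass, with 25 up and 14 down adjusted over the list alone (camera adjusted p = 0.291). With any 1 array left out, 4 to 30 of them rose (30 without DMSO replicate 3) and 1 to 8 fell.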

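The limma test called 1011 probe sets in KM12C cells, 407 up and 604 down, of which 425 carry a single gene symbol, and 11808 had an unadjusted p under 0.05. Past the paper's thresholds were 3773, 1902 up and 1871 down. The count rests on a vehicle array: without DMSO replicate 3, 7265 probe sets were called, the 1011 among them, and 6749 passed the paper's thresholds. Without elraglusib replicate 1, 2 or 3 the number of calls was 358, 360 or 331, and without DMSO replicate 1 or 2 it was 195 or 385. It ranged from 0, in a plain paired test without moderation, to 8538 with weights for the arrays. The median change over all probe sets was 0.11 as deposited, and quantile scaling moved it by −0.105. A difference given here for KM12C cells with all arrays thus lies about that much above its value relative to the array as a whole. The median signals were 4.48, 4.41 and 4.5 on the treated arrays and 4.23, 4.26 and 4.47 on DMSO replicates 1, 2 and 3. Without DMSO replicate 3 only the dimmer vehicle arrays remain, so differences in that fit lie further above.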

Finally, KM12C cells had 1032 differentially expressed genes post-treatment (Figure 2E). 

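In KM12C cells, *TNFRSF12A*, a TNF receptor family gene, rose by 0.67 (standard error 0.11, limma adjusted p = 0.0319), and *BIK*, a BH3-only gene, had a difference of 0.22 (limma adjusted p = 0.55). Of the EMT genes, *E2F8* fell by 1.57 (standard error 0.19, limma adjusted p = 0.0102). *NRP1* was at −1.09, *MET*, a receptor kinase gene, at −0.69, *CXCL1* at −0.67, *IRF2BP2* at −0.61 and *AGGF1* at −0.53. None of these 5 passed, with limma adjusted p = 0.0741, 0.0562, 0.0973, 0.0624 and 0.132. Each did without DMSO replicate 3, at 0.01, 0.0135, 0.0202, 0.0175 and 0.0209. *MET* and *IRF2BP2* also passed under quantile scaling. *GDF15* was at −1.01 (0.073, and 0.0717 without that array). A fit over all 30 arrays called *CXCL1*, *MET*, *NRP1*, *GDF15* and *LTBP1* and not *TNFRSF12A*, and a block for the replicate number called *NRP1* and *MKI67* and not *CCNE1*. Among the cell cycle genes, *CCNE2* fell by 1.53 (standard error 0.15, limma adjusted p = 0.00446), *BARD1* by 1.43, *CDK1* by 0.95 and *CCNE1* by 0.63. *CDC25C* at −0.59, *CDCA2* at −0.44, *CCND2* at −0.21 and *IGFBP2* at 0.04 did not pass, and without DMSO replicate 3 *CDC25C* and *CDCA2* did (0.0477 and 0.0223). *MKI67*, a proliferation marker, was at −1.01 with a standard error of 0.37 (limma adjusted p = 0.218). Of the TGFβ genes, the receptor genes *TGFBR3* and *TGFBR2* fell by 1.70 (standard error 0.19) and 0.92 (standard error 0.14) and *CD109* by 1.09 (standard error 0.17), while *LTBP1* at −0.89 passed only without DMSO replicate 3 (limma adjusted p = 0.0731 and 0.0142).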

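Counted by function, the genes called in the direction the paper gives were 1 of 2 proapoptotic, 1 of 7 EMT, 4 of 8 cell cycle and 3 of 4 TGFβ genes in KM12C cells. Adjusted over the list alone, 1, 7, 6 and 4 passed. The study chose these genes on these samples, so the counts are not independent evidence. Without DMSO replicate 3 the counts were 1, 6, 6 and 4, and without any other array they were 0 proapoptotic, 0 or 1 EMT (0 without DMSO replicate 1), 1 or 2 cell cycle (1 without DMSO replicate 1) and 1 TGFβ gene. *BRAF* was not analysed here. Of 67 genes of G2/M and mitosis, 4 rose, 6 fell and 57 did not pass, with 14 up and 13 down adjusted over the list alone. *TOP2A*, *UBE2C*, *NUSAP1* and *BUB3*, which act in mitosis, fell by 1.73, 1.67, 1.59 and 1.26. The list's median was −0.11, and its camera adjusted p was 0.134, or 0.0127 without DMSO replicate 3, and adjusted p = 0.64 in that fit with an estimated correlation. With any 1 array left out, 0 to 7 of these rose and 4 to 14 fell, the most without DMSO replicate 3. Of 52 S phase and E2F targets, none rose, 6 fell and 46 did not pass, with 2 up and 18 down adjusted over the list alone, and 17 fell without DMSO replicate 3, 3 without elraglusib replicate 1 or 3 and 1 without DMSO replicate 1. *WDR76* fell by 0.89. The median was −0.17, with a camera adjusted p of 1.50e-06, and adjusted p = 0.771 with an estimated correlation. Of 44 p53 targets, 1 rose (*TRIAP1*, by 0.80), 1 fell (*ABCA12*, by 1.15) and 42 did not pass, with 3 up and 15 down adjusted over the list alone. Without DMSO replicate 3, 2 rose and 14 fell, and without any other array 0 did either. The median was −0.16, with a camera adjusted p of 0.000197, and adjusted p = 0.771 with an estimated correlation.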

We observed an upregulation of proapoptotic genes (*TNFRSF12A*, *BIK*) while we observed a downregulation of genes involved in the promotion of EMT (*CXCL1*, *AGGF1*, *IRF2BP2*, *MET*, *NRP1*, *GDF15*, *E2F8*), the promotion of cell cycle progression (*CDCA2*, *IGFBP2*, *CDC25C*, *CCNE1*, *CCND2*, *CDK1*, *CCNE2*, *BARD1*), cellular proliferation (*MKI67*, *BRAF*), and the regulation of TGFβ signaling (*TGFBR2*, *LTBP1*, *TGFBR3*, *CD109*) in KM12C cells post-treatment as compared to control (Supplementary Table S3). Of note, we noticed an upregulation (1.53-FC) of *GZMA* (granzyme A) expression post-treatment, which is known to cleave gasdermin B to induce pyroptosis [25].

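The log2 signal of *GZMA* in KM12C cells was 4.56 ± 0.40 (SD, n = 3) with elraglusib and 3.79 ± 0.36 (SD, n = 3) with DMSO, a difference of 0.77 (standard error 0.24). Both means lie near the medians of the line's arrays, 4.23 to 4.50, so the probe set was not shown to be above background and its fold change is uncertain. The difference, nominally 1.71-fold, passed the paper's thresholds with a limma unadjusted p of 0.0113, and the adjusted p of 0.153 did not pass. The adjusted p was 0.0542 without DMSO replicate 3 and 0.0359 with a block for the replicate number, and the difference lay between 0.58 and 0.98 with an array left out in turn. *GZMB*, which encodes another granzyme, had a difference of 0.56 (standard error 0.21, limma adjusted p = 0.218, and 0.0229 without DMSO replicate 3). Of 17 genes of gasdermins and pyroptosis, which include both granzymes, none passed, also adjusted over the list alone, with a median of 0.18 and a camera adjusted p of 0.064. When DMSO replicate 3 was left out, 2 of the 17 rose, with a median of 0.26 and a camera adjusted p of 0.0292, and adjusted p = 0.56 with an estimated correlation. Of 20 cytotoxic effector genes, none rose, 1 fell and the rest did not pass, with 1 down adjusted over the list alone. The fall was that of *TNFSF10*, which encodes TRAIL, by 0.93 (standard error 0.13, limma adjusted p = 0.0146, and 0.464 in a fit over all 30 arrays). The list's median was 0.23 with a camera adjusted p of 0.0512, and without DMSO replicate 3, 3 of the 20 rose, 1 fell, the median was 0.34 and the camera adjusted p was 0.0113, and adjusted p = 0.56 with an estimated correlation. In the same fit lists of markers of B, T, NK, myeloid, and fibroblast and endothelial cells also passed camera upward, with medians of 0.28, 0.26, 0.20, 0.27 and 0.23, and adjusted p = 0.56 or more with an estimated correlation. That fit sets the treated arrays against the dimmer vehicle arrays only, so its differences carry the larger upward offset. Without elraglusib replicate 2 or 3 or DMSO replicate 1 or 2, 0 of the cytotoxic effector genes fell.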

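Among genes of the TGFβ pathway, *THBS1*, which encodes an activator of latent TGFβ, rose by 1.45 in HCT-116 cells (standard error 0.11, limma adjusted p = 0.00368), and the TGFβ target *CCN2* rose by 1.19. In HT-29 cells, *TGFBR3* fell by 2.18, *JUNB* by 1.87 and *PMEPA1*, a feedback inhibitor, by 1.21. In KM12C cells, *CCN2* fell by 1.54 (standard error 0.21, limma adjusted p = 0.0151) and *ITGAV*, an integrin gene, by 1.03. A fit over all 30 arrays called neither *THBS1* in HCT-116 nor *ITGAV* in KM12C cells, and a block for the replicate number did not call *CCN2* in HCT-116 cells. Of 42 TGFβ pathway genes listed beforehand, 3 rose, 1 fell and 38 did not pass in HCT-116 cells, 3 rose, 10 fell and 29 did not pass in HT-29 cells, and none rose, 5 fell and 37 did not pass in KM12C cells. Adjusted over the list alone, 7 rose and 2 fell, 5 rose and 15 fell, and 0 rose and 11 fell. The camera adjusted p was 0.611 in HCT-116 cells, 0.0284 in HT-29 cells, with adjusted p = 0.704 with an estimated correlation, and 1.16e-07 in KM12C cells, with adjusted p = 0.668 with an estimated correlation. In KM12C cells 12 fell without DMSO replicate 3, and with any other of its arrays left out 1 or 2 fell (2 without elraglusib replicate 2). In HCT-116 cells, 1 or 2 rose with any 1 array left out (2 without elraglusib replicate 1 or 3) and 0 fell. The pathway sets behind Figure 2F are not used here, and genes that act against a pathway are listed with those that act in it.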

Several relevant signaling pathways had differentially expressed genes post-elraglusib in all three cell lines including the VEGFA-VEGFR2, TGFβ, IL-18, CCL18, EGF/EGFR, miR-targeted genes in lymphocytes, apoptosis, and cell cycle signaling pathways (Figure 2F). 

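*VEGFA*, the main ligand of the pathway, fell by 1.11 in KM12C cells (standard error 0.14, limma adjusted p = 0.0104) and by 0.82 in HT-29 cells (standard error 0.12, limma adjusted p = 0.00328). In HCT-116 cells its difference was −0.25 (limma adjusted p = 0.29). *EDN1*, which encodes an endothelin, fell by 1.06 in HT-29 cells, where *PRKCA* and *PXN*, genes of signaling from the receptor, rose by 0.94 and 0.74. *EPHA2*, a receptor kinase gene, rose by 1.23 in HCT-116 cells (standard error 0.10, limma adjusted p = 0.005). Of 42 genes of VEGF signaling and angiogenesis, listed without knowledge of the set behind Figure 2F, 3 rose, none fell and 39 did not pass in HCT-116 cells. In HT-29 cells 3 rose, 4 fell and 35 did not pass, and in KM12C cells none rose, 1 fell and 41 did not pass, or 5 fell without DMSO replicate 3 and 0 without DMSO replicate 1. When adjusted over the list alone, 4 rose and 3 fell, 3 rose and 4 fell, and 0 rose and 3 fell. The list did not pass camera in any of the lines (adjusted p = 0.857, 0.695 and 0.414). Its median in HCT-116 cells was 0.00, with a mean of 0.03 and a test that pointed down, and in KM12C cells the median was 0.07, with a mean of −0.06 and a test that pointed down.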

The most significant commonly downregulated signaling pathway was VEGFA-VEGFR2, which had 29 downregulated genes in HCT-116 cells, 37 downregulated genes in HT-29 cells, and 48 downregulated genes in KM12C cells. 

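Over the colorectal lines, 8805 probe sets passed the paper's thresholds in at least 1 line. Counting a single probe set per gene symbol, 3105 genes did so. At a limma adjusted p under 0.05 the union held 6302 probe sets, or 2629 genes.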

A Venn diagram was used to compare the 3124 genes that were differentially expressed post-treatment with elraglusib as compared to control in the three colon cancer cell lines (HCT-116, HT-29, KM12C) (Figure 2G). HCT-116 cells had 241 (7.7%), HT-29 cells had 1805 (57.8%) and KM12C cells had 549 (17.6%) differentially expressed genes post-treatment as compared to control. 

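At the paper's thresholds, 961 probe sets passed in HCT-116, 3782 in HT-29 and 1961 in KM12C cells and in no other colorectal line. Counting a single probe set per gene these were 337, 1368 and 691 genes, and at a limma adjusted p under 0.05 they were 500, 4601 and 360 probe sets, or 255, 1847 and 149 genes. Passing in a line and not in another does not test whether the changes differ, so the changes themselves were compared in a fit over all 30 arrays. The change differed at a limma adjusted p under 0.05 for 2713 probe sets between HT-29 and HCT-116, 505 between KM12C and HCT-116 and 1254 between HT-29 and KM12C cells. Without KM12C DMSO replicate 3, a choice made after the data were seen, as was leaving out the other arrays in this comparison, the last pair of counts became 1164 and 2460. The counts were 4189, 1286 and 2564 without the array labelled TALL-104 DMSO replicate 2, which has the expression of NK-92 cells and adds to the spread in this fit. The count for KM12C against HCT-116 cells was 286 to 323 without HCT-116 elraglusib replicate 3 or DMSO replicate 1 or 3 or KM12C elraglusib replicate 1 or DMSO replicate 1, and that for HT-29 against KM12C cells was 750 without HT-29 DMSO replicate 1 and 699 without KM12C DMSO replicate 2. Of the 44 p53 targets, 17 had a lower change in HT-29 than in HCT-116 cells and 17 a lower change in KM12C than in HCT-116 cells, or 31 and 32 without that TALL-104 array. Of the 32 replication-dependent histone genes, 23 were lower in their change in HT-29 than in HCT-116 cells, 12 in KM12C than in HCT-116 and 12 in HT-29 than in KM12C cells. Without the TALL-104 array these were 25, 19 and 12, and the last was 6 without HT-29 elraglusib replicate 2 or DMSO replicate 1 or KM12C DMSO replicate 2. Of the S phase and E2F targets, 9 were lower in HT-29 than in HCT-116 cells and 8 in HT-29 than in KM12C cells, or 22 and 26 without the TALL-104 array. The count of 8 was 2 to 5 without any HT-29 or KM12C array but DMSO replicate 3 of either line, or without NK-92 DMSO replicate 3.

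**Figure D1:**
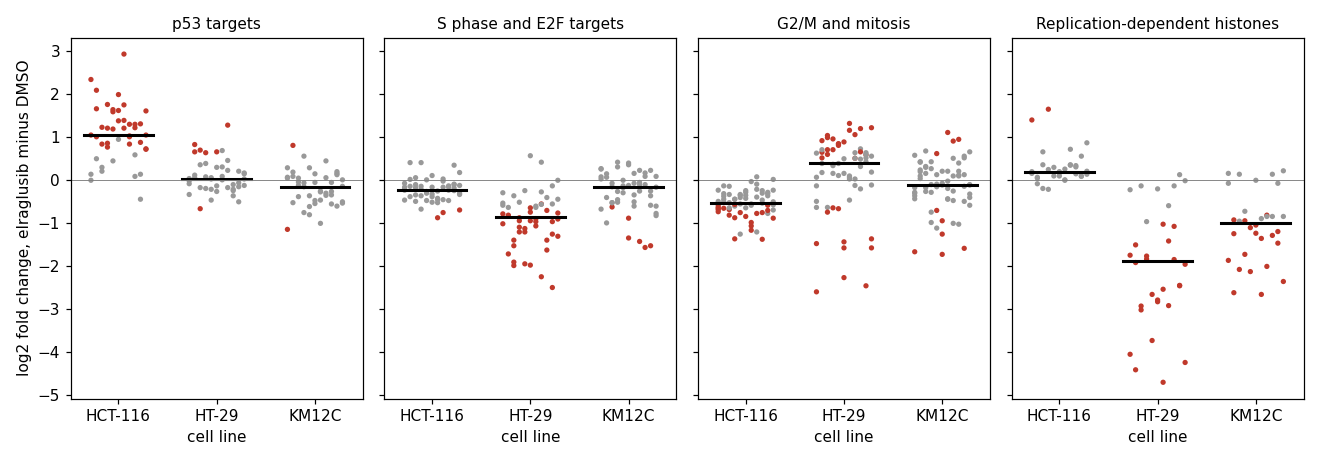
Log2 fold change, elraglusib minus DMSO, of each measured member of 4 gene lists in the 3 colorectal lines. Each point is a gene, red where its limma adjusted p was under 0.05, and the bar is the list's median, at 1.04 for p53 targets in HCT-116 cells and −1.89 for histones in HT-29 cells.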

HCT-116 and HT-29 cells shared 46 differentially expressed genes (1.5%), HCT-116 and KM12C shared 27 (0.86%), KM12C and HT-29 shared 430 (13.8%), and all three cell lines shared 26 (0.83%). 

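HCT-116 and HT-29 cells shared 502 probe sets past the paper's thresholds, 187 up in both, 138 down in both and 177 in opposite directions. Independent lists would share 55.5 up and 19.6 down (two-tailed Fisher's exact test, p = 1.71e-48 and 5.84e-75). That test takes the probe sets as independent, although several can share a gene. Dim probe sets held few of the calls at an adjusted p under 0.05, so the numbers for independent lists are likely too low. These p-values overstate the evidence. HCT-116 and KM12C cells shared 442, 177 up against 31.3 for independent lists, 167 down against 16 and 98 in opposite directions. HT-29 and KM12C cells shared 1583, 817 up against 94.9, 722 down against 63.3 and 44 in opposite directions. All colorectal lines shared 213, with 77 up and 81 down in each, where independent lists would share 7.9. At a limma adjusted p under 0.05 the pairs shared 245, 89 and 617 probe sets and all lines 55. Counting a single probe set per gene at the paper's thresholds, the pairs shared 180, 136 and 533 genes and all lines 70.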

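At a limma adjusted p under 0.05, 26 named genes were shared by the colorectal lines, and those given here were chosen after their values were seen. *TRIAP1*, a p53-induced inhibitor of apoptosis, rose by 1.65 in HCT-116, 0.82 in HT-29 and 0.80 in KM12C cells. The other shared rises were those of *MIR4521* and *PNO1*, the latter by 0.62, 1.12 and 0.60. *PSAT1*, an enzyme gene of serine synthesis, fell by 0.62 in HCT-116, by 2.07 in HT-29 and by 2.21 in KM12C cells. *MYB*, a transcription factor gene, fell by 0.76, 1.27 and 1.38, and *BRIP1*, a helicase gene of DNA repair, by 0.92, 1.22 and 1.05. In all, 18 of the 26 fell in every line. The remaining 5 went in opposite directions, among them *H2AC6*, a histone gene, at 1.64, −1.77 and −0.95, and *SLC30A1*, a zinc transporter gene, at 0.93, −1.39 and −1.63.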

All three cell lines showed a post-treatment differential expression of NF-κB regulators with increased expression of many negative regulators of NF-κB (*NFKBIA*, *TNFAIP3*, *TRAIP, IL32*) and decreased expression of several positive regulators of NF-κB (*IRAK1BP1*, *FADD*, *IL17RA*, *MYD88*, *ERBB2IP*, *IL17RB*, *TNFSF15*, *NFKBIZ*, *NFKBIA*, *MAP3K1*, *TRAF5*, *TRAF6*, *TAB3*, *TNFRSF11A*, *MTDH*, *TLR3*) (Supplementary Tables S1–S3).

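*NFKBIA*, which encodes the inhibitor IκBα, rose by 0.76 in HCT-116 cells (standard error 0.09, limma adjusted p = 0.019), and fell by 2.57 in HT-29 cells (standard error 0.25, limma adjusted p = 0.000417) and by 1.55 in KM12C cells (standard error 0.12, limma adjusted p = 0.00246). *TNFAIP3*, which encodes the deubiquitinase A20, rose by 0.66 in HCT-116 and 0.53 in HT-29 cells, and its difference in KM12C cells was 0.10. *TRAIP* rose by 0.79 in HT-29 cells and did not pass in HCT-116 (−0.25) or KM12C cells (0.43). *IL32* did not pass in HCT-116 (0.10), HT-29 (0.03) or KM12C cells (0.55). Among the positive regulators, the kinase gene *MAP3K1* fell by 2.61 in HT-29 and 0.80 in KM12C cells, and *TNFRSF11A*, the receptor gene RANK, by 1.15 and 1.07. *TLR3*, a receptor gene for double-stranded RNA, rose by 0.89 in HCT-116 cells (limma adjusted p = 0.0212) and fell by 0.67 in HT-29 and 1.08 in KM12C cells. The paper names *NFKBIA* in both groups. A fit over all 30 arrays called *NFKBIA* in HT-29 cells and not in the other 2 lines, and *TLR3* and *TNFAIP3* in none, and a block for the replicate number left no call of these in HCT-116 cells or of *MAP3K1* in KM12C cells. Of the 4 negative regulators, 2 rose and none fell in HCT-116 cells, 2 rose and 1 fell in HT-29 cells, and none rose and 1 fell in KM12C cells. Of the 16 positive regulators, 2 rose and none fell in HCT-116 cells, none rose and 9 fell in HT-29 cells, and none rose and 4 fell in KM12C cells. Adjusted over the list alone, the negative regulators had 2 up and 0 down, 2 up and 1 down, and 2 up and 1 down, and the positive ones 3 up and 3 down, 0 up and 11 down, and 1 up and 11 down. The study chose these genes on these samples, so the counts are not independent evidence. In HCT-116 cells none of the calls held with an array left out, in HT-29 cells 5 to 9 of the positive regulators fell (6 without elraglusib replicate 2, 5 without DMSO replicate 1 or 2) and 1 negative regulator rose without elraglusib replicate 1 or 2 or DMSO replicate 1, and in KM12C cells 9 fell without DMSO replicate 3 and 1 or 2 without any other array (2 without elraglusib replicate 1 or DMSO replicate 2), and the negative regulator *IL32* rose without DMSO replicate 3.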

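Of 36 NF-κB target genes listed beforehand, 6 rose, none fell and 30 did not pass in HCT-116 cells, with 7 up adjusted over the list alone. *CCL20*, a chemokine gene, rose there by 1.70 (standard error 0.16, limma adjusted p = 0.00744) and *CXCL8*, which encodes interleukin-8, by 0.95 (standard error 0.13). With an array left out, 0 to 2 of the 36 rose (2 without elraglusib replicate 2, 0 without DMSO replicate 2, 1 without any other). The camera adjusted p was 1.19e-06, and adjusted p = 0.107 with an estimated correlation. In HT-29 cells 1 rose, 3 fell and 32 did not pass, with 0 up without elraglusib replicate 1 or 2 or DMSO replicate 1. In KM12C cells none rose, 1 fell and 35 did not pass, or 1 rose and 6 fell without DMSO replicate 3. Adjusted over the list alone 2 rose and 4 fell, and 0 rose and 5 fell, with no camera call (adjusted p = 0.514 and 0.655). From the genes of its Supplementary Tables S1–S3, the paper states that NF-κB regulators changed expression in all of the colorectal lines, with higher expression of negative and lower expression of positive regulators.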

We previously found that elraglusib treatment of human CRC cell lines (HCT-116, HT-29, KM12C) with varied mutational profiles modified cytokine, chemokine, and growth factor secretion into cell culture media [26]. Here, we treated tumor cells (HCT-116, HT-29) with 1 μM or 5 μM elraglusib for 48 h and subsequently analyzed the cell culture supernatant using Luminex 200 technology (Figure 2H,I). Several cytokines, chemokines, and growth factors associated with angiogenesis and/or EMT were downregulated in both cell lines (HCT-116, HT-29) at both concentrations of elraglusib. Notably, GDF-15, GM-CSF, and VEGF all had decreased secretion post-treatment in both cell lines and at both concentrations of elraglusib. Likewise, several cytokines, chemokines, and growth factors associated with immunosuppression were also downregulated post-treatment, including CCL5/RANTES, DcR3, Fas, and soluble PD-L1 (sPD-L1).

### 2.4. Elraglusib Enhances Immune Cell Effector Function

We next analyzed immune cell lines (TALL-104, NK-92) using western blot analysis. Interestingly, when we probed for the same proteins in the cytotoxic immune cell lysates, we observed many opposing trends to those observed in the tumor cells. In TALL-104 cells, we did not notice significant changes in NF-κB or survival protein Bcl-2 as treatment duration increased (Figure 3A). Because of the differential impact of elraglusib on tumor and immune cells that we observed via western blot, we next sought to compare the levels of another survival protein Mcl-1 in NK-92 natural killer cells and we did not observe a significant decrease in Mcl-1 protein expression through the 72-h endpoint (Figure 3B). Surprisingly, we noted increases in survival protein Survivin and NF-κB-inducing kinase (NIK), a protein commonly associated with activation of the non-canonical NF-κB signaling pathway, which led us to create a working model of NIK-mediated immune cell recruitment (Figure 3C).

Next, microarray analysis was used to obtain insights into gene expression changes in immune cell lines post-GSK-3 inhibition with elraglusib. Immune cell lines (TALL-104, NK-92) were treated with elraglusib at IC-50 concentrations or DMSO as vehicle control for 24 h, and treated versus untreated samples were compared in triplicate using microarray analysis (Supplementary Figure S4A–F). 

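NK-92 is a human natural killer cell line and TALL-104 a human leukemic T cell line with cytotoxic activity. The arrays, processing, tests and thresholds were those of the colorectal lines, with 3 arrays of cells treated with elraglusib for 24 h and 3 of vehicle-treated cells per line, 12 in all. The labels and the legend of Figure 3 give 1 µM, and the text names IC-50 concentrations. Across 17407 probe sets with a mean log2 signal over 6, the array labelled TALL-104 DMSO replicate 2 correlated at 0.988 to 0.993 with the NK-92 arrays and at 0.859 to 0.871 with the other TALL-104 arrays, which correlated with each other at 0.983 or more. These correlations are across genes, which are not independent replicates. *CD3D*, a gene of the T cell receptor complex, had a log2 signal of 3.70 on this array, 14.20 ± 0.17 (SD, n = 5) on the other TALL-104 arrays and 3.78 ± 0.18 (SD, n = 6) on the NK-92 arrays. *KLRC1*, which encodes an NK cell receptor, had 11.76 on this array and means of 6.00 and 12.26 on those 2 sets of arrays. At all 448 probe sets that part the lines by over 4 log2 units, this array lay nearer the NK-92 mean. The array was kept under its label in the main values, and most TALL-104 values are also given without it.

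**Figure D2:**
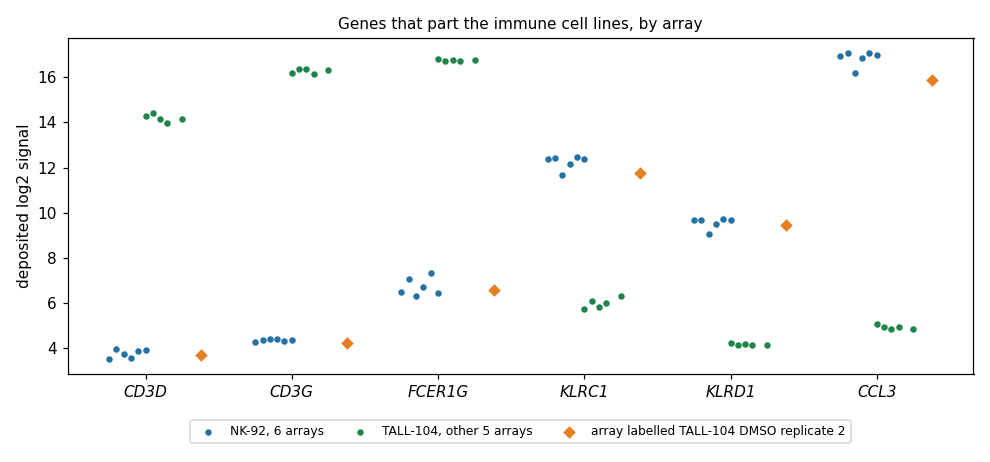
Deposited log2 signal of 6 genes that part the immune cell lines, chosen after the values were seen. Each point is an array, and the array labelled TALL-104 DMSO replicate 2 lies with the NK-92 arrays at every gene, as at *CCL3* with 15.86.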

Results were calculated using a fold-change (FC) cutoff of >1.5, <−1.5, and a minimum *p*-value of <0.05. NK-92 cells had 61 differentially expressed genes post-treatment (Figure 3D). 

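No probe set was called in NK-92 cells by limma after adjustment over 67528 probe sets, where 2934 had an unadjusted p under 0.05 and chance alone gives 3376. A plain unpaired test without moderation and a limma fit over all 30 arrays each called 1, and a plain paired test called 0. At the paper's thresholds, 541 probe sets passed, 449 up and 92 down, and 1037 passed without elraglusib replicate 3. With weights for the arrays 816 passed, in the plain unpaired test 307, in the plain paired test 234 and with a single probe set per gene fitted alone 111. The 6 largest separated rises past the thresholds included those of *RNA5SP243* at 1.60 (standard error 0.30), *SNORD41* at 1.55 (standard error 0.26) and *LINC00273*, a non-coding RNA gene, at 1.38 (standard error 0.41). Another of the 6 was *SNORD117* at 1.12 (standard error 0.12), with an unadjusted limma p of 1.93e-05 and an adjusted p of 0.163. *RGS4*, a regulator of G protein signals, was at −0.77 (standard error 0.31). Of 258 snoRNA and scaRNA genes none passed, while 17 passed up adjusted over the list alone. Their median was 0.13, with a camera adjusted p of 1.18e-10, and adjusted p = 0.873 with an estimated correlation. Genes of G2/M and mitosis had a median of 0.05 (camera adjusted p = 0.000332, upward, and adjusted p = 0.873 with an estimated correlation). Replication-dependent histones had a median of −0.17 (camera adjusted p = 0.0158, downward, and adjusted p = 0.873 with an estimated correlation), and without elraglusib replicate 3 their mean was 0.05.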

We observed an increase in genes that promote immune cell proliferation (*TNFSF14*, *RAB38*) and control immune cell adhesion and migration (*WNK1*) post-elraglusib treatment (Supplementary Table S4). 

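*TNFSF14*, which encodes the T cell costimulator LIGHT, had a log2 signal of 10.13 ± 0.69 (SD, n = 3) with elraglusib and 9.99 ± 0.17 (SD, n = 3) with DMSO. Its difference of 0.14 (standard error 0.31) turned to values between −0.12 and 0.53 with an array left out in turn. *RAB38*, a small GTPase gene, had 5.15 ± 0.29 and 4.47 ± 0.11, a difference of 0.68 (standard error 0.16) that passed the paper's thresholds, with a vehicle signal among the arrays' medians of 4.44 to 4.56. *WNK1*, a kinase gene, had 11.08 ± 0.19 and 10.72 ± 0.09, a difference of 0.35 (standard error 0.13) or 1.28-fold, short of the fold threshold. The unadjusted limma p was 0.672 for *TNFSF14*, 0.00289 for *RAB38* and 0.0247 for *WNK1*, and none of them passed after adjustment (0.811 for *RAB38*). Of lists written beforehand, 23 genes of lymphocyte activation, 25 of granule exocytosis, 20 cytotoxic effectors and 27 chemokines and their receptors held no call in NK-92 cells, also adjusted over the list alone. Their medians were −0.10, −0.03, −0.02 and 0.02 and their camera adjusted p 0.169, 0.628, 0.628 and 0.694. The camera test for granule exocytosis pointed up against its median.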

We also noted decreases in proapoptotic genes (*MIR186*, *S100A12*) and genes involved in the activation of latent TGFβ to suppress immune cell function (*ITGB8*). 

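*MIR186*, a microRNA gene, had a log2 signal of 5.00 ± 0.18 (SD, n = 3) with elraglusib and 5.70 ± 0.04 (SD, n = 3) with DMSO, a difference of −0.70 (standard error 0.12) past the paper's thresholds. *S100A12*, which encodes a calcium-binding protein, had 10.52 ± 0.80 and 11.26 ± 0.19, a difference of −0.74 (standard error 0.35) that did not reach an unadjusted p under 0.05. *ITGB8*, which encodes an integrin subunit, had 4.53 ± 0.12 and 4.64 ± 0.21, a difference of −0.11 (standard error 0.14). The unadjusted limma p was 0.000436 for *MIR186*, 0.0705 for *S100A12* and 0.454 for *ITGB8*, and none of them passed after adjustment (0.585 for *MIR186*). Lists of 30 proapoptotic and 42 TGFβ pathway genes held no call in NK-92 cells, also adjusted over the list alone, with medians of −0.04 and 0.00 and camera adjusted p of 0.354 and 0.463.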

TALL-104 cells had 64 differentially expressed genes post-treatment (Figure 3E). 

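Limma called no probe set in TALL-104 cells after adjustment, with or without the array labelled DMSO replicate 2, and 3280 had an unadjusted p under 0.05. Plain unpaired and paired tests without moderation called 0, and a fit over all 30 arrays called 4. At the paper's thresholds, 965 probe sets passed, 692 up and 273 down. Without the array labelled DMSO replicate 2, 810 passed, and without DMSO replicate 3, 2314. The fit over all 30 arrays passed 3750, the plain unpaired test 458, the plain paired test 289 and a single probe set per gene fitted alone 144. Past the thresholds, *MIR4679-2*, a microRNA gene, was at 1.01 (standard error 0.14), and at 1.06 without the array labelled DMSO replicate 2. Its mean signals, 4.38 with elraglusib and 3.37 with DMSO, lie under the arrays' medians of 4.42 to 4.60, so it was not shown to be above background. *IKZF3*, a lymphoid transcription factor gene, was at −1.50 (standard error 0.61), and at −0.79 without it. *DDX21*, a helicase gene of ribosome assembly, was at −1.24 (standard error 0.50), and at −0.65 without it. The 52 S phase and E2F targets held no call and had a median of −0.71 with all arrays (camera adjusted p = 1.16e-12, and adjusted p = 0.657 with an estimated correlation), and −0.13 without that array (0.00118, and adjusted p = 0.66 with an estimated correlation). The median of 67 genes of G2/M and mitosis was −0.54 (camera adjusted p = 3.35e-10, and adjusted p = 0.697 with an estimated correlation), and 0.02 without it (0.922). The median of 44 p53 targets was 0.37 (camera adjusted p = 0.00483, and adjusted p = 0.706 with an estimated correlation), and 0.04 without it (0.92).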

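In TALL-104 cells, *RNY5*, a Y RNA gene, had a log2 signal of 6.30 ± 0.79 (SD, n = 3) with elraglusib and 5.21 ± 0.43 (SD, n = 3) with DMSO, a difference of 1.08 (standard error 0.43) past the paper's thresholds. *RNY4*, another Y RNA gene, had 7.75 ± 0.24 and 7.30 ± 0.28, a difference of 0.46 (standard error 0.20). *STX19*, which encodes a syntaxin, had 5.21 ± 0.16 and 4.51 ± 0.14, a difference of 0.70 (standard error 0.13) past the thresholds, with a vehicle signal near the arrays' medians of 4.42 to 4.60. *VAMP8*, which encodes a vesicle membrane protein, had 9.67 ± 0.14 and 8.38 ± 1.34, a difference of 1.29 (standard error 0.63). *BCL2A1*, a BCL2 family gene, had 10.54 ± 0.56 and 9.14 ± 1.26, a difference of 1.39 (standard error 0.65). Without the array labelled DMSO replicate 2, the differences were 0.86 for *RNY5*, 0.39 for *RNY4*, 0.62 for *STX19*, 0.51 for *VAMP8* and 0.67 for *BCL2A1*, and *RNY5* no longer passed the thresholds (unadjusted limma p of 0.0427 and 0.0936). No gene passed after adjustment, with limma adjusted p of 0.823 or more with all arrays and 0.918 or more without that array. Lists of 25 genes of granule exocytosis and 20 cytotoxic effectors held no call, and 1 granule gene passed, up, adjusted over the list alone. Their medians were 0.09 and 0.11 and their camera adjusted p 0.729 and 0.366. The mean of the cytotoxic list was −0.22, with the test pointing down. The 17 antiapoptotic genes had a median of −0.13 (camera adjusted p = 0.26). The medians of these lists were −0.01, −0.05 and −0.08 without the array labelled DMSO replicate 2, where no member passed adjusted over its list alone, and no list passed camera (adjusted p = 0.752, 0.0986 and 0.0986).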

We observed an increased expression of genes involved in the modulation of NF-κB activity (*RNY4*, *RNY5*), cytotoxic granule exocytosis (*STX19*, *VAMP8*), and anti-apoptotic gene BCL2-related protein A1 (*BCL2A1*) (Supplementary Table S5). 

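*KIF7*, a kinesin gene, had a log2 signal of 5.33 ± 0.14 (SD, n = 3) with elraglusib and 5.28 ± 0.07 (SD, n = 3) with DMSO in TALL-104 cells, a difference of 0.05 (standard error 0.12). Another of its probe sets, TC15001832.hg.1, had a 1.44-fold higher signal. *CCL3*, a chemokine gene, had log2 signals of 5.06, 4.94 and 4.86 on the treated arrays, of 4.96 and 4.85 on DMSO replicates 1 and 3, and of 15.86 on the array labelled DMSO replicate 2. Its difference was −3.60 (standard error 2.93) with that array and 0.05 (standard error 0.12) without it, and neither gene passed in either fit. The signals of *CCL3* other than 15.86 lie near the arrays' medians of 4.42 to 4.60, so they were not shown to be above background. The 27 chemokines and chemokine receptors held no call in TALL-104 cells, with a median of 0.15 and a camera adjusted p of 0.366. T cell identity genes had a median of 0.25 (camera adjusted p = 0.366). Without that array the medians were 0.05 and −0.01 (camera adjusted p = 0.916 and 0.836), and 2 chemokine or receptor genes passed, down, adjusted over the list alone.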

We also saw an upregulation (1.56-FC) of kinesin family member 7 (*KIF7*), which is required for T cell development and MHC expression, as well as an increased expression (1.52-FC) of chemokine C-C motif ligand 3 (*CCL3*) which is known to recruit and enhance the proliferation of CD8+ T cells [27]. In contrast, we observed a decreased expression of genes involved in TGFβ signaling pathways (*ACVR1B*, *PTPN14*) and proapoptotic genes (*HSPA1A*, *UBE3A*). 

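*ACVR1B*, which encodes an activin receptor, had a log2 signal of 7.81 ± 0.20 (SD, n = 3) with elraglusib and 8.10 ± 0.08 (SD, n = 3) with DMSO, a difference of −0.29 (standard error 0.14), and −0.27 without the array labelled DMSO replicate 2. *PTPN14*, a phosphatase gene, had a difference of 1.26 (standard error 1.28) with that array and −0.31 without it. *HSPA1A*, which encodes a heat shock protein, had a difference of 1.11 (standard error 1.19) with it and −0.37 without it. *UBE3A*, a ubiquitin ligase gene, had a difference of −0.31 (standard error 0.23) with it and −0.05 without it. No gene of the 4 passed the paper's thresholds or the adjusted p, in either fit. The 42 TGFβ pathway genes and the 30 proapoptotic genes held no call in TALL-104 cells, with medians of 0.11 and 0.07 and camera adjusted p of 0.488 and 0.729. The 21 heat shock genes had a median of −0.10 (camera adjusted p = 0.0719). In the fit without the array labelled DMSO replicate 2 the medians were 0.00, 0.04 and −0.03 (camera adjusted p = 0.651, 0.772 and 0.116). From the genes named for both immune lines, the paper states that genes of proliferation, migration, granule exocytosis and survival were higher after treatment and that proapoptotic genes and genes of TGFβ signaling were lower.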

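*PTPN3*, which encodes a tyrosine phosphatase, had a log2 signal of 5.80 ± 0.13 (SD, n = 3) with elraglusib and 6.20 ± 0.18 (SD, n = 3) with DMSO in TALL-104 cells. The difference was −0.40 (standard error 0.14), a signed fold change of −1.32 and short of the fold threshold, with an unadjusted limma p of 0.0274. Without the array labelled DMSO replicate 2 it was −0.51 (standard error 0.13), a signed fold change of −1.42, with an unadjusted limma p of 0.00713. It did not pass after adjustment in either fit. Genes of inhibitory receptors and their signaling, *PTPN3* among them, held no call, with a median of −0.03 and a camera adjusted p of 0.366, or −0.04 and 0.0986 without that array.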

We also saw a decreased expression (-1.56-FC) of inhibitory immune checkpoint protein tyrosine phosphatase, non-receptor type 3 (*PTPN3*). 

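In NK-92 or TALL-104 cells or both, 1471 probe sets passed the paper's thresholds, and 35 did so in both lines. Of the 35, 16 were up in both, where independent lists would share 4.6 (two-tailed Fisher's exact test, p = 2.1e-05), 2 were down in both, where independent lists would share 0.4 (p = 0.0538 by the same exact test), and 17 went in opposite directions, of which 8 are copies of *SNORD117* and 2 others a pair with identical values, so that 9 sets of values stand behind the 17. Without the array labelled TALL-104 DMSO replicate 2, a choice made after the data were seen, 14 were up in both, against 3.5 for independent lists, and 4 down in both, against 0.4 (two-tailed Fisher's exact test, p = 1.46e-05 and 0.000648). Probe set TC22000564.hg.1, which has no gene symbol, had a log2 signal of 6.07 ± 0.48 (SD, n = 3) with elraglusib and 5.10 ± 0.17 (SD, n = 3) with DMSO in NK-92 cells, a difference of 0.97 (standard error 0.23). In TALL-104 cells it had 6.63 ± 0.37 and 5.70 ± 0.53, a difference of 0.93 (standard error 0.31). It passed the paper's thresholds in both lines and the limma adjusted p in neither (0.811 in NK-92 cells). Counting a single probe set per gene, 6 genes passed in both lines (5 when these were fitted alone, a choice made after the data were seen), and at a limma adjusted p under 0.05 there were 0. Chosen after their values were seen, the small nuclear RNA gene *SCARNA5* was at 0.74 and 0.79 and *SNORA23* at 0.86 and 0.77, while *SNORD117* was at 1.12 in NK-92 and −1.19 in TALL-104 cells, or −0.95 without the array labelled DMSO replicate 2. No probe set's change differed between the immune lines at a limma adjusted p under 0.05, with or without that array, and 5225 had an unadjusted p under 0.05, or 3849 without it.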

In total, there were 124 differentially expressed genes post-treatment and only 1, an unnamed gene (probe set ID TC22000564.hg.1, coding), was shared between both cell lines (Figure 3F).

To determine if there was any heterogeneity in response to drug treatment, we employed a 10 × single-cell sequencing analysis on both immune cell lines (TALL-104, NK-92) treated with low-dose 1 μM elraglusib or vehicle control (DMSO) for 24 h. As expected, samples clustered by cell type when aggregate data were visualized using a t-SNE plot (Figure 3G). Interestingly, immune cells showed a differential expression of mitochondrial-encoded genes (MT) and ribosomal genes (RB) post-treatment with elraglusib, suggesting a metabolic shift in line with the extensive metabolic reprogramming undertaken in immune cells post-activation [28] to support immune cell activities such as cytokine production (Figure 3H). Several genes showed the same trends post-treatment in both cell lines (Figure 3I). In both cell lines, we observed an increase in immune cell activation marker *CD69* and a decrease in the immunosuppressive marker *CHI3L1*. Finally, we noted an increase in immune cell attractant *CCL4* in the NK-92 cells and an increase in immune cell chemoattractant *CXCR4* in the TALL-104 cells.

Because the previously observed non-canonical NF-κB pathway activation is known to enhance the expression of immune cell chemotactic chemokines and cytokines, we sought to determine how elraglusib treatment impacts the immune cell secretome. TALL-104 and NK-92 cells were treated with 1 µM elraglusib for 48 h before cell culture supernatant was collected for cytokine profile analysis. TALL-104 cells treated with elraglusib showed increases in effector molecules IFN-γ, granzyme B, and TRAIL concentrations, as measured in picogram per milliliter (Figure 3J). In contrast, NK-92 cells treated with elraglusib showed increases in IFN-γ and TRAIL but decreases in the concentration of secreted granzyme B.

### 2.5. Elraglusib Significantly Prolongs Survival in Combination with Anti-PD-L1 Therapy in a Syngeneic MSS CRC Murine Model

Because elraglusib activated immune cells and increased tumor cell PD-L1 expression, we sought to evaluate the potential for elraglusib to increase the efficacy of ICB and utilized a syngeneic murine colon carcinoma BALB/c murine model using a MSS cell line CT-26 (Figure 4A). Mice were randomly assigned to one of seven groups: isotype (*N =* 12), elraglusib (*N =* 12), elraglusib + isotype (*N =* 12), anti-PD-1 (*N =* 12), anti-PD-L1 (*N =* 12), elraglusib + anti-PD-1 (*N =* 12), and elraglusib + anti-PD-L1 (*N =* 12). In this MSS CRC model, we observed a significantly improved survival curve in the elraglusib and anti-PD-L1 combination therapy group (Figure 4B). We also observed statistically significant improved survival in the elraglusib, anti-PD-1, and anti-PD-L1 alone groups as compared to the control (Supplementary Figure S5A–E). However, we saw the most sustained response in the elraglusib and anti-PD-L1 combination therapy group (Supplementary Figure S5F). Murine body weights did not differ significantly regardless of the treatment group (Supplementary Figure S5G–L). Additionally, the mice did not show evidence of significant treatment-related toxicity on complete blood count or serum chemistry analysis (Supplementary Table S6). Both the elraglusib individual treatment and dual treatment groups maintained normal renal function, as evidenced by normal blood urea nitrogen (BUN) and creatinine, and were free of significant electrolyte perturbations. Liver function tests did not reveal any evidence of liver toxicity and the dual-treatment mice did not have any elevations in AST, ALT, or bilirubin. As can be expected in mice with significant tumor burdens, mice across treatment groups had decreased albumin levels and evidence of mild marrow hypoplasia resulting in mild anemia, and reduced white blood cell and platelet counts. This effect was independent of the treatment group and likely related to tumor burden at the time of sacrifice.

### 2.6. Murine Responders Have More T Cell Tumor-Infiltration and Elevated Tumoral CD8+/Treg and CD4+/Treg Ratios

To begin to evaluate our hypothesis that elraglusib increases immune cell activation and recruitment, we utilized multi-color flow cytometry to characterize the natural killer (NK) and T cell populations two weeks after treatment initiation, and immune cell subpopulations were analyzed in both the spleen and the tumor (Figure 4C). Two weeks after treatment initiation, mice were grouped as responders (R) or non-responders (NR) based on a tumor volume less than or greater than 100 mm^3^, respectively. Compared to non-responders, regardless of treatment group, responders two weeks after treatment had statistically significantly reduced levels of splenic CD4+ and CD8+ T cells and had increased percentages of CD69+ activated T cells and Foxp3+ regulatory T cells (Tregs) (Figure 4D). Meanwhile, responders had increased percentages of tumor-infiltrating CD3+ and CD4+ T cells (Figure 4E). We also observed that responders had increased percentages of splenic KLRG1+ mature NK cells and tumor-infiltrating CD11b-/CD27- immature NK cells, and decreased percentages of tumor-infiltrating CD11b+/CD27-activated NK cells two weeks after treatment initiation (Figure 4F,G). We did not observe striking differences between non-responders and responders in the splenic immature natural killer cell subsets (CD11b-/CD27-, CD11b-/CD27+, CD11b+/CD27+, CD11b+CD27-) (Figure 4H,I). In contrast, we did observe significant differences between non-responders and responders in the tumor-infiltrating immature natural killer cell subsets (Figure 4J,K). We observed that responders had a greater proportion of immature (CD11b-/CD27-) NK cells and a reduced proportion of mature (CD11b+CD27-) NK cells two weeks after treatment initiation. When comparing the T cell ratios, compared to non-responders, responders had a reduced splenic CD8+/Treg and CD4+/Treg ratio (Figure 4L). The CD8+/Treg ratio is commonly used as an index of TIL’s effector function [29]. Additionally, responders had an elevated intra-tumoral CD8+/Treg and CD4+/Treg ratio (Figure 4M). Overall, the observed changes in immune cell subsets in responders are consistent with the increased infiltration of cytotoxic immune cells into the tumor.

### 2.7. Murine Responders Show an Immunostimulatory Tumor Microenvironment by IHC

To further interrogate the tumor microenvironment (TME), we conducted immunohistochemistry (IHC) on tumor sections from the two weeks post-treatment initiation timepoint or from the end-of-study (EOS) timepoint. We compared non-responders (NR) and responders (R) and stained for T cell marker CD3 and observed that responders had significantly more CD3+ T cells as compared to non-responders at both timepoints. (Figure 5A,B). To determine if there were any differences in immune cell activation, we stained for Granzyme B and again observed that responders had significantly more Granzyme B+ staining at both timepoints as compared to non-responders (Figure 5C,D). We stained for Ki67 as a marker of tumor cell proliferation and observed that responders had less tumor cell proliferation as compared to responders at both timepoints (Figure 5E,F). As we found that elraglusib upregulated tumor cell PD-L1 expression and observed an improvement in survival when elraglusib was combined with anti-PD-L1 therapy as compared to anti-PD-1 therapy, we next looked at PD-L1 staining in the tumor sections (Figure 5G,H). We observed that responders had more PD-L1+ tumor cells than non-responders at both timepoints. To examine tumor cell apoptosis, we then stained for cleaved-caspase 3 (CC3) and noted that there was no difference in CC3 expression at the mid-timepoint (two weeks after treatment initiation); however, responders did have significantly elevated CC3 expression than non-responders at the EOS timepoint (Figure 5I,J). We also analyzed the expression of CD4, CD8, Foxp3+, NKp46, TRAIL, PD-1, VEGF, and TGFβ2 to gain additional insights into the tumor immune microenvironment at both the two weeks after treatment initiation timepoint and the EOS timepoint, respectively (Supplementary Figure S6). To examine helper T cell presence, we stained for CD4 and observed that responders had more CD4+ T cells than non-responders at both timepoints (Supplementary Figure S6A). Interestingly, we saw the same trends when we examined CD8 expression, where responders had more CD8+ T cells than non-responders, which differed from the flow cytometry results but could be explained by the large variability in CD8a+ T cells we observed using flow cytometry in the non-responder group (Supplementary Figure S6B). We did not observe statistically significant differences in Foxp3+ Treg expression between responders and non-responders at either timepoint (Supplementary Figure S6C). When we examined NK cell tumor-infiltration by IHC, we noted more NKp46+ NK cells in responders at the two weeks after treatment initiation timepoint, but this difference was not significant at the EOS timepoint (Supplementary Figure S6D). We chose to examine another cytotoxic mediator, TRAIL, and observed no difference between responders and non-responders at the mid-timepoint but, interestingly, observed reduced TRAIL expression in the responders as compared to the non-responders at the EOS timepoint (Supplementary Figure S6E). We also examined PD-1 expression and did not note any significant differences between responders and non-responders at either of the timepoints (Supplementary Figure S6F). Again, we noted a similar lack of significance when we examined immunosuppressive and angiogenic VEGF expression (Supplementary Figure S6G). Finally, we examined immunosuppressive TGFβ2 expression and noted no differences between responders and non-responders at the mid-timepoint but noted that responders had significantly reduced expression at the EOS timepoint (Supplementary Figure S6H). 

### 2.8. Murine Responders Have Reduced Tumorigenic and Elevated Immunomodulatory Cytokine Concentrations

We next analyzed murine serum samples from EOS mice for cytokine profiles and noted interesting trends between responders and non-responders. Responders were more likely to have reduced serum concentrations of CCL21 (*p =* 0.000213), VEGFR2 (*p =* 0.000282), CCL7 (*p =* 0.000633), CCL12 (*p =* 0.0092), BAFF (*p =* 0.0116), and VEGF (*p =* 0.0396) compared to non-responders (Figure 5K–P). In contrast, responders had elevated serum concentrations of IL-1 β (*p =* 0.00135), IL-6 (*p =* 0.0022), CCL22 (*p =* 0.00803), GM-CSF (*p =* 0.0108), CCL4 (*p =* 0.0127), TWEAK (*p =* 0.02), and CCL2 (*p =* 0.0291) compared to non-responders (Figure 5Q–W).

Analytes that were statistically significant between responders and non-responders at both timepoints (two weeks after treatment initiation, EOS) included CCL7/MCP-3/MARC (*p =* 2.19 × 10^−5^), CCL12/MCP-5 (*p =* 0.000606), TWEAK/TNFSF12 (*p =* 0.00112), BAFF/TNFSF13B (*p =* 0.00469), IL-1 β/IL-1F2 (*p =* 0.00507), CCL21/6Ckine (*p =* 0.00539), VEGF (*p =* 0.00646), IFN-γ (*p =* 0.00817), CCL4/MIP-1 β (*p =* 0.0133), IL-6 (*p =* 0.229), and GM-CSF (*p =* 0.0257). The entire panel of cytokines, chemokines, and growth factors analyzed by multiplex immunoassay in murine serum from the EOS timepoint included BAFF, MCP-1, MIP-1 α, MIP-1 β, RANTES, MCP-3, Eotaxin, MCP-5, VEGFR2, MIP-3 α, CCL21, MDC, IP-10, CXCL12, GM-CSF, Granzyme B, IFN-γ, IL-1 α, IL-18, IL-2, IL-3, IL-4, IL-6, IL-7, IL-10, IL-12 p70, IL-13, IL-16, VEGF, M-CSF, Prolactin, and TWEAK (Supplementary Figure S7A–S).

### 2.9. Patient Plasma Concentrations of Cytokines from a Phase 1 Clinical Trial Investigating Elraglusib Correlate with Progression-Free Survival, Overall Survival, and In Vivo Response to Therapy Results

To determine the clinical relevance of the biomarkers of response identified in our murine model, we next employed Luminex 200 technology to analyze plasma samples from patients with refractory solid tumors of multiple tissue origins enrolled in a Phase 1 clinical trial investigating elraglusib (NCT03678883). Patients included in this analysis represented multiple tumor types, including appendix (*N =* 3, 15.8%), adult T-cell leukemia/lymphoma (ATLL) (*N =* 1, 5.3%), cholangiocarcinoma (*N =* 1, 5.3%), colorectal (*N =* 7, 36.8%), desmoid (*N =* 1, 5.3%), hepatocellular carcinoma (HCC) (*N =* 1, 5.3%), leiomyosarcoma (*N =* 1, 5.3%), non-small cell lung cancer (NSCLC) (*N =* 2, 10.5%), and pancreas (*N =* 2, 10.5%) cancer (Figure 6A). The median PFS was 75.9 days, and the median OS was 101 days (Supplementary Table S7). Baseline and 24 h post-elraglusib plasma concentrations of cytokines, chemokines, and growth factors were plotted against PFS and OS and simple linear regressions were used to calculate significance. A heatmap was then used to visualize linear regression values (Figure 6B). We found that baseline concentrations of several analytes (IL-12, CXCL11, Fas Ligand, IL-8, VEGF, IL-1 β, M-CSF, IL-2) correlated with progression-free survival (PFS). Likewise, concentrations of several analytes (IL-12, IL-1 β, IL-21, IL-8, IFN-α, IFN-γ, M-CSF, CCL4, Fas Ligand, IL-2, IL-10, CCL11, IL-15, IL-4, Granzyme B, CXCL11) 24 h post dose also correlated with PFS**.** We next analyzed overall survival (OS) data and noted that baseline concentrations of several analytes (IL-8, CXCL11, CCL11, IFN-α, TNF-α, Fas Ligand, TRAIL R2, IL-1 β) correlated with OS. Next, 24 h post-dose concentrations of several analytes (IFN-α, Fas Ligand, TRAIL R2, CCL11) also correlated with OS. Importantly, Fas Ligand and CCL11 were the only two analytes that were statistically significant in all four comparisons (pre-dose, post-dose, OS, PFS) and were found to be positivity correlated with improved PFS and OS.

Many of the analytes were upregulated at 8 and 24 h after treatment as compared to baseline (Figure 6C). When the cytokines, chemokines, and growth factors were grouped by timepoint and raw values were visualized with a heatmap, we noticed several interesting trends (Supplementary Figure S8A). When grouped by primary tumor location (appendix, adult T cell leukemia/lymphoma [ATLL], cholangiocarcinoma, colorectal, desmoid, hepatocellular carcinoma [HCC], leiomyosarcoma, non-small cell lung cancer [NSCLC], pancreatic), we noted that the patient with a desmoid tumor had elevated expression of many of the analytes included in the panel. When cytokines were grouped by elraglusib dose (1, 2, 3.3, 5, 7, 9.3, 12.37) in milligrams per kilogram, we noted that patients receiving a 7 mg/kg dose had increased expression of many of the analytes included in the panel at both the 8- and 24-h post-dose timepoints (Supplementary Figure S8B). Finally, when cytokines were grouped by cytokine, chemokine, or growth factor family we noted that TNF family molecules (BAFF, Fas Ligand, Fas, TNF-α, TRAIL R2, TRAIL R3, TRAIL, TRANCE) has a decreased expression at the 8-h post-dose timepoint as compared to baseline and had increased over baseline levels by the 24-h timepoint (Supplementary Figure S8C).

To compare both murine and human circulating biomarker trends, we created a table to visualize major trends (Figure 6D). EOS analyte concentrations that positively correlated with OS in the mouse model included IL-1 β, CCL22, CCL4, TWEAK, GM-CSF, and IL-6. Those that negatively correlated with OS in the mouse model included CCL21, VEGFR2, CCL12, BAFF, and VEGF. Interestingly, we observed that many of these trends held when analyzing the human data. IL-1 β, CCL22, and CCL4 all were positively correlated with PFS and OS in the human cohort; likewise, BAFF and VEGF were negatively correlated with OS and PFS. GM-CSF and IL-6 had opposing correlations in the human cohort as compared to the murine cohort.

### 2.10. PanCK+ Expression of Immunosuppressive CD39 Negatively Correlated with Time-on-Treatment (Tx time) While CD45+ Expression of Monocyte/Macrophage Marker CD163 Positively Correlated with Tx Time

To gain insights into the human TME post-elraglusib, we utilized GeoMx Digital Spatial Profiling (DSP) technology to profile the expression of 59 proteins in tumor biopsies (*N =* 12) from patients treated with elraglusib (*N =* 7). A total of 42% (*N =* 5) of the tumor biopsies analyzed were collected near or before treatment start (pre-treatment) and 58% (*N =* 7) of the biopsies analyzed were collected from post-treatment (average time-on-treatment [Tx time] at post-treatment biopsy: 270 days) (Figure 7A). Primary tumor types included CRC (*N =* 4, 33%) and pancreatic cancer (*N =* 8, 67%), while metastatic biopsy tissue sites included lung (*N =* 2, 17%), liver (*N =* 7, 58%), rectum (*N =* 2, 17%), and pleura (*N =* 1, 8%). We analyzed five paired tumor biopsies (*N =* 10 slides total, 83%), and two unpaired biopsies (*N =* 2 slides total, 17%). Half (*N =* 6, 50%) of the tumor sections were needle biopsies (Supplementary Figure S9) and half (*N =* 6, 50%) were tissue biopsies (Supplementary Figure S10). All patients included in this analysis were considered responders based on the definition used in the Phase 1 trial that treatment response is equal to disease control greater than 16 weeks. Our region of interest (ROI) selection strategy focused on mixed tumor and immune cell segments within FFPE tissue. ROIs were segmented based on panCK+ and CD45+ morphology stains to compare tumor versus immune cells protein expression (Figure 7B, Supplementary Figure S11). We utilized a PCA plot to visualize dimensionality reduction and, as expected, samples tended to cluster by tissue type (liver, lung, pleura, rectum) and further separated by segment (CD45, panCK) on PC2 (Supplementary Figure S12A,B). We utilized a Sankey diagram to visualize the study design, where the width of a cord in the figure represents how many segments are in common between the two annotations they connect (Figure 7C). This visualization is useful for showing the flow of samples and how they relate to the biological annotations. For example, approximately half of the ROIs from the entire experiment were CD45+ and the other half were panCK+. As expected, samples tended to cluster together based on patient ID, primary tumor location, biopsy timepoint, metastatic biopsy tissue site, immune cell location, or segment (CD45, panCK) type when visualized on an aggregate heatmap (Figure 7D). As we were interested in the ability to predict a patient’s time-on-treatment (Tx time), we sought to correlate pre-treatment protein expression levels among the responders with Tx time data and found that PanCK+ segment expression of immunosuppressive CD39 negatively correlated with Tx time (Figure 7E), while CD45+ segment monocyte/macrophage marker CD163 expression positively correlated with Tx time (Figure 7F) [30].

### 2.11. Tumor-Infiltrating Immune Cells Have Reduced Inhibitory Checkpoint Expression and Elevated Expression of T Cell Activation Markers after Elraglusib Treatment

When comparing all samples, CD45+ regions of post-treatment biopsies had increased protein expression of T cell activation marker OX40L (*p =* 0.016) and decreased protein expression of checkpoint molecules VISTA (*p =* 2.0 × 10^−24^), PD-L1 (*p =* 3.2 × 10^−13^), PD-L2 (*p =* 2.0 × 10^−9^), LAG3 (*p =* 5.1 × 10^−4^), and PD−1 (*p =* 5.6 × 10^−9^). CD45+ regions of post-treatment biopsies also had a decreased protein expression of myeloid/neutrophil marker CD66b (*p =* 7.5 × 10^−15^), myeloid markers IDO1 (*p =* 4.8 × 10^−6^), CD80 (*p =* 5.4 × 10^−6^), and CD11b (*p =* 6.7 × 10^−3^), TAM/M2 macrophage marker CD68 (*p =* 3.8 × 10^−4^), myeloid/T cell activation marker OX40L (*p =* 0.016), myeloid marker CD40 (*p =* 0.020), and DC/myeloid marker CD11c (*p =* 0.022) as compared to pre-treatment samples (Figure 7G). Because we were interested in the differential expression of proteins based on immune cell location in relation to the tumor, we annotated CD45+ ROI locations as tumor-infiltrating, tumor-adjacent, or normal tissue (Supplementary Figure S13A–C). When comparing tumor-infiltrating CD45+ immune cell segments in pre- versus post-treatment biopsies, it was found that post-treatment tumor-infiltrating CD45+ immune cell segments had a reduced protein expression of immune checkpoints VISTA (*p =* 1.6 × 10^−14^), PD-L1 (*p =* 1.1 × 10^−6^), PD-L2 (*p =* 7.6 × 10^−4^), and PD−1 (*p =* 1.6 × 10^−3^) and elevated protein expression of T cell activation markers CTLA4 (*p =* 3.1 × 10^−5^) and OX40L (*p =* 1.6 × 10^−3^) (Figure 7H). We also noted that post-treatment tumor-infiltrating CD45+ immune cell segments had a reduced protein expression of myeloid marker CD66b (*p =* 1.4 × 10^−13^), antigen PTEN (*p =* 1.5 × 10^−11^), hematopoietic marker CD34 (*p =* 3.3 × 10^−9^), T cell activation marker CD44 (*p =* 3.1 × 10^−7^), antigen presentation B2M (*p =* 2.5 × 10^−6^), immune cell activation marker HLA-DR (*p =* 3.1 × 10^−5^), TAM/M2 macrophage marker ARG1 (*p =* 7.6 × 10^−5^), memory T cell marker CD45RO (*p =* 1.1 × 10^−4^), proliferation marker Ki−67 (*p =* 2.7 × 10^−4^), TAM/M2 macrophage marker CD68 (*p =* 5.8 × 10^−4^), myeloid marker IDO1 (*p =* 6.6 × 10^−4^), myeloid marker CD80 (*p =* 2.4 × 10^−3^), NK cell marker CD56 (*p =* 6.9 × 10^−3^), DC/myeloid marker CD11c (*p =* 9.5 × 10^−3^), and T cell activation marker GITR (*p =* 0.021) and had an elevated protein expression of immune checkpoint molecule B7-H3 (*p =* 0.012) and Treg marker CD127 (*p =* 0.012) as compared to pre-treatment tumor-infiltrating CD45+ immune cell segments.

### 2.12. Patients with a Long Time-on-Treatment Have Decreased B Cell and Myeloid Marker Expression in Immune Cell Regions and Have Decreased Immune Checkpoint Expression in Tumor Cell Regions

Next, we sought to compare pre-treatment biopsy protein expression in CD45+ segments between patients who were undergoing treatment for a longer duration of time, called “Long Tx patients”, and patients who participated in the study for a shorter duration of time, called “Short Tx patients”, and observed that Long Tx patients had a reduced protein expression of B cell marker CD20 (*p =* 0.012) and myeloid activation marker CD80 (*p =* 0.047) (Supplementary Figure S12C). Long Tx was defined as a Tx time greater than 275 days (~39 weeks). Then, we compared protein expression in CD45+ segments in post-treatment biopsies between Long Tx patients and Short Tx patients. We observed that Long Tx patients had reduced protein expression of antigen NY-ESO-1 (*p =* 0.021) and progesterone receptor (PR) (*p =* 0.022) (Supplementary Figure S12D). We then compared pre-treatment biopsy protein expression in PanCK+ segments between Long Tx patients and Short Tx patients and observed that Long Tx patients had reduced protein expression of cytotoxic T cell marker CD8 (*p =* 3.5 × 10^−3^), antigen Her2 (*p =* 0.033), Treg marker Foxp3 (*p =* 0.033), T cell marker CD3 (*p =* 0.035), and B cell marker CD20 (*p =* 0.046). Long Tx patients also had reduced immune checkpoint protein expression of LAG3 (*p =* 0.023), PD-L2 (*p =* 0.028), and PD-1 (*p =* 0.046) (Supplementary Figure S12E). We carried out the same analysis with a focus on panCK+ segments in post-treatment biopsies. Long Tx patients had reduced protein expression of mature B cell/DC marker CD35 (*p =* 8.5 × 10^−3^), antigen NY-ESO-1 (*p =* 8.7 × 10^−3^), antigen Her2 (*p =* 0.022), antigen MART1 (*p =* 0.029), cytotoxic T cell marker CD8 (*p =* 0.030), Treg marker Foxp3 (*p =* 0.030), antigen PTEN (*p =* 0.032), DC/myeloid marker CD11c (*p =* 0.034), memory T cell marker CD45RO (*p =* 0.036), checkpoint PD-L1 (*p =* 0.047), and PR (*p =* 0.049) as compared to Short Tx patients (Supplementary Figure S12F). Several additional comparisons were made between pre- and post-treatment biopsies, immune cell location in proximity to the tumor, and paired and unpaired biopsies (Supplementary Figure S14A–N).

## 3. Discussion

ICB is a promising treatment strategy for many cancer patients, including MSI-H CRC patients. However, the response rate to ICB in MSS CRC patients is very limited, especially as the tumor stage advances, thus, there is a clear need for improved treatment strategies for this patient population. Evaluating the combination of ICB with small molecules in oncology represents one of the ways we might improve the efficacy of ICB in MSS CRC patients. Here, we focus on the small-molecule inhibitor of GSK-3 elraglusib and characterize several immunomodulatory mechanisms that provide a clinical rationale for the combination of GSK-3 inhibitors such as elraglusib in combination with ICB.

We demonstrate that the small-molecule inhibition of GSK-3 using elraglusib leads to increased natural killer and T-cell-mediated CRC cell killing in a co-culture model. Moreover, elraglusib acts on tumor cells to sensitize them to immune-cell-mediated killing. This tumor cell sensitization could be resultant of drug-induced modifications in the tumor cell secretome, such as decreased VEGF expression, decreased soluble PD-L1, and increased CXCL14, as we previously described [26,31]. VEGF has been shown to inhibit T cell activation [32], while CXCL14 is a known NK cell chemoattractant [33]. It has been shown that the soluble or shed version of PD-L1 can retain the ability to bind PD-1 and function as a decoy receptor to negatively regulate T cell function, despite being a truncated version lacking the membrane domain of the protein [34]. Therefore, the increase in efficacy, in combination with ICB, that we observed in the murine model could be due to the concomitant downregulation of sPD-L1 and upregulation of cell-surface-expressed PD-L1.

Elraglusib-mediated immunostimulation may also function, in part, by inducing pyroptosis in cancer cells. Pyroptosis is a lytic and pro-inflammatory type of programmed cell death that results in cell swelling and membrane perforation. Although the role of pyroptosis in cancer is controversial, it has been suggested that pyroptosis may contribute to anti-tumor immunity [35]. Since we observed gasdermin B expression post-IFN-γ treatment in CRC cells, and because we found that elraglusib treatment upregulated immune cell IFN-γ secretion, we hypothesize that the IFN-γ released from CD8+ T cells and NK cells is responsible for triggering pyroptosis, which may contribute to elraglusib-mediated immunostimulation. Future experiments will seek to further characterize the role of pyroptosis in the co-culture system after treatment with elraglusib.

Another mechanism behind elraglusib-mediated immunomodulation is the suppression of inflammatory NF-κB signaling and survival pathways in the tumor cells. We demonstrated that elraglusib treatment of CRC cells decreased Survivin, NF-κB p65, Bcl-2, and Mcl-1expression while increasing PD-L1 expression. This is in accordance with previous studies that have shown that GSK-3 is a positive regulator of NF-κB [36]. Microarray data showed an increased expression of antiproliferative, proapoptotic, and NF-κB regulator genes and decreased expression of genes involved in cell cycle progression, antiapoptotic, and EMT genes in CRC cell lines. Multiplex immunoassay data showed a decreased tumor cell secretion of proteins involved in angiogenesis, EMT, and immunosuppression.

Meanwhile, we observed the opposite effect on NF-κB signaling in immune cells, where we observed that drug treatment increased NF-κB-inducing kinase (NIK) expression. NIK is the upstream kinase that regulates the activation of the non-canonical NF-κB signaling pathway and may suggest a role for non-canonical NF-κB signaling in immune cells after elraglusib treatment, which future studies could evaluate. It is known that the increased expression of NIK leads to an enhanced expression of chemokines and cytokines such as CCL3, TNF-α, and MCP-1, thus leading to the increased recruitment and proliferation of cytotoxic immune cells [37]. Moreover, the treatment of immune cells with elraglusib increased effector molecule secretion and increased expression of genes involved in cytotoxic granule exocytosis, cellular proliferation, and the modulation of NF-κB activity. Moreover, elraglusib treatment resulted in the decreased gene expression of proapoptotic molecules and regulators of TGFβ signaling which may also contribute to the tumor-suppressive and anti-angiogenic effects of elraglusib that have been previously described [38].

In a syngeneic murine colon carcinoma BALB/c murine model using MSS cell line CT-26, we observed significantly improved survival in mice treated with elraglusib and anti-PD-L1 therapy. We also demonstrated increased survival in mice treated with elraglusib alone as compared to the control group. We also observed statistically significant improved survival in the anti-PD-1 and anti-PD-L1 alone groups as compared to the control. Responders had reduced percentages of splenic CD4+ T cells and splenic CD8+ T cells and increased percentages of CD69+ activated T cells and Foxp3+ Tregs. The increased splenic percentages of both activated and end-stage T cells in the responder groups could be indicative of an anti-tumor immune response that was mounted earlier in the course of treatment. Future studies could analyze the changes in these immune cell populations during the course of therapy in greater detail, especially as we could have missed important changes in immune cell subtypes due to the limited timepoints. Compared to non-responders, responders also had more CD3+ and CD4+ tumor-infiltrating lymphocytes. Further studies could evaluate the contribution of CD4+ versus CD8+ tumor-infiltrating T cells to the observed response to elraglusib and anti-PD-L1 therapy, especially considering the recent interest in the contribution of CD4+ helper T cells to anti-tumor immunity [39]. We did not observe many significant differences in splenic NK cell subpopulations in either the tumor or the spleen, although perhaps the timepoint we chose to analyze was not representative of NK cell subpopulation changes that may have occurred earlier or later in the course of treatment. One limitation of this model is that it is a heterotopic flank tumor model as opposed to an orthotopic colon tumor model, which may be more representative of the CRC TME. Follow-up experiments could examine the contribution of CD4+ T cells, CD8+ T cells, and NK cells to response to therapy in the murine MSS CRC model by blocking the function of each cell population in individual experiments.

We observed that murine responders had reduced serum concentrations of BAFF, CCL7, CCL12, VEGF, VEGFR2, and CCL21. BAFF is a cytokine that belongs to the TNF ligand superfamily, which may promote tumorigenesis indirectly through the induction of inflammation in the TME and directly through the induction of EMT [40]. Meanwhile, CCL7 has been shown to enhance both cancer progression and metastasis via EMT, including in CRC cells [41]. Similarly, others have demonstrated that CXCR4 plays a critical role in the promotion of the progression of inflammatory CRC [42]. It is commonly known that the expression of VEGF-1 in CRC is associated with disease localization, stage, and long-term survival [43]. We previously observed the suppression of VEGF in a panel of CRC cell lines post-elraglusib treatment and saw a similar suppression of VEGF in the murine responders. Moreover, we noted a decrease in VEGFR2 in murine responders, a protein that is highly expressed in CRC and promotes angiogenesis [44]. Finally, CCL21 has been shown to play a role in colon cancer metastasis [45]. Since many of the downregulated analytes in responders play a role in EMT, future studies of elraglusib could include metastatic CRC models.

We observed that responders had elevated serum concentrations of CCL4, TWEAK, GM-CSF, CCL22, and IL-12p70 as compared to non-responders. Others have demonstrated that CCL4 is an important chemokine in the TME, determining response to ICB, and that a lack of CCL4 can lead to the absence of CD103+ dendritic cells (DCs) [46]. DCs are an important cell population influencing the response to ICB, and although we did not monitor their levels in this study, it is conceivable that they played a role in influencing response to therapy. For this reason, further studies could monitor DC populations during the course of therapy. TWEAK is commonly expressed by peripheral blood monocytes and upregulates its expression after exposure to IFN-γ [47]. TWEAK has also been shown to promote the nuclear translocation of both classical and alternative NF-κB pathway subunits [48]. GM-CSF is a well-known immunomodulatory factor that has immunostimulatory functions but is also predictive of poor prognosis in CRC [49]. Finally, we observed increased levels of IL-12p70 in murine responders. IL-12 is a potent, pro-inflammatory cytokine that has been shown to increase the activation and cytotoxicity of both T and NK cells as well as to inhibit immunosuppressive cells such as TAMs [50] and myeloid-derived suppressor cells (MDSCs) [51]. We demonstrated that GSK-3 inhibitors such as elraglusib represent a possible combination strategy to increase the efficacy of ICB in patients with MSS CRC. The elraglusib-mediated increase in tumor surface-cell-expressed PD-L1 presumably makes this an ideal small molecule to combine with anti-PD-L1 therapies. As this study was concerned solely with CRC, future studies could evaluate the combination of GSK-3 inhibitors with ICB in other malignancies of interest, such as pancreatic cancer.

The cytokine analysis of plasma samples from patients with refractory solid tumors of multiple tissue origins enrolled in a Phase 1 clinical trial investigating elraglusib (NCT03678883) revealed that elevated baseline plasma levels of proteins such as IL-1 β and reduced levels of proteins such as VEGF correlated with improved PFS and OS. PFS was also found to be positively correlated with elevated plasma levels of immunostimulatory analytes such as Granzyme B, IFN-γ, and IL-2 at 24 h after elraglusib treatment. Several of these secreted proteins correlated with results from the in vivo study, where the expression of proteins such as IL-1 β, CCL22, CCL4, and TWEAK was positively correlated with improved response to therapy while the expression of proteins such as BAFF and VEGF negatively correlated with response to therapy [52]. These results introduce novel circulating biomarkers for correlations with response to therapy, which could provide significant clinical utility.

DSP analysis of paired FFPE tumor biopsies from patients with CRC or pancreatic cancer before and after treatment revealed that CD39 expression in PanCK+ segments was negatively correlated with duration of treatment, while CD163 expression in CD45+ segments was positively correlated with duration of treatment and potential therapeutic benefit. It is known that CD39 can inhibit costimulatory signaling, increase immunosuppression during T cell priming, and its expression is associated with TAMs, Tregs, and inhibited cytotoxic immune cell function [53]. CD39 has been shown to suppress pyroptosis, impair immunogenic cell death, and CD39 expression on endothelial cells regulates the migration of immune cells and promotes angiogenesis [53]. Moreover, CD163 is a marker of cells from the monocyte/macrophage lineage therefore future studies could evaluate the impact of monocyte/macrophages on response to elraglusib. We also noted that immune cell segments showed differential protein expression based on the proximity to the tumor where tumor-infiltrating immune cells had decreased expression of immune checkpoints (PD-L1, Tim-3, PD-1) and Treg markers (CD25, CD127) as compared to tumor-adjacent immune cells, regardless of timepoint. While the downregulation of immune checkpoint proteins PD-1, TIGIT, and LAG-3 by elraglusib has been previously described in melanoma models [54], our findings regarding VISTA and PD-L2 have not yet been reported. Interestingly, we observed a downregulation of PD-L1 expression in PanCK+ segments at the post-treatment biopsy as compared to the pre-treatment biopsies. This was unexpected as we, and others, have shown that GSK-3 inhibition upregulates tumor cell PD-L1 expression [8,55]. The observed decrease in PanCK+ PD-L1 expression may be a result of the late timepoint of the post-treatment biopsies, as the average time-on-study at the post-treatment timepoint was 270 days. These novel observations regarding emerging immune checkpoint inhibitors should be included in future correlative studies regarding GSK-3 inhibition.

When we analyzed differential protein expression between Long Tx patients and Short Tx patients, we found that Long Tx patients had a reduced post-treatment expression of mature B cell/DC marker CD35, antigen NY-ESO-1, antigen Her2, antigen MART1, cytotoxic T cell marker CD8, Treg marker Foxp3, antigen PTEN, DC/myeloid marker CD11c, memory T cell marker CD45RO, checkpoint PD-L1, and PR in PanCK+ segments as compared to Short Tx patients, which introduces several novel potential biomarkers of response to GSK-3 therapy, which should be validated in further studies. Moreover, when we compared post-treatment protein expression in tumor-infiltrating CD45+ immune cell segments in Long Tx patients and Short Tx patients, we found that Long Tx patients had a decreased expression of antigens NY-ESO-1, PTEN, and PR as compared to Short Tx patients. Interestingly, these three antigens (NY-ESO-1, PTEN, and PR) had decreased expression in Long Tx patients post-treatment, regardless of tumor or immune cell region.

There are several potential limitations of this study. One such limitation is that we tested the combination of elraglusib and ICB therapy in a mouse model using only one MSS CRC cell line. Future studies could determine how other MSS CRC cell lines, and perhaps MSI-H cell lines, will respond to this combination treatment. We also had sample size limitations for the number of mice that were included in each treatment group at each flow cytometry timepoint throughout the course of the study, due to the feasibility of the mouse work. Future studies could include larger numbers of mice per flow cytometry timepoint or include a comparison of both male and female mice to determine if there are any sex-specific effects. Furthermore, given access to an expanded cohort of tumor biopsies from patients treated with elraglusib, it would be interesting to analyze pre-treatment biopsies between responders and non-responders using DSP technology to aid in identifying predictive biomarkers.

In conclusion, this work demonstrates that the small-molecule inhibition of GSK-3 using elraglusib may be a potential means to increase the efficacy of ICB and improve response in patients with MSS CRC, and possibly other tumor types. These findings support further studies and the clinical development of elraglusib in combination with ICB, anti-PD-L1 therapy in particular. Moreover, this study, to our knowledge, represents the first digital spatial analysis of tumor biopsies from patients treated with elraglusib and very few oncology drugs have been evaluated using GeoMx technology to date. The novel circulating biomarkers of response to GSK-3 inhibition identified using the cytokine profiling data could provide significant clinical utility and the spatial proteomics data provide us with novel insights into the immunomodulatory mechanisms of GSK-3 inhibition.

## 4. Methods

### 4.1. Cell Culture Maintenance

Human CRC cells SW480 (RRID: CVCL_0546), HCT-116 (RRID: CVCL_0291), HT-29 (RRID: CVCL_0320), and KM12C (RRID: CVCL_9547) were used in this study. SW480 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% FBS and 1% Penicillin–Streptomycin HCT-116 and HT-29 were cultured in McCoy’s 5A (modified) Medium supplemented with 10% FBS and 1% Penicillin–Streptomycin. KM12C cells were cultured in Eagle’s Minimal Essential Medium supplemented with 10% FBS and 1% Penicillin–Streptomycin. Human immune cells NK-92 (RRID: CVCL_2142), TALL-104 (RRID: CVCL_2771), and patient-derived CD8+ T cells were also used in this study. NK-92 cells were cultured in Alpha Minimum Essential medium supplemented with 2 mM L-glutamine, 1.5 g/L sodium bicarbonate, 0.2 mM inositol, 0.1 mM 2-mercaptoethanol, 0.02 mM folic acid, 12.5% horse serum, and 12.5% FBS. TALL-104 cells (CD2+; CD3+; CD7+; CD8+; CD56+; CD4−; CD16−) and patient-derived T cells (CD3 +; CD8 +) were cultured in RPMI-1640 containing 20% FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin. Recombinant human IL-2 (Miltenyi cat# 130-097744) with a final concentration of 100 units/mL was added to all immune cell culture media. All cell lines were incubated at 37°C in a humidified atmosphere containing 5% CO_2_. Cell lines were authenticated and tested to ensure the cultures were free of mycoplasma infection.

### 4.2. Measurement of Cell Viability

Cells were seeded at a density of 3 × 10^3^ cells per well in a 96-well plate (Greiner Bio-One, Monroe, NC, USA). Cell viability was assessed using the CellTiter Glo assay (Promega, Madison, WI, USA). Cells were mixed with 25 μL of CellTiter-Glo reagents in 100 μL of culture volume, and bioluminescence imaging was measured using the Xenogen IVIS imager (Caliper Life Sciences, Waltham, MA). The percent of cell viability was determined by normalizing the luminescence signal to control wells. Dose-response curves were generated, and the half-maximal inhibitory concentration (IC-50) was calculated using Graph-Pad Prism (RRID: SCR_002798) version 9.2.0. For IC50 generation, concentrations were log-transformed, and data were then normalized to control, and a log (inhibitor) versus response (three parameters) test was used.

### 4.3. Pyroptosis Assay

Recombinant Human TNF-α (Cat #300-01A, PeproTech, Rocky Hill, NJ, USA) and Recombinant Human IFN-γ (Cat # 300-02, Peprotech, Rocky Hill, NJ, USA) were purchased for use in western blot analysis while rhTRAIL was generated in-house [56].
**Reagent****Source****Identifier****Concentration**Vinculin (E1E9V) XP^®^ Rabbit mAbCell SignalingCat# 139011:1000Anti-GSDMB antibodySigma-AldrichCat# HPA0524071:1000

### 4.4. Isolation of Donor-Derived CD8+ T Cells

An Easy Step Human CD8+ T Cell Isolation Kit was used to isolate CD8+ T cells from a donor PBMC sample via negative selection (Cat #, 17913, Stem Cell Technologies, Vancouver, Canada).

### 4.5. Collection of Cell Culture Supernatants Used in Cytokine Measurements

Cells were plated at 3.5 × 10^4^ cells in a 48-well plate (Thermo Fisher Scientific, Waltham, MA, USA) in complete medium and incubated at 37 °C with 5% CO_2_. At 24 h after plating, almost all the tumor cells were adherent to the bottom of the flask and the complete medium was replaced with the drug-containing medium. Subsequently, the culture supernatants were collected after 48 h of incubation and were frozen at −80 °C until the measurement of cytokines was performed. On the day of analysis, samples were thawed and centrifuged to remove cellular debris.

### 4.6. Human Cytokine Profiling

Human cell line culture supernatants were analyzed using an R&D systems Human Premixed Multi-Analyte Kit (R&D Systems, Inc., Minneapolis, MN, USA) and a Luminex 200 (RRID: SCR_018025) Instrument (LX200-XPON-RUO, Luminex Corporation, Austin, TX, USA) according to the manufacturer’s instructions. Sample levels of TNF-α, 4-1BB/TNFRSF9/CD137, IL-8/CXCL8, Ferritin, IFN-β, IL-10, CCL2/JE/MCP-1, VEGF, CXCL13/BLC/BCA-1, IFN-γ, CCL20/MIP-3 α, CCL3/MIP-1 α, CCL22/MDC, CCL4/MIP-1 β, Fas Ligand/TNFSF6, IL-17/IL-17A, IL-2, BAFF/BLyS/TNFSF13B, GM-CSF, CXCL5/ENA-78, TRANCE/TNFSF11/RANK L, CXCL9/MIG, G-CSF, IFN-γ R1/CD119, VEGFR3/Flt-4, C-Reactive Protein/CRP, CXCL11/I-TAC, IL-21, CXCL14/BRAK, IL-6, Fas/TNFRSF6/CD95, TRAIL R3/TNFRSF10C, IL-4, CCL5/RANTES, PD-L1/B7-H1, CCL7/MCP-3/MARC, Chitinase 3-like 1, CXCL10/IP-10/CRG-2, IL-1 β/IL-1F2, IL-7, Prolactin, CCL8/MCP-2, TRAIL R2/TNFRSF10B, M-CSF, IL-15, Granzyme B, IFN-α, TREM-1, IL-12/IL-23 p40, TRAIL/TNFSF10, CCL11/Eotaxin, and IL-18/IL-1F4. Quantitative analysis with 6 standards and a minimum of 50 counts per bead region was used with the Luminex to generate analyte values reported as picograms/ milliliter (pg/mL). Sample concentrations less than the lower limit of detection for each particular analyte were recoded as the lower limit value divided by 10. Sample concentrations above the upper limit of detection for a particular analyte were recoded as the upper limit of detection.

### 4.7. Murine Cytokine Profiling

Whole blood from mice was collected, allowed to clot, and serum was isolated using a serum separator tube (SST) according to manufacturer instructions. Murine serum samples were analyzed using an R&D systems Murine Premixed Multi-Analyte Kit (R&D Systems, Inc., Minneapolis, MN, USA) and a Luminex 200 (RRID: SCR_018025) Instrument (LX200-XPON-RUO, Luminex Corporation, Austin, TX, USA) according to the manufacturer’s instructions. Sample levels of GM-CSF, IL-7, IL-12 p70, CCL2/JE/MCP-1, IL-1 β/IL-1F2, VEGF, IL-2, IL-4, VEGFR2/KDR/Flk-1, IL-6, IL-10, IL-13, IFN-γ, IL-3, IL-16, CXCL10/IP-10/CRG-2, CCL5/RANTES, CCL7/MCP-3/MARC, CCL12/MCP-5, Prolactin, M-CSF, CCL3/MIP-1 α, IL-1 α/IL-1F1, CCL20/MIP-3 α, CCL4/MIP-1 β, TWEAK/TNFSF12, CXCL12/SDF-1 α, BAFF/BLyS/TNFSF13B, Granzyme B, CCL21/6Ckine, CCL11/Eotaxin, and CCL22/MDC. Sample values are reported in picograms per milliliter (pg/mL). Quantitative analysis with 6 standards and a minimum of 50 counts per bead region was used with the Luminex to generate analyte values reported as picograms/ milliliter (pg/mL). Sample concentrations less than the lower limit of detection for each particular analyte were recoded as the lower limit value divided by 10. Sample concentrations above the upper limit of detection for a particular analyte were recoded as the upper limit of detection. Data analysis and visualization were generated using R (RRID: SCR_001905) software (R Development Core Team, 2020). When comparing responders and non-responders, a Kruskal-Wallis test was used to calculate statistical significance, followed by a Benjamini-Hochberg correction for multiple comparisons.

### 4.8. GFP+ Cell Line Generation

A total of 50,000 HT-29 or HCT 116 cells were seeded in a 12-well tissue culture plate and allowed to adhere overnight. They were then transduced with lentivirus containing the plasmid pLenti_CMV_GFP_Hygro (pLenti CMV GFP Hygro (656-4) was a gift from Eric Campeau & Paul Kaufman (Addgene viral prep # 17446-LV; RRID: Addgene_17446)) at a multiplicity of infection of 10 with 8 μg/mL polybrene (hexadimethrine bromide (Cat # 107689, Sigma Aldrich, St. Louis, MO, USA) for 24 h, before washing with PBS and replacing with fresh medium [57]. The cells were then sorted for GFP-positivity using a BD FACSAria™ III Cell Sorter (RRID: SCR_016695).

### 4.9. Multicolor Immune Cell Co-Culture Experiments

A total of 10,000 HCT-116, SW480, or HT-29 colorectal cancer cells were plated per well in a clear-bottom, black-walled 48-well tissue culture plate and were allowed to adhere overnight. Cells were subsequently treated with DMSO, 5 μM or 10 μM elraglusib, and/or 10,000 TALL-104, donor-derived CD8+ T cells, orNK-92 cells (for an effector-to-tumor ratio of 1:1) for 24 h. Immune cell monocultures were treated with DMSO, 5 μM or 10 μM elraglusib and cell viability was monitored to ensure that the concentrations of drug used were not cytotoxic to immune cells. CRC cells were labeled using CellTracker^TM^ Green CMFDA (5-chloromethyl fluorescein diacetate), immune cells (NK-92, TALL-104) were labeled using CellTracker™ Blue CMAC Dye (7-amino-4-chloromethylcoumarin), and ethidium homodimer-1 (EthD-1) was used as a marker of cell death (Invitrogen, Waltham, MA, USA). 10 × images were captured using a Nikon Ti-U Inverted Fluorescence Microscope and NIS-Elements F Package imaging software 3.22.00 Build 710 (Nikon Instruments Inc., New York, NY, USA). The number of red/green color cells in random fields was determined using thresholding and particle analysis in the Fiji modification (RRID: SCR_002285) of ImageJ and expressed as a dead/live cell ratio. Normalization was carried out by subtracting the percentage of cell death due to drug or vehicle control (DMSO) from the percentage of dead cells observed in the co-culture of tumor and immune cells treated with the drug. At least 100 cells were evaluated per sample, with 3 independent replicates. Statistical analysis was carried out using GraphPad Prism 9 (RRID: SCR_002798).

### 4.10. Single-Color Immune Cell Co-Culture Experiments

A total of 5000 HT-29 GFP+ or HCT 116 GFP+ cells were plated per well in a clear-bottom, black-walled 96-well tissue culture plate and were allowed to adhere overnight. Cells were subsequently treated with DMSO, 5 μM elraglusib, and/or 5000 TALL-104 or NK-92 cells (for an effector-to-tumor ratio of 1:1) for 48 h. Nine images were taken per well at 10 × magnification using a Molecular Devices ImageXpress^®^ Confocal HT.ai High-Content Imaging System and quantified for the number of GFP+ objects using the MetaXpress (RRID: SCR_016654) software (Molecular Devices, San Jose, CA, USA). 40 × images were also taken at 24 h for representative images of cellular morphology changes. Statistical analysis was carried out using GraphPad Prism 9 (RRID: SCR_002798).

### 4.11. Generation of Single-Cell Suspensions

Spleens were strained, filtered, and washed while tumors were collected, washed, and digested before lymphocytes were collected using a Percoll gradient (Cat # P1644-100ML, Sigma Aldrich, St. Louis, MO, USA).

### 4.12. Flow Cytometry

Flow cytometry viability staining was conducted by suspending murine spleen and tumor single cell suspensions in Zombie Violet fixable viability kit (Cat # 423114, BioLegend, San Diego, CA, USA) according to manufacturer instructions for 30 min at room temperature. Staining for membrane surface proteins was conducted using conjugated primary antibodies for 1 h on ice, according to manufacturer instructions. Cells were fixed and permeabilized using the eBioscience™ Foxp3/Transcription Factor Staining Buffer Set according to manufacturer instructions (Cat# 00-5523-00, Invitrogen, Waltham, MA, USA). Cells were resuspended in Flow Cytometry Staining Buffer (R&D Systems, Minneapolis, MN, USA) and analyzed using a BD Biosciences LSR II (RRID: SCR_002159) and FlowJo (RRID: SCR_008520) version 10.1 (FlowJo, Ashland, OR, USA).
**Reagent****Source****Identifier****Concentration**Zombie Violet™ Fixable Viability KitBioLegend4231141:1000CD45 Monoclonal Antibody (30-F11), eVolve 605eBioscience™83-0451-425 µL/testPE Rat Anti-Mouse CD3 Molecular Complex, Clone 17A2 (RUO)BD Biosciences5552750.125 µg/testCD335 (NKp46) Monoclonal Antibody (29A1.4), APCeBioscience™17-3351-820.125 µg/testAPC/Cy7 anti-mouse/human CD11b, clone: M1/70BioLegend1012260.125 µg/testCd27 Monoclonal Antibody (LG.7F9), FITCeBioscience™11-0271-820.5 µg/testKlrg1 Monoclonal Antibody (2F1), PE-Cyanine7eBioscience™25-5893-820.25 µg/testAnti-mouse CD45, eBioscience, eVolve 605, clone: 30-F11Invitrogen83-0451-420.5 µg/testAPC-Cy™7 Rat Anti-Mouse CD3 Molecular Complex, clone 17A2BD Biosciences5605900.125 µg/testCD4 Monoclonal Antibody (RM4-5), PE-Cyanine7Invitrogen25-0042-820.25 µg/test PE Rat Anti-Mouse CD8a, Clone 53-6.7 (RUO)BD Biosciences5530320.125 µg/testCD69 Monoclonal Antibody (H1.2F3), FITCeBioscience™11-0691-810.5 µg/testFOXP3 Monoclonal Antibody (FJK-16s), APCManufacturer17-5773-821 µg/test

### 4.13. Natural Killer Cell Immunophenotyping

The NK cell flow cytometry panel included the following directly conjugated primary antibodies: anti-mouse CD45, eBioscience eVolve 605 clone: 30-F11 (Ref # 83-0451-42, Invitrogen), PE anti-mouse CD3 molecular complex (17A2) (mat. #: 555275, BD biosciences), anti-mouse NKp46 APC (Ref # 17-3351-82), APC/Cy7 anti-mouse/human CD11b clone: M1/70 (cat# 101226, BioLegend), anti-Cd27 Monoclonal Antibody (LG.7F9) FITC (eBioscience™, Thermo Scientific, cat # 11-0271-82), and (Klrg1 Monoclonal Antibody (2F1) PE-Cyanine7 (eBioscience, Thermo Scientific, cat # 25-5893-82). Gating strategies are as follows:

NK cell: live/CD45/CD3-/NK1.1+

Mature NK cell: live/CD45/CD3-/NK1.1+/KRLG1+

Activated NK cell: live/CD45/CD3-/NK1.1+/CD11b+

NK cell subset 1: live/CD45/CD3-/NK1.1+/CD11b-CD27-

NK cell subset 2: live/CD45/CD3-/NK1.1+/CD11b-CD27+

NK cell subset 3: live/CD45/CD3-/NK1.1+/CD11b+CD27+

NK cell subset 4: live/CD45/CD3-/NK1.1+/CD11b+CD27-

### 4.14. T Cell Immunophenotyping

The T cell flow cytometry panel included the following directly conjugated primary antibodies: anti-mouse CD45 superbright 600 clone: 30-511 (ref# 63-0451-82, eBioscience), anti-CD3 APC-Cy7 clone 17A2(BD Biosciences, cat # 560590), eBioscience anti-mouse CD4 PE-Cy7 clone: RM4-5 (Ref # 25-0042-82, Invitrogen), PE anti-mouse CD8a (Ly-2)(53-6.7) (cat # 553032, BD), anti-mouse CD69 FITC clone: H1.2F3 (Ref# 11-0691-81, eBioscience), and Foxp3 (FJK-16s) APC (eBioscience). Gating strategies are as follows:

CD4+ T cell: live/CD45+/CD3+/CD4+/Foxp3-

CD8+ T cell: live/CD45+/CD3+/CD8+

Treg: live/CD45+/CD3+/CD4+/Foxp3+

Activated CD8+ T cell: live/CD45+/CD3+/CD8+/CD69+

### 4.15. Western Blot Analysis

Cells were plated in a 6-well plate and incubated overnight before the spent media was replaced with drugged media. Drug treatment lasted for indicated durations. Protein was extracted using radioimmunoprecipitation (RIPA) assay buffer (Cat # R0278, Sigma-Aldrich, St. Louis, MO, USA) containing cOmplete™, Mini, EDTA-free Protease Inhibitor Cocktail (Cat # 4693159001, Roche, Basel, Switzerland) from sub-confluent cells. Denaturing sample buffer was added, samples were boiled at 95 degrees for 10 min, and an equal amount of protein lysate was electrophoresed through NuPAGE™ 4 to 12%, Bis-Tris, 1.5 mm, Mini Protein Gels (Invitrogen, Waltham, MA, USA) then transferred to PVDF membranes. The PVDF membrane was blocked with 5% non-fat milk (Sigma-Aldrich, St. Louis, MO, USA) in 1 × TTBS. Primary antibodies were incubated with the transferred PVDF membrane in blocking buffer at 4 °C overnight. Secondary antibodies included Goat anti-Rabbit IgG (H + L) Secondary Antibody, HRP (Cat # 31460, Invitrogen, Waltham, MA, USA), and Goat anti-Mouse IgG (H + L) Secondary Antibody, HRP (Cat # 31430, Invitrogen, Waltham, MA, USA). The signal was detected using Pierce™ ECL Western Blotting Substrate (Cat # 32106, Thermo Scientific, Waltham, MA, USA) and a Syngene Imaging System (RRID: SCR_015770).
**Reagent****Source****Identifier****Concentration**PARP AntibodyCell SignalingCat# 9542S1:1000Mcl-1 (D2W9E) Rabbit mAbCell SignalingCat# 94296S1:1000NF-κB p65 (L8F6) Mouse mAbCell SignalingCat# 69561:1000PD-L1 (E1L3N^®^) XP^®^ Rabbit mAbCell SignalingCat# 136841:1000Bcl-2 (D55G8) Rabbit mAbCell SignalingCat# 4223S1:1000Survivin (71G4B7) Rabbit mAbCell SignalingCat# 2808S1:1000Mouse Anti-RanBD BiosciencesCat# 6103411:5000NIK AntibodyCell SignalingCat# 49941:1000

### 4.16. In Vivo Studies

The experimental in vivo protocol (Protocol # 19-01-003) was approved by the Institutional Animal Care and Use Committee of Brown University (Providence, RI, USA). Six- to seven-week-old female BALB/c mice (RRID: IMSR_JAX:000651) were purchased from Taconic. A total of 50,000 cells were suspended in 50 µL ice-cold PBS and 50 µL Matrigel (Catalog # 354234, Corning, New York, NY, USA), and 100 uL was injected subcutaneously into the rear flanks. Once tumor volume reached at least 100 mm^3^, mice were randomly assigned to one of seven groups (12 mice/group): Control (isotype), elraglusib, elraglusib + Isotype, anti-PD-1, anti-PD-L1, elraglusib + anti-PD-1, and elraglusib + anti-PD-L1. All treatments were delivered by IP injection using the following dosing schedule: Isotype (70 mg/kg, twice a week), elraglusib (70 mg/kg, twice a week), anti-PD-1 (10 mg/kg, twice a week), anti-PD-L1 (10 mg/kg, twice a week). Treatment dosing was determined based on prior studies of elraglusib [58] and anti-PD-1/anti-PD-L1 [59,60]. The solvent for elraglusib was DMSO and the formulation buffer for elraglusib was made using 75% PEG400, 7% Tween 80, and 18% Ethanol. The treatment continued until mice developed signs of discomfort from excessive tumor growth. Mice were weighed once a week to monitor signs of drug toxicity. The length (L) and width (W) of the masses were measured three times per week with a digital caliper, and the tumor volume was calculated by applying the formula: 0.5LW2. Collection of whole blood and serum was performed by cardiac puncture and sent to Antech Diagnostics GLP (Morrisville, NC, USA) for blood cell count and chemistry tests, or in-house cytokine profiling. Tumors and organs were dissected and harvested for analysis by IHC and flow cytometry.

### 4.17. Immunohistochemistry

Excised tissues were fixed with 10% neutral buffered formalin and paraffin-embedded. Five-micrometer tissue sections were cut with a microtome and mounted on glass microscope slides for staining. Hematoxylin and eosin staining was completed for all tumor specimens. Paraffin embedding and sectioning of slides were performed by the Brown University Molecular Pathology Core Facility. Slides were dewaxed in xylene and subsequently hydrated in ethanol at decreasing concentrations. Antigen retrieval was carried out by boiling the slides in 2.1 g citric acid (pH 6) for 10 min. Endogenous peroxidases were quenched by incubating the slides in 3% hydrogen peroxide for 5 min. After nuclear membrane permeabilization with Tris-buffered saline plus 0.1% Tween 20, slides were blocked with horse serum (Cat# MP-7401-15, Vector Laboratories, Burlingame, CA, USA), and incubated with primary antibodies overnight in a humidified chamber at 4C. After washing with PBS, a secondary antibody (Cat# MP-7401-15 or MP-7402, Vector Laboratories, Burlingame, CA, USA) was added for 30 min, followed by diaminobenzidine application (Cat# NC9276270, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. Samples were counterstained with hematoxylin, rinsed with distilled water, dehydrated in an increasing gradient of ethanol, cleared with xylene, and mounted with Cytoseal mounting medium (Thermo Fisher Scientific, catalog no. 8312-4). Images were recorded on a Zeiss Axioskop microscope (RRID: SCR_014587), using QCapture (RRID: SCR_014432). QuPath software (RRID: SCR_018257) was used to automatically count positive cells. For each IHC marker, five 20 × images per group were analyzed, and results were represented as the absolute number of positive cells per 20 × field. The signal was quantified by converting randomly sampled 20 × images into 16-bit images and then utilizing Fiji to employ MaxEntropy thresholding.
**Reagent****Source****Identifier****Concentration**CD4 (D7D2Z) Rabbit mAbCell Signaling25229S1:200CD8α (D4W2Z) XP^®^ Rabbit mAb (Mouse Specific)Cell Signaling989411:800Anti-TRAIL antibody Abcamab23126520 µg/mlNKp46 (CD335) Polyclonal AntibodyInvitrogenPA5-797201 µg/mLFoxP3 (D6O8R) Rabbit mAbCell Signaling126531:800Granzyme B (E5V2L) Rabbit mAbCell Signaling441531:200Ki-67 (D3B5) Rabbit mAb (Mouse Preferred; IHC Formulated)Cell Signaling122021:800PD-1/CD279 Polyclonal antibodyProteintech18106-1-AP1:1000PD-L1/CD274 Monoclonal antibodyProteintech66248-1-Ig1:5000Cleaved Caspase-3 (Asp175) AntibodyCell Signaling96611:400VEGF Monoclonal Antibody (JH121)InvitrogenMA5-131821:20TGF beta 2-Specific Polyclonal antibodyProteintech19999-1-AP1:500

### 4.18. Microarrays

A total of 0.5 × 10^6^ tumor cells (HCT-116, HT-29, KM12C) were plated in a 6-well plate and allowed to adhere overnight before 24-h treatment, as indicated. Then, 1 × 10^6^ immune cells (NK92, TALL-104) were plated and treated with elraglusib as indicated for 24 h. RNA was isolated from cell pellets in batches of 6 using an RNeasy Plus Mini Kit (Cat # 74134, Qiagen, Hilden, Germany). Acceptable RNA concentration and quality were verified with Nanodrop and Bioanalyzer measurements. GeneChip™ Human Transcriptome Array 2.0 assays were conducted according to manufacturer instructions in two batches using randomized samples to limit batch effects (Cat# 902162, Applied Biosystems, Waltham, MA, USA). Applied Biosystems Transcriptomic Analysis Console (TAC) software (RRID: SCR_016519) was used to calculate fold changes in gene expression relative to the untreated control cells. Values were considered statistically significant for *p* values < 0.05.

### 4.19. Single-Cell RNA Sequencing

Single cells were captured and 3′ single-cell gene expression libraries were conducted (Next GEM v3.1) using the 10 × Genomics Chromium system by SingulOmics (SingulOmics, New York, NY, USA). Gene expression libraries were sequenced with ~200 million PE150 reads per sample on Illumina (RRID: SCR_016387) NovaSeq (Illumina, Inc., San Diego, CA, USA). After sequencing, clean reads were then analyzed with human reference genome GRCh38 using Cell Ranger v6.1.2 ([RRID: SCR_017344],10 × Genomics, Pleasanton, CA, USA). Data were analyzed and visualized using Loupe Browser ([RRID: SCR_018555], 10 × Genomics, Pleasanton, CA, USA).

### 4.20. Digital Spatial Profiling

An Agilent Technologies hybridization oven was used for baking tissue onto slides (Agilent, Santa Clara, CA, USA). A NanoString GeoMx^®^ Digital Spatial Profiler (DSP) instrument (NanoString, Seattle, WA, USA) was used to scan slides, identify regions of interest (ROIs), and collect photocleavable barcodes according to manufacturer instructions. A custom panel was designed to include the following proteins: Ms IgG1, Ms IgG2a, Rb IgG, GAPDH, Histone H3, S6, Beta-2-microglobulin, CD31, CD45, Ki-67, ARG1, CD11b, CD11c, CD14, CD163, CD39, CD40, CD68, HLA-DR, GZMB, CD20, CD3, CD34, CD4, CD56, CD66b, CD8, Foxp3, Fibronectin, 4-1BB, B7-H3, CTLA4, GITR, IDO1, LAG3, OX40L, STING, Tim-3, VISTA, Bcl-2, ER-α, EpCAM, Her2, MART1, NY-ESO-1, PR, PTEN, PanCk, SMA, CD127, CD25, CD27, CD44, CD45RO, CD80, ICOS, PD-1, PD-L1, and PD-L2. An Eppendorf MasterCycler Gradient Thermal Cycler was used to generate the Illumina sequencing libraries from the photocleaved tags. (Eppendorf, Hamburg, Germany). An Agilent Fragment Analyzer (RRID: SCR_019417) was used for library size distribution analysis with a high-sensitivity NGS Fragment Kit (Cat# DNF-474-0500, Agilent, Santa Clara, CA, USA). qPCR for quantification was run using an Illumina-compatible KAPA Library Quantification Kits (ROX Low) (cat# KK4873) on an Applied Biosystems ViiA 7 Real-Time qPCR / PCR Thermal Cycler System (Applied Biosystems, San Francisco, CA, USA) and was analyzed using QuantStudio software (RRID: SCR_018712). Sequencing was performed using a NextSeq 500/550 High Output Kit v2.5 (75 Cycles) kit (cat# 20024906) on an Illumina Sequencing NextSeq 550 System ([RRID: SCR_016381], Illumina, San Diego, CA, USA). The initial annotated dataset went through quality control (QC) to check if housekeeper genes and background (isotype) control molecules were themselves correlated with the predictors of interest. Every ROI was tested for raw sequencing reads (segments with <1000 raw reads were removed), % sequencing saturation (defined as [1-deduplicated reads/aligned reads]%, segments below ~50% were not analyzed), and nuclei count per segment (>100 nuclei per segment is generally recommended). Both immunoglobulins (IgGs) and housekeeper genes were highly correlated with one another. Signal to noise (SNR) ratio was calculated using background probes and all probes were detected above the background in at least one ROI. Finally, data were normalized based on background IgG expression and all normalization factors were well distributed. Data analysis and visualization were generated using R ([RRID: SCR_001905], R Development Core Team, 2020).

### 4.21. Clinical Specimens

Archival tumor specimens and peripheral blood samples were collected from patients enrolled in the Phase I study of Elraglusib (9-ING-41), a small-molecule-selective glycogen synthase kinase-3 beta (GSK-3b) inhibitor, as monotherapy or combined with cytotoxic regimens in patients with relapsed or refractory hematologic malignancies or solid tumors (Clinicaltrials.gov NCT03678883) who received treatment at the Lifespan Cancer Institute (Providence, RI, USA). The study was conducted in accordance with the Declaration of Helsinki and the International Conference on Harmonization Good Clinical Practice guidelines. The study protocol was approved by the Institutional Review Board (IRB) of Rhode Island Hospital under protocol number 1324888-120. The patients also participated in a Lifespan Cancer Institute research protocol designed to investigate molecular and genetic features of tumors and mechanisms of resistance (Rhode Island Hospital IRB protocol number 449060-38). All patients provided written informed consent.

### 4.22. Statistical Analysis

GraphPad Prism (RRID: SCR_002798) version 9.5.0 was used for statistical analyses and graphical representation (GraphPad, San Diego, CA, USA). Data are presented as means ± standard deviation (SD) or standard error of the mean (SEM). The relations between groups were compared using two-tailed, paired Student’s T tests or one-way ANOVA tests. Survival was analyzed with the Kaplan-Meier method and was compared with the log-rank test. For multiple testing, Tukey’s or Benjamini-Hochberg’s methods were employed. Statistical significance is reported as follows: *p* ≤ 0.05: *, *p* ≤ 0.01: **, and *p* ≤ 0.001: ***.

## Figures and Tables

**Figure 1:**
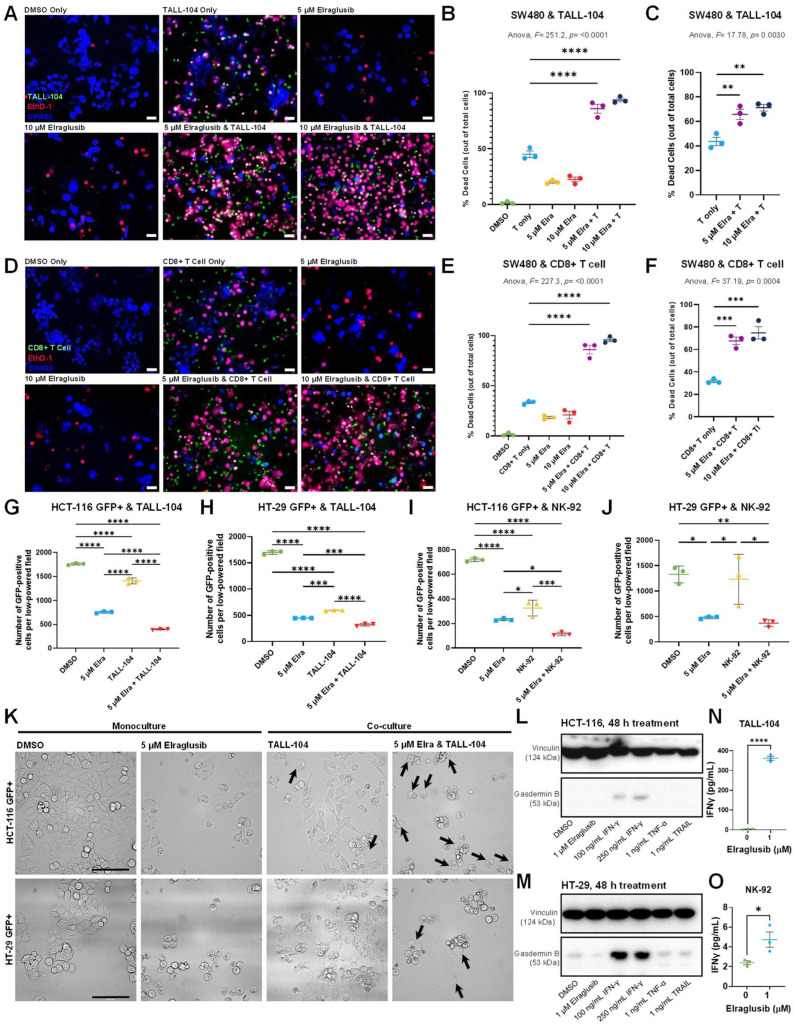
Elraglusib enhances pyroptosis and sensitizes tumor cells to increase immune-mediated cytotoxicity in a co-culture model. Co-cultures were treated with drug concentrations as indicated. A 1:1 effector to target (E:T) ratio was used with a 24-h co-culture duration. EthD-1 was used to visualize dead cells; 10× magnification; scale bar indicates 100 µm. (**A**) Representative SW480 and TALL-104 T cell co-culture assay images at the 24-h timepoint; 24 tumor cell pre-treatment with 5 µM elraglusib, followed by 24-h co-culture. (**B**) Quantification of the co-culture experiment using the percentage of dead cells out of total cells (*N =* 3). (**C**) Quantification normalized by cell death observed with drug treatment alone (*N =* 3). (**D**) Representative SW480 and donor-derived CD8+ T cell co-culture assay images at the 24-h timepoint; 24-h tumor cell pre-treatment with 5 µM elraglusib, followed by a 24-h co-culture. (**E**) Quantification of the co-culture experiment using the percentage of dead cells out of total cells (*N =* 3). (**F**) Quantification normalized by cell death observed with drug treatment alone (*N =* 3). (**G**) The number of HCT 116 GFP+ cells were quantified after 48 h of culture with DMSO, 5 μM elraglusib, and/or 5000 TALL-104 cells (*N =* 3). (**H**) The number of HT-29 GFP+ cells was quantified after 48 h of culture with DMSO, 5 μM elraglusib, and/or 5000 TALL-104 cells (*N =* 3). (**I**) The number of HCT 116 GFP+ cells was quantified after 48 h of culture with DMSO, 5 μM elraglusib, and/or 5000 NK-92 cells (*N =* 3). (**J**) The number of HT-29 GFP+ cells was quantified after 48 h of culture with DMSO, 5 μM elraglusib, and/or 5000 NK-92 cells (*N =* 3). (**K**) Representative 40 × images of HCT-116 GFP+ or HT-29 GFP+ CRC and TALL-104 T cell co-cultures. Black arrows indicate pyroptotic events. Representative images of western blot analysis of (**L**) HCT-116 and (**M**) HT-29 CRC cells for expression of indicated proteins after treatment with indicated cytokines or drugs. Quantification of IFN-γ secretion (pg/mL) post-DMSO or elraglusib treatment for 24 h in (**N**) TALL-104 cells and (**O**) NK-92 cells (*N =* 3). Error bars represent the mean +/− standard deviation. Statistical test: one-way ANOVA with Tukey’s test for multiple comparisons. *p*-value legend: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 2:**
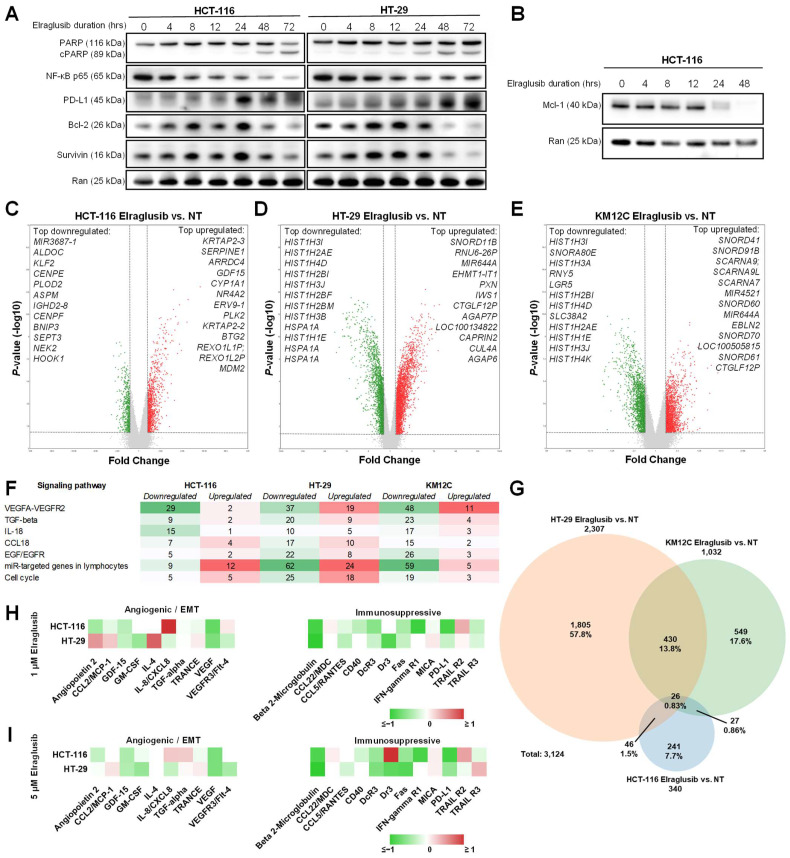
Elraglusib treatment induces PD-L1 expression and suppresses survival pathways in tumor cells. Representative images of western blot analysis of (**A**) HCT-116 and HT-29 CRC cells for expression of indicated proteins after increasing durations of elraglusib treatment (0–72 h). (**B**) Representative images of western blot analysis of Mcl-1 expression in HCT-116 CRC cells after increasing durations of elraglusib treatment. CRC cells were treated with 1 μM elraglusib for 24 h and treated versus untreated samples were compared in triplicate. Microarray analysis results were visualized using volcano plots for (**C**) HCT-116, (**D**) HT-29, and (**E**) KM12C CRC cell lines (*N =* 3). The top down- and up-regulated genes post-elraglusib treatment as compared to controls are shown. Results were calculated using a fold-change cutoff of >1.5, <−1.5, and a *p*-value of <0.05. (**F**) The number of genes up- or down-regulated in each of the three cell lines within several signaling pathways of interest (*N =* 3). Green indicates downregulation and red indicates upregulation of gene expression. (**G**) A Venn Diagram was used to compare the 3124 genes that were differentially expressed post-treatment with elraglusib in the three colon cancer (HCT-116, HT-29, KM12C) cell lines (*N =* 3). (**H**) Tumor cells (HCT-116, HT-29) were treated with 1 μM elraglusib for 48 h and cell culture supernatant was analyzed with the Luminex 200. Fold-change is shown where red indicates a positive fold-change and green indicates a negative fold-change (*N =* 3). (**I**) Tumor cells (HCT-116, HT-29) were treated with 5 μM elraglusib for 48 h and cell culture supernatant was analyzed with the Luminex 200. Fold-change is shown where red indicates a positive fold-change and green indicates a negative fold-change (*N =* 3).

**Figure 3:**
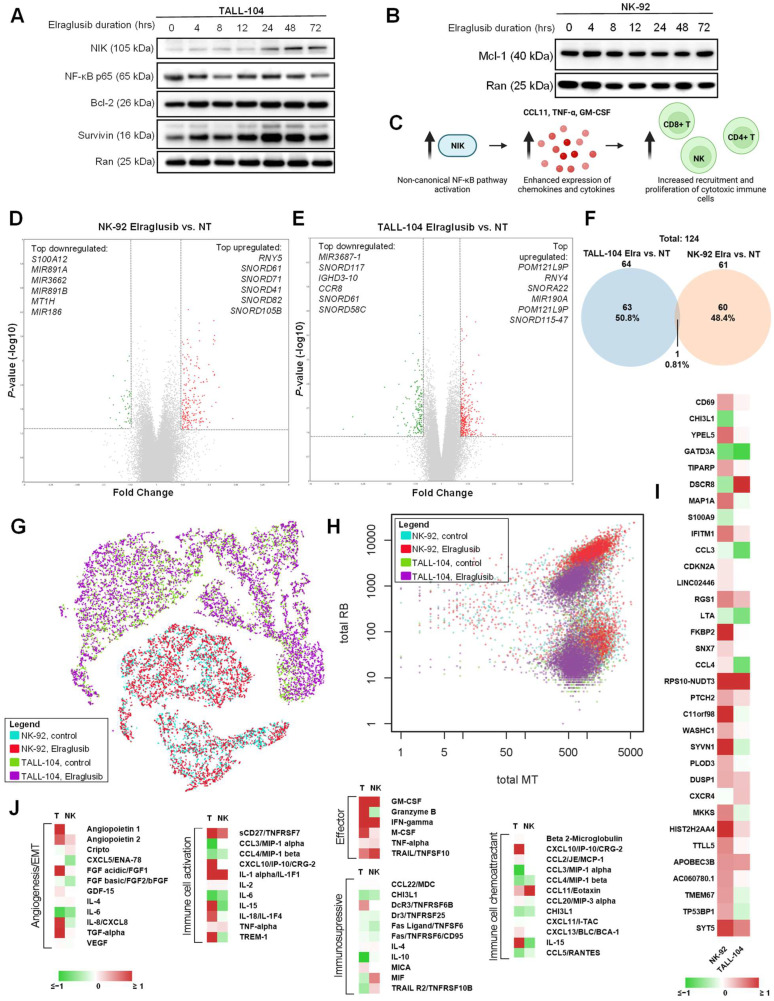
Elraglusib treatment increases effector molecule secretion and induces an energetic shift in cytotoxic immune cells. Representative images of western blot analysis of (**A**) TALL-104 and (**B**) HT-29 cytotoxic immune cells for expression of indicated proteins after increasing durations of elraglusib treatment (0–72 h). (**C**) Proposed model for non-canonical NF-κB pathway activation: increased NIK expression indicates non-canonical NF-κB pathway activation which enhances the expression of chemokines and cytokines (CCL11, TNF-α, GM-CSF) and subsequently leads to increased recruitment and proliferation of cytotoxic immune cells (CD8+ T, CD4+ T, NK cells). Immune cells were treated with 1 μM elraglusib for 24 h and treated versus untreated samples were compared in triplicate. Microarray analysis results were visualized using volcano plots for (**D**) NK-92 and (**E**) TALL-104 immune cell lines (*N =* 3). (**F**) A Venn diagram was used to compare the 124 genes that were differentially expressed post-treatment with elraglusib in the two immune (TALL-104, NK-92) cell lines (*N =* 3). (**G**) 10 × single-cell sequencing analysis of immune cells treated with elraglusib. TALL-104 and NK-92 cells were treated with 1 μM elraglusib for 24 h and aggregate data were visualized using a t-SNE plot. (**H**) Immune cells show differential expression of mitochondria-encoded genes (MT) and ribosomal genes (RB) after elraglusib treatment. (**I**) Heatmap comparing gene expression post-elraglusib treatment as compared to control. Fold-change is shown, where red indicates a positive fold-change and green indicates a negative fold-change. (**J**) Immune cells (TALL-104, NK-92) were treated with 1 μM elraglusib for 48 h and cell culture supernatant was analyzed with the Luminex 200. Fold-change is shown, where red indicates a positive fold-change and green indicates a negative fold-change (*N =* 3).

**Figure 4:**
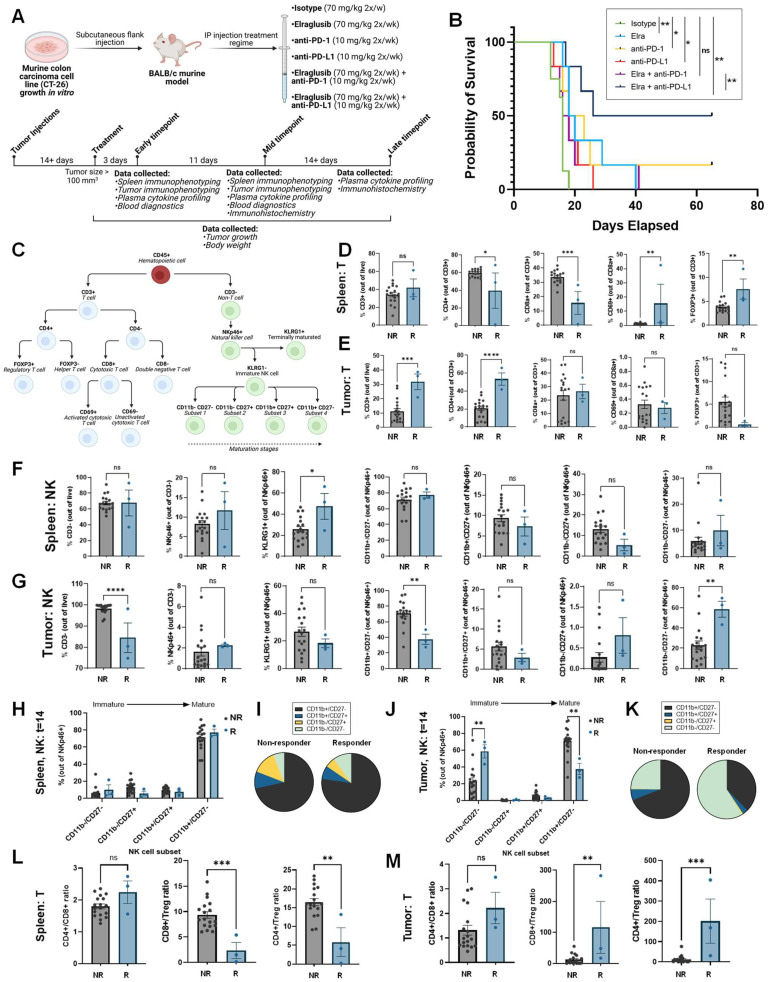
Elraglusib enhances immune-cell tumor-infiltration to prolong survival in combination with anti-PD-L1 therapy in a syngeneic murine model of MSS colon carcinoma. (**A**) Experimental model overview of the syngeneic murine colon carcinoma BALB/c murine model using MSS cell line CT-26. (**B**) Kaplan-Meier estimator curves for all treatment groups as indicated. Statistical significance was determined using a Log-rank (Mantel-Cox) test. (**C**) Overview of cell lineage markers used for flow cytometric immunophenotyping analysis. Two weeks after treatment initiation, immune cell subpopulations were analyzed in the spleen and tumor. (**D**) Splenic T cells, (**E**) tumor-infiltrating T cells, (**F**) splenic NK cells, and (**G**) tumor-infiltrating NK cells were compared between responders (R, *N =* 3) and non-responders (NR, *N =* 18), regardless of treatment group. NK cell subsets based on the expression of CD11b and CD27 were compared in the spleen and visualized via (**H**) bar graph and (**I**) pie chart. NK cell subsets based on the expression of CD11b and CD27 were also compared in the tumor and visualized via (**J**) bar graph and (**K**) pie chart. T cell ratios were compared in the (**L**) Spleen and (**M**) Tumor. Statistical significance was determined using two-tailed unpaired T tests. *p*-value legend: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. ns: non-significant.

**Figure 5:**
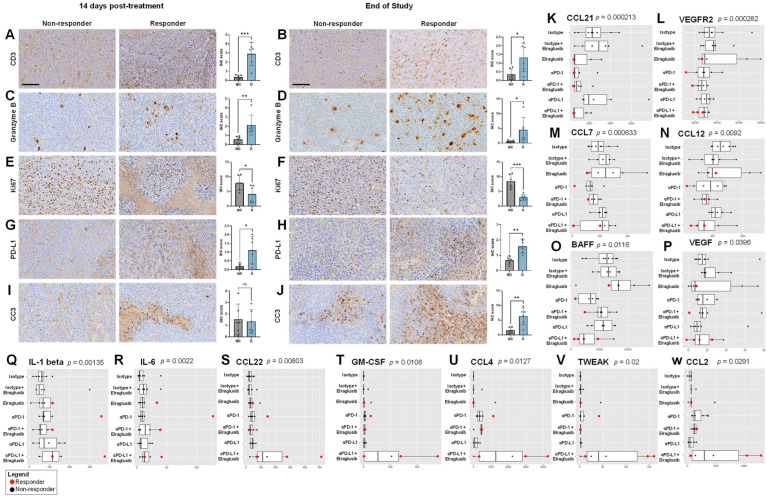
Responders have a more immunostimulatory tumor microenvironment as compared to non-responders. IHC analysis of tumors two weeks post-treatment initiation or tumors from long-term mice. Non-responders (NR, *N =* 18) and responders (R, *N =* 3) were compared. 20 × images, scale bar represents 100 μm. (**A**,**B**) CD3, (**C**,**D**) Granzyme B, (**E**,**F**) Ki67, (**G**,**H**) PD-L1, and (**I**,**J**) cleaved-caspase 3 (CC3) were compared at the two weeks after treatment initiation timepoint, and the long-term timepoint, respectively. Statistical significance was determined using two-tailed unpaired T tests (*N =* 6). Serum from long-term mice sacrificed was analyzed via cytokine profiling for (**K**) CCL21, (**L**) VEGFR2, (**M**) CCL7, (**N**) CCL12, (**O**) BAFF, (**P**) VEGF, (**Q**) IL-1 β, (**R**) IL-6, (**S**) CCL22, (**T**) GM-CSF, (**U**) CCL4, (**V**) TWEAK, and (**W**) CCL2. Responders (red, *N =* 3) and non-responders (black, *N =* 18) were compared. A Kruskal-Wallis test was used to calculate statistical significance, followed by a Benjamini-Hochberg correction for multiple comparisons. *p* values are shown for analytes that were significantly different between responders and non-responders and are ordered by significance. *p*-value legend: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. ns: no significance.

**Figure 6:**
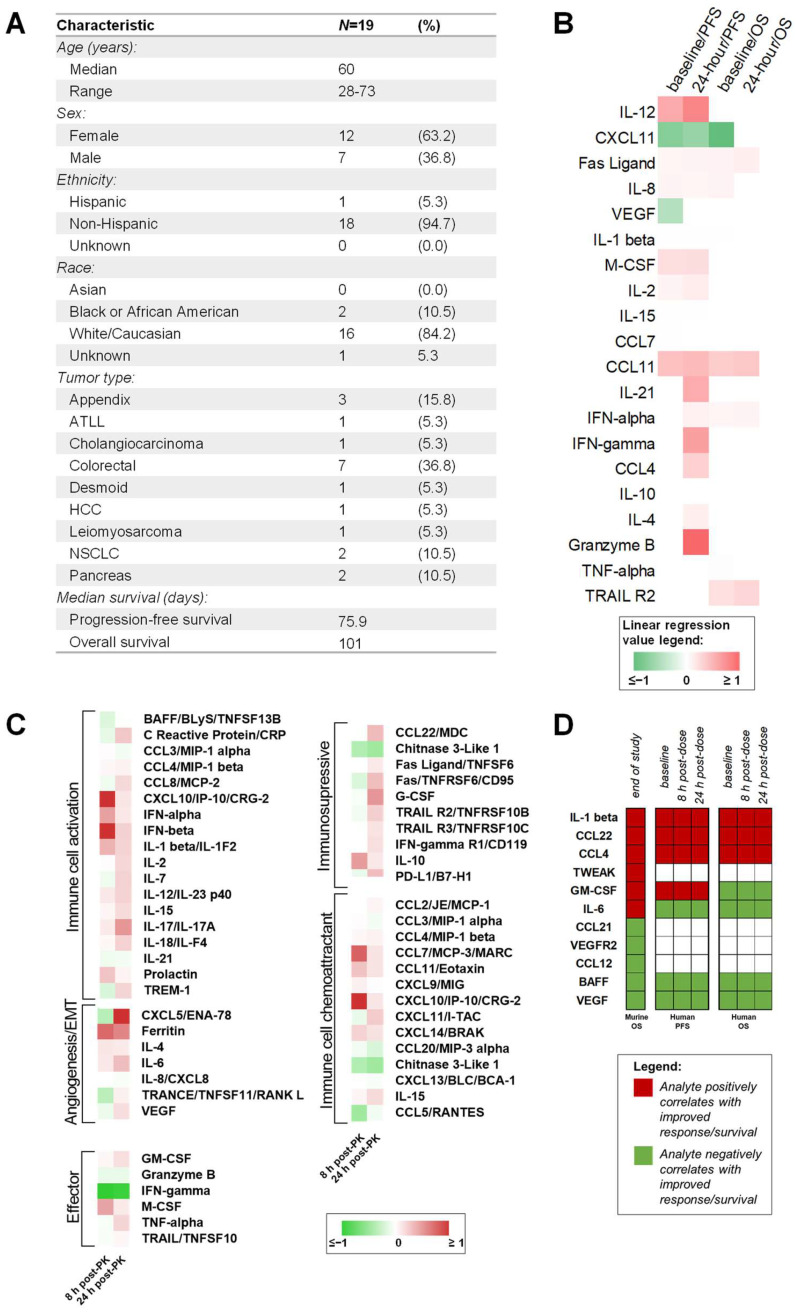
Patient plasma concentrations of cytokines correlate with progression-free survival (PFS), overall survival (OS), and in vivo response to therapy results. Plasma samples from human patients with refractory solid tumors of multiple tissue origins enrolled in a Phase 1 clinical trial investigating a novel GSK-3 inhibitor elraglusib (NCT03678883) were analyzed using a Luminex 200 (*N =* 19). (**A**) Table summarizing patient demographics. (**B**) Baseline and 24-h post-elraglusib plasma concentrations of cytokines, chemokines, and growth factors were plotted against PFS and OS. Simple linear regressions were used to calculate significance. *p* values less than 0.05 were reported as statistically significant. (**C**) Cytokines grouped by function. Fold-change is shown where green indicates a negative (<0) fold-change compared to the baseline (pre-dose) value and red indicates a positive (>0) fold-change. (**D**) Table comparing murine and human circulating biomarker trends. Red boxes indicate that an analyte concentration positively correlated with response to therapy/PFS/OS while green boxes indicate that an analyte concentration negatively correlated with response to therapy/PFS/OS.

**Figure 7:**
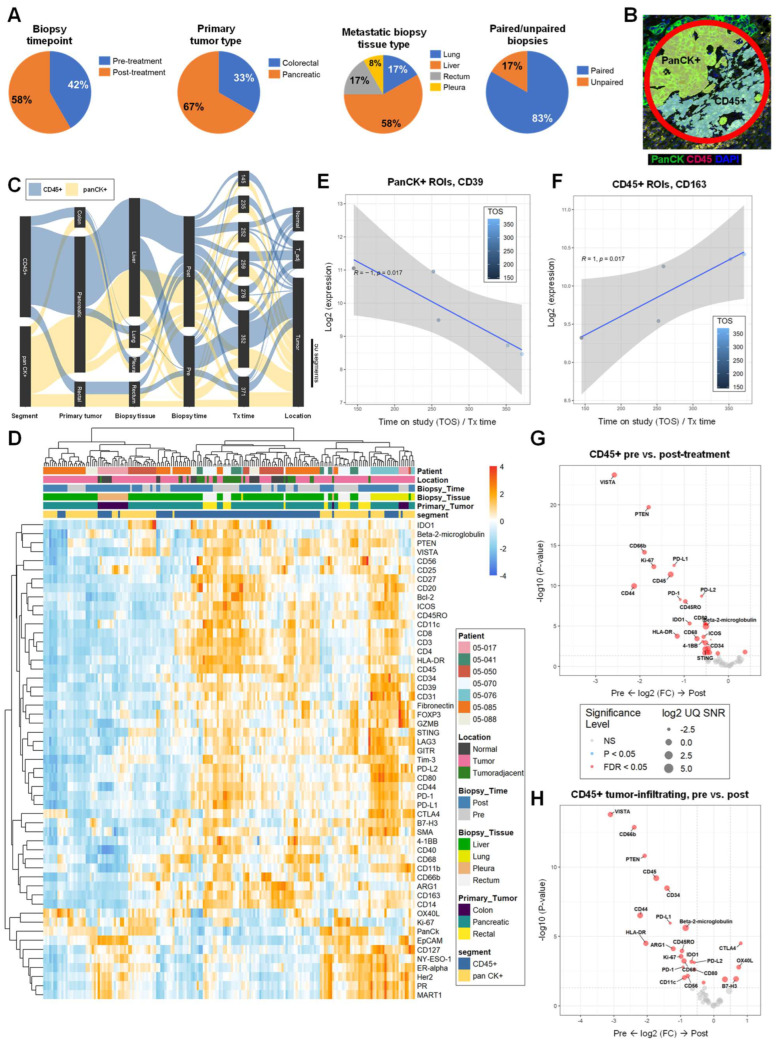
Spatial profiling of patient tumor biopsies reveals a more immunostimulatory tumor microenvironment after elraglusib treatment. Patient samples were analyzed using NanoString GeoMx Digital Spatial Profiling (DSP) technology (*N =* 12 biopsies). (**A**) Pie charts showing biopsy timepoint, primary tumor type, metastatic biopsy tissue type, and paired/unpaired biopsy sample information breakdowns. (**B**) A representative region of interest (ROI) showing PanCK+ and CD45+ masking. Green indicates CK, red indicates CD45, and blue indicates DAPI staining. (**C**) A Sankey diagram was used to visualize the study design where the width of a cord in the figure represents how many segments are in common between the two annotations they connect. The scale bar represents 50 segments. Blue cords represent CD45+ segments and yellow cords represent panCK+ segments. (**D**) Heatmap of all areas of interest (AOIs). Patient IDs, immune cell locations, biopsy timepoint, biopsy tissue, primary tumor location, and segment identity information are color coded as indicated in the legend. (**E**) PanCK+ ROI CD39 expression plotted against time-on-study (TOS). Points are color-coded by time on study (TOS)/time on treatment with darker blue points indicating a shorter TOS or time on treatment. (**F**) CD45+ ROI CD163 expression plotted against TOS. (**G**) Volcano plot showing a comparison of CD45+ region protein expression in post-treatment biopsies and pre-treatment biopsies regardless of timepoint. Grey points are non-significant (NS), blue points have *p* values <0.05, and red points have false discovery rate (FDR) values less than 0.05. The size of the point represents the log2 UQ Signal-to-noise ratio (SNR). (**H**) Volcano plot showing a comparison of tumor-infiltrating CD45+ immune cell segment protein expression in pre- versus post-treatment biopsies. Grey points are non-significant (NS), blue points have *p* values <0.05, and red points have false discovery rate (FDR) values less than 0.05. The size of the point represents the log2 UQ Signal-to-noise ratio (SNR).

## Data Availability

The microarray data generated in this study are publicly available in Gene Expression Omnibus (GSE222849) at GSE. Other data generated in this study are available within the article and its supplementary data files. Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241310870/s1.

How the deposited data were processed for this re-analysis (not part of the article)

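The analysis covers 30 HTA arrays of 5 cell lines, 6 per line, with 3 arrays of cells treated with elraglusib and 3 of vehicle-treated cells in each. The authors deposited log2 gene-level signal made with the Transcriptomic Analysis Console, for 67528 probe sets with 2 decimals. The version of that software and the normalization and background steps it applied are not given in the sources used here. No column of the file belonged to any other sample, and none was left out of the main values. The values were used as deposited, without a further normalization, a transformation or a filter on dim probe sets.

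Each line was fitted alone with limma 3.58.1 in R 4.3.3 (lmFit and eBayes at their defaults), with the treatment as the only term. P-values were adjusted by the method of Benjamini and Hochberg over all 67528 probe sets, and a probe set was called at an adjusted p under 0.05. The paper's thresholds were applied beside this, a fold change beyond 1.5 either way and an unadjusted limma p under 0.05. Changes were compared between lines as contrasts of the treatment effects in a fit over all 30 arrays with a term for every line and treatment. Overlaps of calls were compared with Fisher's exact test, which takes the probe sets as independent although some share a gene or are copies, so its p-values overstate the evidence.

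Gene symbols came from the platform's annotation. Of the probe sets, 23781 have 1 symbol, 1543 have several and 42204 have none in that table. Only probe sets with 1 symbol were named, for 22465 genes, and where a gene had several of them the probe set with the highest mean signal stood for it. The genes named in the text are those the paper names from these arrays, the 6 largest rises and the 6 largest falls of a line among called genes whose treated arrays all lie on the same side of the controls, and up to 4 members with the smallest p of each list that is described. In the lines without calls the largest changes past the paper's thresholds took that place. Genes named outside this rule are said to have been chosen after their values were seen.

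The 38 gene lists cover pathways the paper discusses, stress and growth programs, cell identity and the transcripts of proteins the paper measured. A list was tested when at least 5 members were measured, which held for 37. The test was camera of limma at a preset inter-gene correlation of 0.01, with p-values adjusted over the lists of a line. Counts of members are at the adjusted p over all probe sets, and those marked as adjusted over the list alone use the p-values of its members only.

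The alternatives tried were quantile normalization across the 30 arrays, leaving out probe sets with a mean under the 40th percentile, eBayes with trend and robust fitting, a fit over all arrays, array weights, a block for the replicate number, plain unpaired and paired tests without moderation, leaving out each array in turn, a single probe set per gene (fitted alone, or counted among the calls of the fit of all probe sets), an estimated correlation in camera and other probe sets of a gene. Calls were also counted for all 10 splits of the 6 arrays of a line into groups of 3, and the contrasts for 100 regroupings of the arrays within lines (seed 11). Correlations between arrays used probe sets with a mean log2 signal over 6, and the check of labels used probe sets with a difference over 4 log2 units between lines.

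The steps were tested on simulated data with the spread of each line, in which 200 probe sets of known change were placed among unchanged ones. Of changes of 2 log2 units, limma recovered 94.8 percent in HCT-116, 93.5 percent in HT-29, 92.9 percent in KM12C, 88.1 percent in NK-92 and 68.8 percent in TALL-104 cells. Of changes of 1 log2 unit it recovered 54.1, 42, 41.9, 40.8 and 11.9 percent. Among unchanged probe sets, 370, 521, 559, 472 and 1207 passed the paper's thresholds. The spread used for TALL-104 cells held the array labelled DMSO replicate 2, so the values for TALL-104 do not describe that line alone. Recovery at an adjusted p also depends on how many probe sets change. These shares need not hold in the real data, where HT-29 cells had 5408 calls.

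Supplementary tables, the pathway sets behind the paper's enrichment panel, and the single-cell, secreted protein and blot data were not used here.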

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

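The comparisons of the changes between lines and the counts of list members were set down in advance, and so were the splits of the arrays and the tests of mixed RNA, of slopes and of treated RNA below. The tests of NK-92 RNA on the array labelled TALL-104 DMSO replicate 2, of an exchange and of ranks, the tests of explanations for the fall of histones, the comparisons between lines with an array left out and the sorting of the regroupings by the HT-29 groups were chosen after seeing the results.

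By the test of a difference between lines, the change with treatment differed for 2713 probe sets between HT-29 and HCT-116 cells, 505 between KM12C and HCT-116 cells, 1254 between HT-29 and KM12C cells and 1652 between the colorectal and the immune lines. The counts were 4189, 1286, 2564 and 2173 without the array labelled TALL-104 DMSO replicate 2, whose spread enters the comparison of every line, and without KM12C DMSO replicate 3 the counts for KM12C against HCT-116 and HT-29 against KM12C cells were 1164 and 2460. That for KM12C against HCT-116 cells was 286 to 323 without HCT-116 elraglusib replicate 3 or DMSO replicate 1 or 3 or KM12C elraglusib replicate 1 or DMSO replicate 1, and that for HT-29 against KM12C cells 750 without HT-29 DMSO replicate 1 and 699 without KM12C DMSO replicate 2. Among p53 targets, 17 had a lower change in HT-29 than in HCT-116 cells and 17 in KM12C than in HCT-116 cells, or 31 and 32 without that TALL-104 array. Among S phase and E2F targets, 9 were lower in HT-29 than in HCT-116 cells and 8 in HT-29 than in KM12C cells, or 22 and 26 without it, and the 8 became 2 to 5 without any HT-29 or KM12C array but DMSO replicate 3 of either line, or without NK-92 DMSO replicate 3. Among genes of G2/M and mitosis, 12 were higher and 6 lower in HT-29 than in HCT-116 cells, or 43 and 8 without the TALL-104 array, and 6 or 7 were higher without HCT-116 elraglusib replicate 2 or 3 or DMSO replicate 2 or HT-29 elraglusib replicate 2 or DMSO replicate 3. Among histones, 23 were lower in HT-29 than in HCT-116, 12 in KM12C than in HCT-116 and 12 in HT-29 than in KM12C cells, or 25, 19 and 12 without the TALL-104 array, and the last was 6 without HT-29 elraglusib replicate 2 or DMSO replicate 1 or KM12C DMSO replicate 2.

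The arrays of each line were regrouped at random in 100 ways, the real grouping among them. As many probe sets as observed were found in 2 of 100 for HT-29 against HCT-116 cells (highest other 3436), in 1 for KM12C against HCT-116 cells (highest other 353) and in 1 for the colorectal against the immune lines (highest other 422). For HT-29 against KM12C cells, 9 of 100 reached the count (highest other 4229). Regrouping takes the treatment effect out of every line at once, so a low share argues only against no effect in any of the lines compared. It cannot tell whether the effects of 2 lines differ, so chance was not excluded for any of these differences. In both comparisons with HT-29 cells the counts follow that line's own change. The 10 drawn groupings that kept or exchanged its groups as a whole gave 1581 to 3436 against HCT-116 and 775 to 4229 against KM12C cells, and the 89 others gave 82 and 101 at most. For NK-92 against TALL-104 cells the real count was 0, with 2 as the highest other, and all 100 were as large.

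Each line's 6 arrays split into groups of 3 in 10 ways, too few splits for a share under 0.05. At an adjusted p under 0.05 no split but the real one called any probe set, so 1 of 10 was as large in HCT-116 (779), HT-29 (5408) and KM12C cells (1011), where the highest other was 0. In NK-92 and TALL-104 cells the real count was 0 as well, and all 10 were as large. Past the paper's thresholds 1 of 10 was as large in HCT-116 (1692, highest other 643), in HT-29 (5654, highest other 726) and in KM12C cells (3773, highest other 2122). In NK-92 (541, highest other 814) and TALL-104 cells (965, highest other 1191) 2 of 10 were. For the number of lists passing camera, 2 were as large in HCT-116 (12, highest other 16), 4 in HT-29 (11, highest other 17), 4 in KM12C (8, highest other 19), 6 in NK-92 (5, highest other 17) and 4 in TALL-104 cells (8, highest other 10).

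Members of lists for programs that the paper does not name from these arrays were counted at an adjusted p under 0.05. Some of the members are genes the paper names, among them *ATF3* and *FASN* in HCT-116 cells. The counts were 10 immediate early genes that rose and 5 genes of cholesterol and fatty acid synthesis that fell in HCT-116 cells. In HT-29 cells 11 hypoxia targets and 7 WNT targets fell, and 32 snoRNA and scaRNA genes rose while 20 fell. In KM12C cells 5 genes of the integrated stress response fell. No biological explanation was tested for any of them.

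The array labelled TALL-104 DMSO replicate 2 has the expression of NK-92 cells. At 100 percent of the 448 probe sets that part the lines it lies nearer the NK-92 mean, which is what NK-92 RNA on this array predicts. A mixture with TALL-104 RNA is argued against by a median elevation of 0.01 at 290 probe sets high in TALL-104 cells, and an exchange with an array labelled NK-92 by 0 such arrays that lie nearer TALL-104 cells. Its mean correlation is 0.991 with both the treated and the vehicle arrays of NK-92 cells, so which of them it came from stays open, as does whether the authors' own values held it.

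KM12C DMSO replicate 3 lies nearer the treated arrays than the other vehicle arrays do, with a correlation of 0.985 against 0.976 and 0.977, and all 1011 calls were kept when it was left out and 7265 made. RNA of treated cells in this array was tested by its slope on the treatment effect, over probe sets called in HT-29 cells. After quantile scaling the slope was −0.01 among those that rose and 0.09 among those that fell. DMSO replicates 1 and 2 had slopes of −0.15 and 0.11 over both sets, so slopes of this size lie within the spread of the vehicle arrays. The values thus argue at most against a large share of such RNA and cannot tell for a small one. The slope for array-wide brightness was 0.04 after quantile scaling and 0.06 before it, so that test cannot tell. Compared by ranks, 134.2 percent of the excess correlation was kept, which argues against brightness. Its median signal was 4.47, against 4.23 and 4.26 on the other vehicle arrays, and its place in the batches is not given in the sources used here, so its cause stays open.

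Many of the 32 histone genes fell in HT-29 and KM12C cells and none did in HCT-116 cells. With an array left out, 22 to 24 fell in HT-29, 12 to 22 in KM12C and 0 in HCT-116 cells. After quantile scaling 23 histones stayed further down in HT-29 than in HCT-116 cells. The scaling moved the median change by only −0.017 in HT-29 and −0.02 in HCT-116 cells, against a median difference of −2.53 for histones. It could hardly have removed that difference and cannot undo the steps before deposit, so the test cannot tell for normalization. A lower recovery shared by all transcripts without poly(A) tails would also lower snoRNA and scaRNA genes. Their median in HT-29 cells was −0.05, with 32 that rose and 20 that fell. Whether the RNA isolation recovered these short RNAs like histone transcripts is not known, so the median argues only against a loss that both kinds share. A loss confined to histone transcripts was not tested. Fewer cells in S phase would also lower S phase genes, of which 17.3 percent were further down in HT-29 and 5.8 percent in KM12C than in HCT-116 cells. The shares ran from 15.4 to 42.3 percent in HT-29 and from 1.9 to 11.5 percent in KM12C cells with an array left out, the highest without the array labelled TALL-104 DMSO replicate 2, so the test neither excludes nor favors it in either line. The share of cells in S phase was not measured on these samples, and it and the p53 status of the lines stay open as untested.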

How the results depend on the processing

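Main values are given first and each alternative after them. A single probe set per gene was fitted alone for the counts of a line, and counted among the calls of the fit of all probe sets for the overlaps. The other way round was added after the data were seen. Where a result moved, the cause was not tested. By signal over background, the probe sets under the 40th percentile of mean signal held 11 of the 779 calls in HCT-116, 141 of 5408 in HT-29 and 13 of 1011 in KM12C cells. Their median change in either direction was 0.087, 0.093 and 0.137 in these lines, against 0.127, 0.177 and 0.207 over the brighter probe sets, with median standard errors of 0.126, 0.137 and 0.143 against 0.120, 0.142 and 0.146. Whether changes near background were hidden or absent was not tested.

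At an adjusted p under 0.05, HCT-116 cells had 779 calls in the main fit of the line. Quantile scaling gave 1441, leaving out dim probe sets 1384, trend and robust fitting 1309, array weights 1554 and a single probe set per gene, fitted alone, 1618 (396 counted). A plain unpaired test without moderation gave 39 and a plain paired one 0. With an array left out the count ran from 87 to 148. HT-29 cells had 5408, with 8612 under array weights, 1378 in the plain unpaired test, 0 in the plain paired test and 3116 with a single probe set per gene fitted alone (2212 counted), and 3442 to 4993 with an array left out. KM12C cells had 1011, with 1602 without dim probe sets, 2303 in a fit over all 30 arrays, 8538 under array weights, 7 in the plain unpaired test, 0 in the plain paired test, 425 for a single probe set per gene counted (1440 fitted alone) and 195 to 7265 with an array left out. Quantile scaling without DMSO replicate 3, added after the data were seen, gave 5091 in KM12C cells. NK-92 cells had 0, with 1 in the fit over all 30 arrays and 1 in the plain unpaired test. TALL-104 cells had 0, with 4 in the fit over all 30 arrays.

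Past the paper's thresholds were 1692 in HCT-116 cells, with 892 in the plain paired test, 585 with a single probe set per gene fitted alone (583 counted) and 1679 to 2005 with an array left out. HT-29 cells had 5654, with 2014 for a single probe set per gene fitted alone (2011 counted). KM12C cells had 3773, with 5957 under array weights, 2038 in the plain paired test, 1294 for a single probe set per gene fitted alone (1290 counted) and 2961 to 6749 with an array left out. NK-92 cells had 541, with 816 under array weights, 307 in the plain unpaired and 234 in the plain paired test, 111 for a single probe set per gene either way and 659 to 1037 with an array left out. TALL-104 cells had 965, with 3750 in the fit over all 30 arrays, 458 in the plain unpaired and 289 in the plain paired test, 144 for a single probe set per gene fitted alone (180 counted) and 810 to 2314 with an array left out. A single probe set per gene leaves out the probe sets without a symbol, which lowers a count by construction.

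With a block for the replicate number, the calls in HCT-116 cells went from 779 to 105, and the probe sets whose change differs between KM12C and HCT-116 cells from 505 to 280. The replicate numbers do not pair the samples: deviations of arrays with the same number correlated at −0.31, −0.48 and −0.17 in HCT-116 cells, and in no line did every sample correlate best with its own number. Over 0.1 were only HT-29 replicates 1 and 3 (0.23 and 0.16), KM12C replicate 3 (0.11) and NK-92 replicate 2 (0.11).

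Without KM12C DMSO replicate 3, added after the data were seen, the change differed for 1164 probe sets between KM12C and HCT-116 cells and for 2460 between HT-29 and KM12C cells. It differed for 4189 between HT-29 and HCT-116 cells, 1286 between KM12C and HCT-116 cells and 2564 between HT-29 and KM12C cells without the array labelled TALL-104 DMSO replicate 2, also added then. With each array left out in turn, added then as well, the ranges were 2067 to 4189, 286 to 1286 and 699 to 2564. The number for the colorectal against the immune lines stayed within 1.5 times of 1652, under every setting tried, and that for NK-92 against TALL-104 cells was 0, or 1 without TALL-104 elraglusib replicate 3 or DMSO replicate 1.

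The overlap of calls was 502 for HCT-116 and HT-29 cells, 442 for HCT-116 and KM12C cells, 1583 for HT-29 and KM12C cells and 35 for NK-92 and TALL-104 cells. At an adjusted p under 0.05 it was 245, 89, 617 and 0. With a single probe set per gene counted it was 180, 136, 533 and 6, and with both, added after the data were seen, 128, 39, 263 and 0. With a single probe set per gene fitted alone it was 180, 138, 534 and 5 at the paper's thresholds and 563, 313, 676 and 0 at an adjusted p under 0.05, both added after the data were seen.

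The number of lists passing camera was 12 in HCT-116, 11 in HT-29, 8 in KM12C, 5 in NK-92 and 8 in TALL-104 cells, and with an estimated correlation 0 in every line. In KM12C cells it was 19 without DMSO replicate 3. In NK-92 cells it was 3 with the mean of all probe sets of a gene, 3 with a block and 2 to 8 with an array left out. In TALL-104 cells it was 4 without the array labelled DMSO replicate 2. The direction of the camera test turned for histones in NK-92 cells without elraglusib replicate 3 (means from −0.30 to 0.05 with an array left out) and for G2/M and mitosis in TALL-104 cells without the array labelled DMSO replicate 2, where the mean was −0.03, the median 0.02 and the adjusted p 0.922, against a mean of −0.49 with all arrays and −0.73 without DMSO replicate 3. The difference of *BCL2L11* in HT-29 cells turned at its other probe set (0.54).

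Among the named genes of HCT-116 cells, leaving out an array gave 415 of the gene-by-array results the same, 3 stronger and 260 weaker. In HT-29 cells these were 617, 4 and 69, and in KM12C cells 468, 32 and 100. Quantile scaling gave 102 genes the same and 11 stronger in HCT-116 cells, 112 the same, 1 stronger and 2 weaker in HT-29 cells, and 89 the same, 9 stronger and 2 weaker in KM12C cells. A block for the replicate number gave 66 the same and 47 weaker in HCT-116 cells, 110 the same, 3 stronger and 2 weaker in HT-29 cells, and 89 the same, 6 stronger and 5 weaker in KM12C cells. The fit over all 30 arrays gave 75 the same, 8 stronger and 30 weaker in HCT-116 cells, 98, 3 and 14 in HT-29 cells, and 73, 17 and 10 in KM12C cells. That fit holds the array labelled TALL-104 DMSO replicate 2, which adds to its spread.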

Differences from the paper's values

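A count is said to differ where it is over 1.5 times the other, and a fold change where the signs differ or the log2 values lie further apart than the SD of the replicates used. A single probe set per gene was either fitted alone or counted among the calls of the fit of all probe sets, as said for each value. The number of probe sets past the paper's thresholds is above the paper's number of differentially expressed genes in every line. HCT-116 cells had 1692 here and 340 in the paper, and of the alternatives set before the data were examined, every one still differs, with the nearest at 585 for a single probe set per gene fitted alone (583 counted, added after the data were seen). HT-29 cells had 5654 here and 2307 in the paper, and KM12C cells 3773 here and 1032 in the paper. For both of these a single probe set per gene fitted alone, set before the data were examined, no longer differs (2014 and 1294), nor does it when counted (2011 and 1290), added after the data were seen, and every other setting does. NK-92 cells had 541 here and 61 in the paper, and TALL-104 cells 965 here and 64 in the paper, and no setting removes the difference, with 111 and 144 for a single probe set per gene fitted alone as the nearest (111 and 180 counted).

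The union over the colorectal lines is 8805 here and 3124 in the paper. A single probe set per gene counted, set before the data were examined, gives 3105 and no longer differs, while an adjusted p under 0.05, also set then, gives 6302 and does. Both together with the probe sets counted, a setting added after the data were seen, give 2629 and no longer differ. With the probe sets fitted alone, also added then, the paper's thresholds give 3111, which does not differ, and an adjusted p under 0.05 gives 4789, which does. The numbers in 1 line alone are 961 here and 241 in the paper for HCT-116, 3782 here and 1805 in the paper for HT-29, and 1961 here and 549 in the paper for KM12C cells. With a single probe set per gene counted they are 337, 1368 and 691, none of which differs. With an adjusted p under 0.05 they are 500, 4601 and 360, all of which differ. With both and the probe sets counted, added after the data were seen, they are 255 and 1847, which do not differ, and 149, which does. Fitted alone, also added then, they are 337, 1370 and 692 at the paper's thresholds, none of which differs, and at an adjusted p under 0.05 909, which differs, and 2044 and 618, which do not.

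HCT-116 and HT-29 cells alone shared 289 here and 46 in the paper, and every setting still differs, with 110 for a single probe set per gene counted, 190 for an adjusted p under 0.05 and 102 for both, the last added after the data were seen. HCT-116 and KM12C cells alone shared 229 here and 27 in the paper, where an adjusted p under 0.05 gives 34 and no longer differs, a single probe set per gene counted gives 66 and does, and both, added after the data were seen, give 13 and do. HT-29 and KM12C cells alone shared 1370 here and 430 in the paper, where a single probe set per gene counted gives 463 and an adjusted p under 0.05 gives 562, neither of which differs, and both, added after the data were seen, give 237, which does. All colorectal lines shared 213 here and 26 in the paper, where a single probe set per gene counted gives 70 and an adjusted p under 0.05 gives 55, both of which differ, and both together with the probe sets counted, added after the data were seen, give 26. Fitted alone, also added then, these 4 numbers are 110, 68, 464 and 70 at the paper's thresholds and 396, 146, 509 and 167 at an adjusted p under 0.05, and of each set only that of HT-29 and KM12C cells no longer differs. The alternatives named without such a note were set before the data were examined.

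The union over the immune lines is 1471 here and 124 in the paper. It is 285 for a single probe set per gene counted and 0 for an adjusted p under 0.05, both set before the data were examined, and 1315 without the array labelled TALL-104 DMSO replicate 2, added after the data were seen, and each differs. The immune lines shared 35 here and 1 in the paper, with 6, 0 and 36 under the same settings, of which each differs. For a single probe set per gene fitted alone, added after the data were seen, the union is 250 and the shared number 5 at the paper's thresholds, and both are 0 at an adjusted p under 0.05, and each differs. The shared probe set that the paper names is among the 35.

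The fold change of *NCR3LG1* in HT-29 cells is 2.39 here and 1.78 in the paper, and no setting removes the difference (2.22 to 2.71). That of *KIF7* in TALL-104 cells is 1.04 here and 1.56 in the paper, and its other probe set, an alternative set before the data were examined, gives 1.44 and no longer differs. *CCL3* in TALL-104 cells is −12.15 here and 1.52 in the paper. Leaving out each array in turn was set before the data were examined, and without the array labelled DMSO replicate 2 the value of *CCL3* is 1.03, which still differs, as does every other setting. On the other TALL-104 arrays its signal was 4.85 to 5.06, near the arrays' medians of 4.42 to 4.60, so the probe set was not shown to be above background there and that fold change and its sign are uncertain. *PTPN3* in TALL-104 cells is −1.32 here and −1.56 in the paper, and no setting removes the difference (−1.42 to −1.26, the first without that array).

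The paper gives several genes as changed that limma did not call here. In HCT-116 cells these were *LYZ*, *KLLN*, *MXD1*, *TRIM31*, *BAK1*, *CDC25C*, *PRC1*, *PDK1*, *MST1R*, *MKI67* and *PPP1R1C*, of which *BAK1*, *CDC25C*, *PRC1* and *MST1R* did not pass the paper's thresholds either. A fit over all 30 arrays calls *LYZ*, *KLLN*, *TRIM31*, *PDK1* and *PPP1R1C*, quantile scaling calls *MXD1*, *CDC25C*, *PRC1*, *PDK1*, *MST1R* and *MKI67*, and leaving out elraglusib replicate 2 calls *MKI67*. No setting calls *BAK1*. Of the genes at the top of its figure for this line, *REXO1L2P*, *IGHD2-8*, *CENPF* and *BNIP3* were not called. The fit over all 30 arrays calls *REXO1L2P* and *BNIP3*, quantile scaling calls *CENPF*, and leaving out elraglusib replicate 2 or 1 calls *REXO1L2P* or *CENPF*.

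In HT-29 cells, *TNFRSF12A*, *SFN*, *PDS5B*, *CDCA3*, *IWS1* and *CUL4A* were not called, and only *CDCA3* of these passed the paper's thresholds. A block for the replicate number calls *TNFRSF12A* and *CDCA3*, the fit over all 30 arrays *CDCA3* and *CUL4A*, leaving out elraglusib replicate 3 *PDS5B* and leaving out DMSO replicate 3 *CDCA3*. No setting calls *SFN* or *IWS1*. *IWS1*, which the paper shows as higher, was at −0.01.

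In KM12C cells, *BIK*, *CXCL1*, *AGGF1*, *IRF2BP2*, *MET*, *NRP1*, *GDF15*, *CDCA2*, *IGFBP2*, *CDC25C*, *CCND2*, *MKI67*, *LTBP1* and *GZMA* were not called, and *BIK*, *AGGF1*, *CDCA2*, *IGFBP2* and *CCND2* did not pass the paper's thresholds. *IGFBP2*, which the paper gives as lower, was at 0.04. Leaving out DMSO replicate 3 calls *CXCL1*, *AGGF1*, *IRF2BP2*, *MET*, *NRP1*, *CDCA2*, *CDC25C* and *LTBP1*. The fit over all 30 arrays calls *CXCL1*, *MET*, *NRP1*, *GDF15* and *LTBP1*, quantile scaling *IRF2BP2* and *MET*, and a block *NRP1*, *MKI67* and *GZMA*. No setting calls *BIK*, *IGFBP2* or *CCND2*. Of the top of its figure, *SNORD91B*, *SNORD60*, *MIR644A*, *SNORD70*, *SNORD61* and *RNY5* were not called, and all of them but *RNY5* are without DMSO replicate 3. The fit over all 30 arrays calls *SNORD91B* and *MIR644A*, leaving out elraglusib replicate 3 calls *SNORD91B*, and leaving out elraglusib replicate 2 calls *MIR644A*.

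The paper states that all of the colorectal lines had higher expression of many negative and lower expression of several positive regulators of NF-κB. Of its 4 negative regulators, 2 rose in HCT-116, 2 in HT-29 and 0 in KM12C cells, and of its 16 positive regulators, 0 fell in HCT-116, 9 in HT-29 and 4 in KM12C cells. *NFKBIA*, which the paper names in both groups, rose in HCT-116 cells by 0.76 and was at −2.57 in HT-29 and −1.55 in KM12C cells. *TLR3* rose by 0.89 in HCT-116 cells. *TRAIP* was at −0.25 in HCT-116 cells. In KM12C cells 9 positive regulators fell and the negative regulator *IL32* rose without DMSO replicate 3. *FADD* in HT-29 cells is called under quantile scaling, with a block, in the fit over all 30 arrays and without DMSO replicate 3, and *ERBIN* (*ERBB2IP* in the paper) there without elraglusib replicate 3. In KM12C cells the fit over all 30 arrays calls *IRAK1BP1*, *ERBIN*, *TRAF6*, *TAB3* and *MTDH*, quantile scaling *IRAK1BP1* and *TRAF6*, and a block *MTDH*.

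The paper names VEGF signaling as the leading pathway among those lower in all of the colorectal lines. Of 42 VEGF and angiogenesis genes listed here, 0 fell in HCT-116, 4 in HT-29 and 1 in KM12C cells, and 5 in KM12C cells without DMSO replicate 3, and adjusted over the list alone 3 fell in HCT-116, 4 in HT-29 and 3 in KM12C cells. The paper's pathway set was not used here, so this is not the same test.

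In NK-92 cells limma called none of the genes the paper gives as changed, and *TNFSF14*, *WNK1*, *S100A12* and *ITGB8* did not pass the paper's thresholds. The same holds in TALL-104 cells, where *RNY4*, *VAMP8*, *BCL2A1*, *KIF7*, *CCL3*, *ACVR1B*, *PTPN14*, *HSPA1A*, *UBE3A* and *PTPN3* did not pass the paper's thresholds. The paper gives *PTPN14* and *HSPA1A* as lower, and they were at 1.26 and 1.11 with all arrays and at −0.31 and −0.37 without the array labelled DMSO replicate 2. Of the genes in the paper's figure for this line, *CCR8*, shown as lower, was at 1.23 with all arrays and −0.92 without that array, and *POM121L9P*, shown as higher, was at −0.01.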

Other observations

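In HCT-116 cells, 10 of 26 immediate early genes rose, 1 fell and 15 did not pass, with 17 up and 1 down adjusted over the list alone. *EGR1*, a transcription factor gene, rose by 1.47 (standard error 0.12, limma adjusted p = 0.00496), *FOSL1*, an AP-1 gene, by 1.32 (standard error 0.14) and *NR4A3*, a nuclear receptor gene, by 1.25 (standard error 0.13). The camera adjusted p was 1.65e-11, and adjusted p = 0.266 with an estimated correlation. Between 3 and 6 rose with any 1 array left out. Of 26 genes of cholesterol and fatty acid synthesis, none rose, 5 fell and 21 did not pass in HCT-116 cells, with 1 up and 13 down adjusted over the list alone. *INSIG1*, a sterol sensor gene, fell by 0.84 and *SCD*, a desaturase gene, by 0.71. Leaving out any 1 array left 0 falls (camera adjusted p = 6.59e-08, and adjusted p = 0.266 with an estimated correlation). Of 45 hypoxia targets, 5 fell and 40 did not pass, with 2 up and 19 down adjusted over the list alone, and with any 1 array left out 0 to 2 fell (camera adjusted p = 5.08e-07, and adjusted p = 0.463 with an estimated correlation). *PLOD2*, a collagen-modifying enzyme gene, fell by 1.14. Histones had 2 rises, no fall and 30 not passed, with 8 up adjusted over the list alone, and ribosomal protein genes 2 rises and no fall of 55, and each list held 1 rise with any 1 array left out.

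In HT-29 cells, 1 of 26 WNT targets rose, 7 fell and 18 did not pass, with 3 up and 8 down adjusted over the list alone. *LGR5* fell by 3.41 (standard error 0.18), *SOX9* by 3.36 (standard error 0.20) and *SOX4*, a transcription factor gene, fell by 2.04 (standard error 0.11). The camera adjusted p was 0.00393, and adjusted p = 0.272 with an estimated correlation. Of 45 hypoxia targets, none rose, 11 fell and 34 did not pass, with 14 down adjusted over the list alone, among them *DDIT4*, a stress-induced inhibitor of mTOR, at −1.55 (camera adjusted p = 0.00425, and adjusted p = 0.272 with an estimated correlation). Of 36 interferon response genes, none rose, 6 fell and 30 did not pass, with 6 down adjusted over the list alone, among them *GBP2*, an interferon-induced GTPase gene, at −1.35 (camera adjusted p = 0.00699, and adjusted p = 0.272 with an estimated correlation). Without elraglusib replicate 1 or 3 or DMSO replicate 2, 3 of the 36 fell, and without DMSO replicate 1, 2 did. Of 21 heat shock genes, 6 rose, 3 fell and 12 did not pass, with 7 up and 3 down adjusted over the list alone. *BAG3*, a co-chaperone gene, rose by 1.09, and *HSPA1A* fell by 2.89 (camera adjusted p = 0.0396, and adjusted p = 0.704 with an estimated correlation).

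In KM12C cells, none of 28 genes of the integrated stress response rose, 5 fell and 23 did not pass, with 2 up and 11 down adjusted over the list alone. *ASNS*, the asparagine synthetase gene, fell by 1.69 and *CHAC1*, a glutathione-degrading enzyme gene, by 1.62. The camera adjusted p was 1.93e-05, and adjusted p = 0.615 with an estimated correlation, and 10 fell without DMSO replicate 3. Of 26 WNT targets, 1 rose, 3 fell and 22 did not pass, with 1 up and 6 down adjusted over the list alone, and 8 fell without DMSO replicate 3. *MYC*, a transcription factor gene, fell by 0.94 (camera adjusted p = 0.0051, and adjusted p = 0.771 with an estimated correlation).

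Of the transcripts of 27 proteins that the paper measured, 5 rose, none fell and 22 did not pass in HCT-116 cells, 2 rose, 4 fell and 21 did not pass in HT-29 cells, and none rose, 2 fell and 25 did not pass in KM12C cells. Adjusted over the list alone, 7 rose and 0 fell, 3 rose and 4 fell, and 1 rose and 3 fell. In HCT-116 cells 3 rose with an array left out (4 without elraglusib replicate 2). In HT-29 cells 0 rose without any array but elraglusib replicate 3, where 1 did, and 2 fell without elraglusib replicate 1 or 2 or DMSO replicate 1 or 2. In KM12C cells 0 fell without DMSO replicate 1 and 1 without elraglusib replicate 2 or 3 or DMSO replicate 2, and 2 rose without DMSO replicate 3. In HT-29 cells *MCL1*, an antiapoptotic gene, fell by 0.49 (limma adjusted p = 0.0382), while *BIRC5*, which encodes survivin, rose by 0.59 (limma adjusted p = 0.0456). Of the fits with an array left out, *MCL1* was called only without DMSO replicate 3 (limma adjusted p = 0.0421, and 0.0723 to 0.134 in the other fits) and *BIRC5* only without elraglusib replicate 3 (0.0364, and 0.0532 to 0.155). In HCT-116 cells, where the paper blotted Mcl-1, *MCL1* was at 0.1 and *BIRC5* at −0.15, and neither passed (limma adjusted p = 0.87 and 0.621). In KM12C cells they were at 0 and 0.67, and neither passed (limma adjusted p = 0.991 and 0.0544), though *BIRC5* did without DMSO replicate 3 (0.0202). In NK-92 cells the difference was −0.08 for *MCL1* and −0.02 for *BIRC5*, and no transcript of the 27 passed in either immune line. In HCT-116 cells *GDF15* rose by 2.92 and *FAS* rose too, whereas the paper reports lower secretion of GDF-15 and Fas after treatment. It also reports lower secretion of VEGF, and *VEGFA* fell in HT-29 cells and did not pass in HCT-116 cells. Those values are of secreted protein after a longer treatment, not of RNA, and other secreted proteins were not compared one by one. The list passed camera in none of the 5 lines, and the proteins themselves are not analysed here.

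With all arrays, lists of markers of T, NK, myeloid, B, fibroblast, endothelial and erythroid cells passed camera in no line. In KM12C cells without DMSO replicate 3, which leaves the vehicle arrays with the lower median signals, those of T, NK, myeloid, B, and fibroblast and endothelial cells passed upward, with medians of 0.26, 0.20, 0.27, 0.28 and 0.23 (camera adjusted p = 0.0333, 0.0448, 0.0333, 0.0166 and 0.0292, and adjusted p = 0.56 or more with an estimated correlation). With all arrays they held 1 rise in the colorectal lines, a myeloid marker in HCT-116 cells that was called in no fit with an array left out, and 2 falls, a myeloid and an NK marker in HT-29 cells. In NK-92 cells the lists for cholesterol synthesis and interferon response passed camera upward with no member called (camera adjusted p = 0.0458 for each, and adjusted p = 0.873 with an estimated correlation). In TALL-104 cells histones passed upward with all arrays and without the array labelled DMSO replicate 2 (camera adjusted p = 5.66e-05 and 1.95e-08, and adjusted p = 0.657 with an estimated correlation).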
